# The protective PLCγ2-P522R variant mitigates Alzheimer’s disease-associated pathologies by enhancing beneficial microglial functions

**DOI:** 10.1186/s12974-025-03387-6

**Published:** 2025-03-05

**Authors:** Mari Takalo, Heli Jeskanen, Taisia Rolova, Inka Kervinen, Marianna Hellén, Sami Heikkinen, Hennariikka Koivisto, Kimmo Jokivarsi, Stephan A. Müller, Esa-Mikko Koivumäki, Petra Mäkinen, Sini-Pauliina Juopperi, Roosa-Maria Willman, Rosa Sinisalo, Dorit Hoffmann, Henna Jäntti, Michael Peitz, Klaus Fließbach, Teemu Kuulasmaa, Teemu Natunen, Susanna Kemppainen, Pekka Poutiainen, Ville Leinonen, Tarja Malm, Henna Martiskainen, Alfredo Ramirez, Annakaisa Haapasalo, Stefan F. Lichtenthaler, Heikki Tanila, Christian Haass, Juha Rinne, Jari Koistinaho, Mikko Hiltunen

**Keywords:** Alzheimer’s disease, β-amyloid pathology, Microglia, Lipid droplets, Phospholipase C gamma 2, PLCγ2-P522R variant

## Abstract

**Background:**

Phospholipase C gamma 2, proline 522 to arginine (PLCγ2-P522R) is a protective variant that reduces the risk of Alzheimer’s disease (AD). Recently, it was shown to mitigate β-amyloid pathology in a 5XFAD mouse model of AD. Here, we investigated the protective functions of the PLCγ2-P522R variant in a less aggressive APP/PS1 mouse model of AD and assessed the underlying cellular mechanisms using mouse and human microglial models.

**Methods:**

The effects of the protective PLCγ2-P522R variant on microglial activation, AD-associated β-amyloid and neuronal pathologies, and behavioral changes were investigated in PLCγ2-P522R knock-in variant mice crossbred with APP/PS1 mice. Transcriptomic, proteomic, and functional studies were carried out using microglia isolated from mice carrying the PLCγ2-P522R variant. Finally, microglia-like cell models generated from human blood and skin biopsy samples of PLCγ2-P522R variant carriers were employed.

**Results:**

The PLCγ2-P522R variant decreased β-amyloid plaque count and coverage in female APP/PS1 mice. Moreover, the PLCγ2-P522R variant promoted anxiety in these mice. The area of the microglia around β-amyloid plaques was also increased in mice carrying the PLCγ2-P522R variant, while β-amyloid plaque-associated neuronal dystrophy and the levels of certain cytokines, including IL-6 and IL-1β, were reduced. These alterations were revealed through [18F]FEPPA PET imaging and behavioral studies, as well as various cytokine immunoassays, transcriptomic and proteomic analyses, and immunohistochemical analyses using mouse brain tissues. In cultured mouse primary microglia, the PLCγ2-P522R variant reduced the size of lipid droplets. Furthermore, transcriptomic and proteomic analyses revealed that the PLCγ2-P522R variant regulated key targets and pathways involved in lipid metabolism, mitochondrial fatty acid oxidation, and inflammatory/interferon signaling in acutely isolated adult mouse microglia and human monocyte-derived microglia-like cells. Finally, the PLCγ2-P522R variant also increased mitochondrial respiration in human iPSC-derived microglia.

**Conclusions:**

These findings suggest that the PLCγ2-P522R variant exerts protective effects against β-amyloid and neuronal pathologies by increasing microglial responsiveness to β-amyloid plaques in APP/PS1 mice. The changes observed in lipid/fatty acid and mitochondrial metabolism revealed by the omics and metabolic assessments of mouse and human microglial models suggest that the protective effects of the PLCγ2-P522R variant are potentially associated with increased metabolic capacity of microglia.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-025-03387-6.

## Background

Phospholipase C gamma 2 (PLCγ2) is an important enzyme that is involved in the regulation of multiple cellular signaling pathways. PLCγ2 plays crucial roles in various cellular processes, including signal transduction, cell differentiation, cell proliferation, survival, and immune responses. Upon activation, PLCγ2 specifically converts phosphatidylinositol 4,5-bisphosphate (PIP2) into the second messengers inositol trisphosphate (IP3) and diacylglycerol (DAG). In turn, these trigger intracellular calcium release, activate downstream signaling pathways, and lead to various cellular responses. PLCγ2 is particularly important in immune cells, where it is activated by antigens binding to the surface receptors of immune cells [1].

In the brain, PLCγ2 is expressed primarily in microglia, the resident immune cells of the brain [2, 3]. Microglia play a key role in surveillance; tissue homeostasis; and the response to injury, infection, and accumulation of toxic metabolites, including β-amyloid [4]. In the context of Alzheimer’s disease (AD), activated microglia limit disease pathology by clearing and/or compacting β-amyloid and protecting vulnerable neurons from its toxic effects [5]. Conversely, extensive microglial activation promotes chronic neuroinflammation, which causes neuronal damage and thus is a major player in AD pathogenesis alongside β-amyloid aggregation and hyperphosphorylated tau deposition [4].

In microglia, PLCγ2 functions as a key downstream effector for triggering receptor expressed on myeloid cells 2 (TREM2) and Toll-like receptors (TLRs) [6, 7]. TREM2 is a microglia-specific lipid sensor that initiates an intracellular signaling cascade upon ligand binding, leading to changes in gene transcription, cell proliferation, cell metabolism, phagocytosis, and survival. Genetic depletion of either TREM2 or PLCγ2 similarly impairs lipid processing and mitochondrial function in human iPSC-derived microglia (iMGL) [6, 8]. The impairment of cellular metabolism may be the driver of a dysfunctional and senescent phenotype in microglia during aging and during β-amyloid accumulation [9, 10].

Recent genetic studies support a strong link between late-onset AD (LOAD) and *PLCG2,* the gene encoding PLCγ2. A rare gain-of-function variant (rs72824905, C > G, p.P522R) was shown to reduce the risk of AD [2]. The same variant was also suggested to have other beneficial effects on brain health. The risks of dementia with Lewy bodies and frontotemporal dementia were shown to be reduced in individuals carrying the PLCγ2-P522R variant, and the protective variant has been found to be highly expressed among old (100+ years) individuals with well-preserved cognitive functions [11]. Furthermore, the rate of cognitive decline was reduced in patients with mild cognitive impairment carrying the PLCγ2-P522R variant compared to those not carrying the variant, suggesting that the PLCγ2-P522R variant has universally beneficial effects on cognition and brain health upon aging [12]. In addition, other gain- and loss-of-function variants in *PLCG2* have recently been linked to a decreased or an increased risk of AD, respectively, which further supports the key role of PLCγ2 in AD and general brain health [13–15].

PLCγ2-P522R is a functional hypermorph that mildly increases PLCγ2 enzyme activity [3, 6, 7]. We previously showed that the PLCγ2-P522R variant increases microglial activation in adult C57BL/6J mice and enhances the acute inflammatory response and increases the survival of mouse bone marrow-derived macrophages upon treatment with lipopolysaccharide (LPS) [7]. To date, only a few studies have underlined the role of the PLCγ2-P522R variant in AD pathogenesis. A study utilizing AD model 5XFAD mice transplanted with human PLCγ2-P522R iMGLs reported that the PLCγ2-P522R variant has no influence on β-amyloid pathology [16]. In contrast, PLCγ2-P522R was shown to promote microglia-mediated phagocytosis of β-amyloid, leading to more compacted plaque morphology, reduced neuronal damage, and improved working memory in 5XFAD model mice with endogenous microglia carrying the PLCγ2-P522R variant [17]. Importantly, very similar effects have been reported for agonistic anti-TREM2 antibodies, which are designed to enhance microglial functions in AD patients [8, 18]. While these studies emphasize the importance of TREM2-PLCγ2-driven microglia in mitigating AD-related pathologies and highlight PLCγ2 as a plausible disease-modifying therapeutic target in AD, more data gathered from different models are needed to comprehensively understand the role of PLCγ2-P522R in AD. This study aimed to investigate the effects of the protective PLCγ2-P522R variant on microglial responses and AD-related β-amyloid and neuronal pathologies as well as behavioral changes for the first time in a less aggressive APP/PS1 AD mouse model. In addition, mouse primary microglial and human microglial models were utilized to assess the molecular and cellular mechanisms underlying the protective effects of the PLCγ2-P522R variant.

## Materials and methods

### Study design

In this study, the APPswe/PS1dE9 transgenic mouse line (later simply APP/PS1) [19] was crossbred with the PLCγ2-P522R knock-in (KI) mouse line [7] to investigate the effects of the PLCγ2-P522R variant on AD-related β-amyloid and associated neuronal pathologies, microglial activation, and behavioral changes. Female and male mice at the ages of 7 and 13 months were subjected to TSPO-PET imaging with the [18F]FEPPA ligand to monitor microglial activation [7]. The mice were sacrificed at the age of 13 months, and half of the brain was cut into coronal sections and used for immunohistochemical analyses, whereas the other half was dissected into regional blocks and utilized for biochemical assays. The entorhinal cortex and hippocampus were subjected to immunohistochemical analyses, while the temporo-occipital cortex and hippocampus of the same mice were subjected to biochemical analyses. The whole brains of a subset of 13-month-old mice were used for CD11b+ microglia isolation and the isolated CD11b+ cells were used for RNA sequencing studies. Behavioral testing was conducted on 12- to 13-month-old mice. All immunohistochemical, biochemical, and behavioral analyses were conducted in female mice.

CD11b+ microglia acutely isolated from 13-month-old PLCγ2-P522R KI and wild-type (WT) mice and cultured primary microglia isolated from 0–3-day-old pups under different conditions to induce cellular stress were subjected to global transcriptomic and proteomic analyses as well as functional studies. Transcriptomic analyses were conducted in blood monocyte-derived microglia (MDMi) isolated from PLCγ2-P522R variant carriers and matched controls to study how well the findings translated to human cells. Induced pluripotent stem cell-derived microglia (iMGL) homozygous for the PLCγ2-P522R variant with either an *APOE3/3* or *APOE4/4* genetic background and isogenic control lines were used to functionally assess the key findings.

### Mouse lines

The APP/PS1 line in the C57BL/6J background was used as a model for AD [19]. This mouse line coexpresses a single transgene, a chimeric mouse/human APP695 harboring the Swedish K670M/N671L mutation (Mo/Hu APPswe), and a human PS1 with exon 9 deletion (PS1dE9) under the mouse prion protein promoter. This line was crossbred with a PLCγ2-P522R KI mouse line generated using CRISPR/Cas9-assisted gene editing on a C57Bl/6J background, as we reported previously [7]. WT (C57BL/6J) mice were used as controls in in vitro experiments. The mice were kept in an environment with a constant temperature of 22 ± 1 °C and 50–60% humidity. The lights were on from 07:00–19:00, and food and water were available ad libitum. All mouse studies were carried out in accordance with the guidelines of the European Community Council Directives 86/609/EEC and approved by the Animal Experiment Board of Finland/Regional State Administrative Agency and Project Authorization Board (ESAVI 21203–2019, EKS-004–2019).

### Mouse genotyping

Genomic DNA was purified from ear biopsies by incubating the samples with 50 mM NaOH for 1 h at 95 °C and neutralizing them with 1 M Tris, pH 8.0. Genotyping of the PLCγ2-P522R locus was carried out with SNP genotyping. Ten nanograms of DNA were mixed with TaqMan Genotyping master mix (Applied Biosystems) and a TaqMan SNP genotyping assay (Applied Biosystems) targeted to trinucleotide variation, leading to the substitution of proline 522 with arginine [7]. The reaction mixture was amplified for 10 s at 95 °C, 15 s at 95 °C, and 60 s at 60 °C for 40 cycles and measured with a LightCycler® 480 II (Roche).

To confirm the expression of the *APP* and *PSEN1* genes, loci harboring the human *PSEN1* and mouse prion protein promoters were amplified using the following primers: 5'-CCTCTTTGTGACTATGTGGACTGATGTCGG-3', 5'-GTGGATACCCCCTCCCCCAGCCTAGACC-3', and 5'-CAGGTGGTGGAGCAAGATG-3'. Touchdown PCR was performed using the following program: 3 min at 94 °C; 30 s at 94 °C, 1 min at 62–58 °C, and 2 min at 72 °C, for two cycles at each temperature; 30 s at 94 °C, 1 min at 57 °C, and 2 min at 72 °C for 25 cycles; and 5 min at 72 °C. The 1300 bp (*PSEN1*) and 750 bp (internal control) bands were detected with agarose gel electrophoresis.

### Behavioral studies

Starting at the age of 12 months, the mice were subjected to a behavioral test battery. The mice were weighed before testing began.

Spontaneous explorative activity was assessed with an automated activity monitor (TruScan, Coulbourn Instruments, Whitehall, PA, USA) based on infrared photobeam detection. The system consisted of an observation cage with white plastic walls (26 cm × 26 cm × 39 cm) and two frames of photo detectors for monitoring horizontal and vertical activity. The test cage was cleaned with 70% ethanol before each mouse to remove odor traces. The following parameters were measured during a 10-min session: ambulatory distance (gross horizontal locomotion), rearing time, and time in the area center vs. periphery.

A light‒dark box with an electric grid floor in the dark chamber was used to test spontaneous fear towards the illuminated chamber and for foot-shock reinforced passive avoidance. On Day 1, the mouse was first placed in the illuminated chamber with free access to the dark chamber through a narrow opening, and the time spent in the light and dark chambers was recorded for 5 min. Thereafter, the mouse was placed again in the illuminated chamber for 30 s with the entrance to the dark chamber closed. The slide door separating the chambers was then opened. As soon as the mouse entered the dark side (cutoff 3 min), the sliding door was closed, and a mild foot shock was delivered (2 × 2 s at 0.30 mA). The mouse was then returned to its home cage. On Day 3 (48 h later), the mouse was again placed in the illuminated chamber with the sliding door open, and the time to enter the dark chamber was recorded as an index for fear memory. Finally, the mouse was confined to the dark chamber, and the pain threshold to electric foot shock was determined by gradually increasing the current on the grid floor until the mouse reacted.

Motor coordination and balance were tested using an automated rotarod device (Uno Bacile, Italy). Each mouse was first familiarized with the rotating rod twice for 2 min by allowing it to rotate at a constant speed of 4 rpm. On a separate day, the mouse was tested twice, with the speed of the rod increasing stepwise from 4 to 40 rpm. The cutoff time was 6 min. The trial with longer latency to fall was recorded.

The pain threshold was tested using a hotplate with surface temperatures of 47 °C and 51 °C. The time to lick a paw or jump was recorded until a cutoff time of 60 s. Each mouse was tested three times at both temperatures (lower temperature first), with 1 h between the test sessions. The average reaction time at each temperature was recorded.

Spatial learning and memory were assessed using the Morris water maze (MWM) test. The test was conducted in a white circular wading pool (diameter of 120 cm), and a transparent platform (14 cm × 14 cm) was submerged underneath the water. The pool was open to landmarks in the room. The water temperature was 20 ± 0.5 °C. The testing was preceded by two training days with a guiding alley to the platform. During the acquisition phase (Days 1–5), the location of the hidden platform was kept constant, and the start position varied between four different locations at the pool edge. Each mouse was placed in the water with its nose pointing toward the pool wall. If the mouse failed to find the escape platform within 60 s, it was placed on the platform for 10 s by the experimenter. The acquisition phase consisted of five daily trials with a 10 min intertrial interval. On Day 5, the search bias was tested in a 60-s probe trial (the 5th trial) without the platform. The mouse was video tracked, and a video analysis program (EthoVision, Noldus, The Netherlands) was used to calculate the escape latency, swimming speed, path length and time at the pool periphery (10 cm from the wall) and in the platform zone (diameter of 30 cm).

### PET imaging

[18F] FEPPA-PET imaging was conducted on female and male mice at the ages of 7 and 13 months. [18F]FEPPA is a specific positron emission tomography (PET) ligand for the mitochondrial translocator protein 18 kDa (TSPO) that is highly expressed in activated microglia [20]. The mice were anesthetized with isoflurane (1.5% with N2/O2 70%/30% through a nose cone) and placed on a heated animal holder (Équipement Vétérinaire Minerve, Esternay, France) on the scanner bed in a prone position and secured with tape to prevent movement during scanning. For the 7-month timepoint, the mice were imaged using a dedicated PET scanner (Inveon DPET, Siemens Healthcare) and immediately afterward with a CT scanner (Flex SPECT/CT, Gamma Medica, Inc.) for anatomical reference images using the same animal holder. For the 13-month timepoint, imaging was performed with a preclinical PET/MRI scanner (MR Solutions Ltd., Surrey, UK). The change in scanners was due to unexpected technical problems with the dedicated PET scanner. Dynamic imaging for 70 min was started at the time of activity. 18F-FEPPA (8.0 ± 2.0 MBq) was injected as a slow bolus over a period of 30 s through the tail vein. PET data were gathered in list-mode form and corrected for deadtime, randomness, scatter and attenuation. The data were reconstructed using the scanner manufacturers' software with a 2D- (7 mo) or 3D- (13 mo) ordered-subsets expectation maximization (OSEM) algorithm. Regions of interest (ROIs) were drawn for the whole brain (excluding the cerebellum and olfactory bulb), frontal cortex, pons, hippocampus and cerebellum. The ROIs were drawn using Carimas 2.10 software (Turku PET Centre, Finland). The final uptake values (percent of injected dose per ml of tissue) were the average values from 20 to 70 min from the ligand injection.

### Tissue collection and sample preparation

At the age of 13 months, terminal anesthesia was administered as intraperitoneal injection of 60 mg/ml pentobarbital, after which mice were transcardially perfused with ice-cold phosphate-buffered saline (DPBS, #17-512F, BioNordica) for 5 min to rinse blood from the brain. The brain was quickly removed and placed on ice. One brain hemisphere was immersed in 4% paraformaldehyde (PFA) in phosphate buffer (0.05 M, pH 7.6) for 24 h at 4 °C, followed by incubation in 30% sucrose in DPBS overnight. The fixed tissue was stored in antifreeze (0.5 M sucrose, 37.5% (v/v) ethylene glycol, 0.03 M phosphate buffer (pH 7.6), 0.004 M sodium azide) at − 20 °C until it was cut into 35 µm-thick coronal sections using a freezing sliding microtome.

The temporo-occipital cortex and hippocampus were dissected from the other hemisphere and snap-frozen in liquid nitrogen. The tissue pieces were mechanically homogenized in 300 µl of ice-cold DPBS. Fifty microliters of the lysate was mixed with 500 µl of TRIzol reagent (#T9424, Sigma‒Aldrich) and used for RNA extraction (below). The remaining lysate was supplemented with 1:100 HALT™ EDTA-free protease (#87785, Thermo Scientific) and HALT^™^ phosphatase (#78420, Thermo Scientific) inhibitor cocktails. Proteins were extracted by incubating the lysate on ice for 30 min with Tissue Protein Extraction Reagent (T-PER, #78510, Thermo Scientific), and the supernatant was collected after centrifugation for 10 min at 10 000 × g at 4 °C. The fraction of the PBS lysate was ultracentrifuged at 100 000 × g for 2 h at 4 °C, and the supernatant containing the soluble fraction was collected in clean tubes. The pellets containing the insoluble fraction were solubilized in 5 M guanidine-HCl by vortexing for 3 h at room temperature. The samples were subsequently centrifuged at 10 000 × g for 10 s. The protein concentrations were measured using a BCA protein assay kit (#23225, Pierce).

### Western blotting

Total protein lysates (15–20 μg) were supplemented with NuPAGE LDS sample buffer (#NP0007, Invitrogen) containing β-mercaptoethanol and separated via SDS‒PAGE via NuPAGE 4–12% Bis–Tris Midi protein gels (#WG1402BOX, Invitrogen). Proteins were subsequently transferred to polyvinylidene difluoride (PVDF) membranes (#IB24001, Invitrogen) using the iBlot 2 Dry Blotting System (Invitrogen). Unspecific antibody binding was blocked by incubating the blots in 5% nonfat milk or 5% bovine serum albumin (BSA, #A9647, Sigma‒Aldrich) in 1 × Tris-buffered saline with 0.1% Tween 20 (TBST) for 1 h at room temperature. Proteins were detected from the blots using the following primary antibodies diluted in 1 × TBST and incubated overnight at 4 °C: mouse anti-β-amyloid 1:1000 (6E10, #SIG-39320, BioLegend), rabbit anti-sAPPβ 1:100 (#18957, IBL America), mouse anti-APP N-terminal 1:1000 (22C11, #MAB348, Merck), rabbit anti-APP C-terminal 1:1000 (#A8717, Merck), and mouse anti-GAPDH 1:10 000 (#ab8226, Abcam). The blots were subsequently incubated with sheep anti-mouse 1:5000 (#NA931V, Cytiva) or donkey anti-rabbit 1:5000 (#NA934V, Cytiva) horseradish peroxidase (HRP)-conjugated secondary antibodies in 1 × TBST for 1 h at room temperature. Enhanced chemiluminescence Prime (#RPN2232, Cytiva) and Select (#RPN2235, Cytiva) Western blotting detection reagents were used to detect the protein bands. SeeBlue Plus2 Prestained Standard (#LC5925, Invitrogen) was used to estimate the size of the detected bands. The blots were imaged with a ChemiDoc MP system (Bio-Rad), and the images were quantified using the ImageLab (Bio-Rad) software. Results are shown as percentage of A+/P^wt/wt^ group.

### Aβ40, Aβ42, sTREM2, and APOE ELISA

Aβ40 and Aβ42 levels in the soluble and insoluble lysates were determined with Amyloid β (40) Human/Rat (#294–64701, FUJIFILM, Wako) and High-Sensitivity Amyloid β (42) Human/Rat (#292–64501, FUJIFILM, Wako) ELISA Kits following the manufacturers’ instructions. Aβ levels were normalized to the total protein concentration within each sample.

Soluble and insoluble APOE were measured in lysates using an Apolipoprotein E (APOE) Mouse ELISA Kit (#ELK2007, Gentaur) according to the manufacturer’s instructions. APOE levels were normalized to the total protein concentration within the same sample.

For sTREM2 measurement from the respective lysates, a 96-well Costar Assay Plate (9018, Corning) was coated with 500 ng/ml human/mouse anti-TREM2 antibody (#MAB17291-100, R&D Systems) in 0.5 M carbonate-bicarbonate buffer (pH 9.6, #C3041, Sigma‒Aldrich) and incubated at 4 °C overnight. The wells were subsequently washed 3 times with 0.05% Tween 20 (#93773-250G, Sigma‒Aldrich) in DPBS and blocked with 1% Block Ace (#BUF029, Bio-Rad) in DPBS for 4 h at room temperature. The wells were washed once before adding Recombinant Mouse TREM2 Protein in concentrations 12.21–781.25 pg/ml (#50,149-M08H, Sino Biological, Inc.), and the samples were diluted in assay buffer (1% BSA (#A9647, Sigma‒Aldrich) and 0.05% Tween 20 in DPBS). The standards and samples were incubated at 4 °C overnight. The wells were washed five times following incubation with 66.67 pg/ml mouse TREM2 biotinylated antibody (#BAF1729, R&D Systems) for 1 h at room temperature, after which the wells were washed 3 times. Streptavidin poly-HRP40 (#20102011, Fitzgerald) diluted 1:3000 in assay buffer was added, and the mixture was incubated for 1 h at room temperature in the dark, after which the wells were washed 5 times. 3,3′,5,5′-Tetramethylbenzidine Liquid Substrate (TMB, Super Slow, #T5569, Sigma‒Aldrich) was added, and the mixture was incubated for 15 min at room temperature. The reaction was stopped with 1 M H_3_PO_4,_ and the absorbances were measured with a plate reader (Tecan Infinite, 450 nm).

### Mesoscale inflammatory marker assay

The levels of inflammatory cytokines and transforming growth factor beta (TGF-β) 1–3 in the cortical and hippocampal lysates were determined with an MSD mouse V-plex Proinflammatory Panel 1 (#K15048, Mesoscale) and a U-plex TGFβ Combo Panel (#K15242K, Mesoscale), respectively, according to the manufacturer’s instructions. The results were normalized to the total protein concentration in each sample.

### Immunohistochemical staining of mouse brain sections

Three to four brain sections between the bregma − 3.1 mm and − 3.5 mm coronal planes according to Paxinos and Franklin’s Mouse Brain in Stereotaxic Coordinates (2001) were selected from each mouse for every staining. Before staining, the sections were incubated in sodium phosphate buffer overnight at room temperature. The next day, the sections were pretreated with 0.05 M citrate solution (pH 6.0) for 30 min at 80 °C and cooled in sodium phosphate buffer for 20 min. To visualize β-amyloid plaques, the sections were incubated with 0.1 mM X-34 (#SML1954, Sigma‒Aldrich) for 1 h at room temperature in a solution containing 60% DPBS and 40% EtOH. The sections were then rinsed three times with 60% DPBS + 40% EtOH followed by washing with TBST three times for 5 min. Nonspecific antibody binding was blocked with 3% BSA in TBST, after which the sections were incubated with the following primary antibodies at 4 °C overnight: a rabbit anti-β-amyloid antibody (1:1000, 6E10, #SIG-39320, BioLegend) to detect diffuse β-amyloid, a mouse anti-APP N-terminal antibody (1:2000, 22C11, #MAB348, Merck) to visualize dystrophic neurites, a rabbit anti-IBA1 antibody (1:1000 #019–19741, FUJIFILM Wako) to detect microglia, a rabbit anti-GFAP antibody (1:500, #Z0334, Dako) to detect astrocytes, and a goat anti-APOE antibody (1:1000, #178479, Merck). After being washed three times for 5 min each with TBST at room temperature, the sections were incubated with Alexa Fluor^™^ 568 donkey anti-mouse (#A-10037, Thermo Scientific), Alexa Fluor^™^ 488 goat anti-rabbit (#A-11008, Invitrogen), Alexa Fluor™ 488 donkey anti-rabbit (#A-21206, Thermo Scientific), Alexa Fluor™ 568 goat anti-rabbit (#A-11036, Invitrogen), and Alexa Fluor™ 568 donkey anti-goat (#A-11057, Thermo Scientific) secondary antibodies for 1 h at room temperature. The sections were again washed three times for 5 min and then mounted with Vectashiled HardSet Antifade Mounting Medium (#H-1400, Vector Laboratories) on gelatin-coated slides. Control sections without primary antibody treatment were processed simultaneously.

### Fluorescence microscopy and image analysis

For X-34-positive β-amyloid plaque coverage analysis, the slices were imaged with a Leica Thunder Imager 3D Tissue slide scanner equipped with a K5-14400955 camera and an HC PL FLUOTAR 20x (NA 0.5) DRY objective (Leica Microsystems). Z-stack images were taken with 19 layers with a total distance of 27 μm. The whole entorhinal cortex and hippocampus were scanned, stitched, and subjected to automated Thunder image processing computational clearance. All the stained samples, which included more than one fluorophore, were imaged with a Zeiss Axio Observer inverted microscope with a Zeiss LSM 800 confocal module (Carl Zeiss Microimaging GmbH) with a 20 × (NA 0.5) objective. A Plan-Apochromat 63 × (NA 1.4) objective was used for imaging 6E10 and IBA1 for Imaris-based colocalization analysis. Three 1024 × 1024-pixel fields from both brain areas were taken via the Z-stack imaging method 15–19 layers with a total distance of 22.5–27 μm. All laser, light, and detector settings were kept constant for all immunostained samples. Images were taken by investigators who were blinded to the mouse groups.

Quantitative image analysis was carried out with Fiji (ImageJ, version 1.53c) software. Maximum intensity projections were generated for each channel, and the rolling ball algorithm (radius 50) and Gaussian blurring (sigma 2) were applied to subtract the background and remove noise, respectively. The following automatic thresholding methods were used to create a mask for each stain: Otsu for X-34, Moments for 22C11 and IBA1, and Li for GFAP and APOE. For Leica Thunder Imager 3D tissue slide scanner images, the entorhinal cortex and hippocampal ROIs were manually drawn for each image. The X-34-positive β-amyloid plaque area and the number of plaques in the entorhinal cortex and hippocampus were subsequently normalized to the area of the respective ROI. For the analysis of IBA1, GFAP, 22C11, and APOE within and surrounding the β-amyloid plaque area, the outlines of the β-amyloid plaques were first determined from X-34 staining, and then the IBA1+, GFAP+, 22C11+, and APOE+ areas were analyzed within 0–40 µm, 0–40 µm, 0–14 µm, and 0–10 µm from the plaque outline, respectively (Figure S1A-D). The smallest area covering most of the IBA1, GFAP, 22C11 and APOE signals surrounding β-amyloid plaques was used to choose the width of the analyzed area. The image preprocessing and thresholding methods were kept constant between the samples within each staining. No signal was detected in the negative control samples. The ZEN 2012 software Blue edition (Carl Zeiss Microimaging GmbH) was used for visualization purposes.

Imaris (10.1.1) software was used for quantitative image analysis of the colocalization of 6E10 and IBA1. A surface for 6E10 and IBA1 was created using the surface tool. A Gaussian filter was applied via a smoothing function, and the surface detail value was set to 0.198 µm. The absolute intensity thresholding method was used for surface creation, with a set threshold of 3.8 for 6E10 and 12 for IBA1. Surfaces below 600 voxels in the IBA1 channel and 70.7 voxels in the 6E10 channel were filtered out from the analysis to exclude small particles. A mask was created from the 6E10 channel using the created IBA1 surface. The voxel intensity outside the IBA1 surface was set to 0 for this mask. A new surface was created from the mask using the same settings as those used to create the previous 6E10 surfaces. The new surface represents the overlapping signal of 6E10 IBA1. All image analysis parameters were kept the same for all the samples. The data are presented as the 6E10 volume inside the IBA1 surface as a percentage of the total 6E10 volume. All image analyses were performed by an investigator blinded to the genetic background of the mice.

### Acute CD11b+ microglia isolation

At 13 months of age, the mice were anesthetized with 60 mg/ml pentobarbital and briefly perfused with ice-cold DPBS to eliminate blood cells. The mice were then decapitated, and the brains were placed in ice-cold Hank's balanced salt solution without Ca^2+^ or Mg^2+^ (HBSS, #14,175,129, Gibco). The brains were mechanically dissociated into small pieces and further dissociated into single-cell suspensions via enzymatic digestion. Cell isolation was performed according to the instructions of the Adult Brain Dissociation Kit (#130-107-677, Miltenyi), and CD11b+ microglia were separated via CD11b MicroBeads, human and mouse (#130-093-634, Miltenyi) kits instructions. Magnetic separation was performed via a QuadroMACS Separator (#130-090-976, Miltenyi) with LS Columns (#130-042-401, Miltenyi). The cell pellet was washed twice with DPBS and immediately used for RNA extraction (below) or stored as a dry pellet at − 80 °C for proteomic analysis (below).

### Study subjects, MDMi preparation and analysis

Cognitively healthy PLCγ2-P522R monoallelic (GC, *APOE3/3,* age 68 ± 6.7, n = 7) carriers and matched controls (CC, *APOE3/3,* age 70 ± 5.5, n = 7) were recruited from 2022 to 2024 through the Auria Biobank on the basis of preexisting genome data returned to the biobank from FinnGen [21]. Blood samples for monocyte and DNA isolation were collected from the study subjects following written informed consent from each participant.

To extract peripheral blood mononuclear cells (PBMCs), 60–100 ml of peripheral venous blood was collected from the participants and processed within 24 h of sample collection. PBMCs were extracted by gradient centrifugation using Ficoll-Paque PLUS (#17–1440-02, Cytiva) in SepMate-50 tubes (#85450, Stemcell Technologies). Positive selection of monocytes from PBMCs was performed with human CD14 MicroBeads (#130-050-201, Miltenyi Biotec) and magnet-activated cell sorting.

Monocytes were plated at a density of 1 million cells per well in 12-well plates. Monocyte differentiation into MDMis was performed according to a previously published protocol [22] with modifications described in Martiskainen et al. [23]. After MDMi differentiation for 12 days in vitro, the conditioned medium was replaced with fresh MDMi culture medium or with culture medium containing myelin (25 µg/ml) or LPS (200 ng/ml, O26:B6, L5543, Sigma Aldrich), and the cells were cultured for 24 h prior to sample collection. For RNA extraction, the cells were washed three times with ice-cold PBS and stored in TRIzol reagent (#T9424 Sigma‒Aldrich). The RNA extraction protocol is described below.

### RNA extraction

The mouse temporo-occipital cortex was homogenized in TRIzol reagent (#T9424, Sigma‒Aldrich), after which chloroform was added (one-fifth of the volume of TRIzol reagent), and the tubes were shaken vigorously. The mixtures were incubated at room temperature for 5 min, and phase separation was performed by centrifugation at 12 000 × g for 20 min at 4 °C. The RNA was precipitated from the aqueous phase with 2-propanol by mixing and incubating at room temperature for 30 min. The samples were subsequently centrifuged at 12 000 × g for 25 min at 4 °C, after which the pellets were washed twice with 75% ethanol. The RNA pellets were air-dried and dissolved in RNAse-free H_2_O.

Isolated mouse CD11b+ microglia were resuspended in DPBS and immediately mixed with lysis buffer included in a High Pure RNA Isolation Kit (#11828665001, Roche). RNA was extracted following the kit instructions and sent for sequencing to Novogene Europe (below).

MDMi cells were washed once with 1 × DPBS, and the cells were collected with TRIzol reagent, where one-fifth of the TRIzol reagent volume of chloroform was added. The samples were mixed and incubated at room temperature for 2 min, followed by centrifugation at 12 000 × g for 15 min at 4 °C. The aqueous phase was collected, and 2-propanol was added at room temperature. The samples were vortexed and incubated at room temperature for 10 min. The RNA was washed twice with 75% ethanol and centrifuged at 13 000 × g for 5 min at 4 °C. The supernatant was removed, and the remaining ethanol was allowed to evaporate at room temperature for approximately 10 min. The RNA pellet was resuspended in RNase-free H_2_O and sent for sequencing to Novogene Europe (below).

### RNA sequencing and data analysis

Library preparation and RNA sequencing were conducted by Novogene (Cambridge, UK) and executed with an Illumina high-throughput sequencing platform. In brief, mRNA enrichment was performed with oligo(dT) bead pulldown, from which the pulldown material was subjected to fragmentation, followed by reverse transcription, second strand synthesis, A-tailing, and sequencing adaptor ligation. The final amplified and size-selected library comprised 250–300 bp of inserted cDNA and 150 bp paired-end sequences. Sequencing yielded reads for 20.2–31.34, 29.4–49.9, and 19.3–31.8 million library fragments per CD11b+ mouse microglia, mouse cortex, and human MDMi cells, respectively.

The 150-nucleotide pair-end RNA-seq reads were quality controlled using FastQC (version 0.11.7) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reads were then trimmed with Trimmomatic (version 0.39) [24] to remove Illumina sequencing adapters and poor-quality read ends via the following essential settings: ILLUMINACLIP:2:30:10:2:true, SLIDINGWINDOW:4:10, LEADING:3, TRAILING:3, and MINLEN:50. The trimmed reads were aligned to the Gencode mouse transcriptome version M25 (for genome version GRCm38) or the human transcriptome version 38 (for genome version GRCh38) using STAR (version 2.7.9a) [25] with essential nondefault settings: –seedSearchStartLmax 12, –alignSJoverhangMin 15, –outFilterMultimapNmax 100, –outFilterMismatchNmax 33, –outFilterMatchNminOverLread 0, –outFilterScoreMinOverLread 0.3, and –outFilterType BySJout. The unstranded, uniquely mapped, genewise counts for primary alignments produced by STAR were collected in R (version 4.2.2 or 4.3.2) using Rsubread::featureCounts (version 2.12.0, 2.12.3 or 2.16.1)[26], ranging from 16.2 to 19.7, 25.1 to 43.1, or 14.5 to 25.1 million per CD11b+ mouse microglia, mouse cortex, and human MDMi cells, respectively. Differentially expressed genes (DEGs) between experimental groups were identified in R (version 4.3.2) using DESeq2 (version 1.38.3) [27] by employing the Wald statistic and lfcShrink for FC shrinkage (type = “apeglm”) [28]. For the human MDMi samples, comparisons between PLCγ2-P522R variant carriers (GC) and matched controls (CC) were performed while adjusting for the sample delivery batch. Pathway enrichment analysis was performed on the gene lists ranked by the pairwise DEG test log2FCs in R (version 4.2.3) using clusterProfiler::GSEA (version 4.6.2) [29] with Molecular Signatures Database gene sets (MSigDB, version 2022.1 for mouse CD11b+ microglia, and version 2023.1 for the mouse cortex and human MDMi) [30].

### Proteomic analysis

Sample preparation for proteomic analyses of acutely isolated CD11b+ microglia from PLCγ2-P522R mice was carried out as described previously by Martiskainen et al. [23]. A total of 350 ng of peptide was separated on an in-house packed C18 analytical column (15 cm × 75 µm ID, ReproSil-Pur 120 C18-AQ, 1.9 µm, Dr. Maisch GmbH) using a 120 min long binary gradient of water and acetonitrile (B) containing 0.1% formic acid at a flow rate of 300 nL/min and a column temperature of 50 °C for CD11b+ microglia. A Data Independent Acquisition Parallel Accumulation–Serial Fragmentation (DIA-PASEF) method with a cycle time of 1.9 s was used for spectrum acquisition. Briefly, ion accumulation and separation via trapped ion mobility spectrometry (TIMS) was set to a ramp time of 100 ms. One scan cycle included one TIMS full MS scan followed by 17 DIA PASEF scans with two 26 m/z windows covering the m/z range from 350–1200 m/z.

The raw data were analyzed using the software DIA-NN version 1.8 [31] for protein label-free quantification (LFQ). One protein per gene canonical fasta database of *Mus musculus* (download date: January 12th 2023, 21957 entries) from UniProt and a fasta database with 125 potential human contaminations from MaxQuant [32]. Trypsin was defined as a protease. DIA-NN was used to generate a spectral library on the basis of the individual datasets and to perform label-free quantification. Two missed cleavages were allowed, and peptide charge states were set to 2–4. Carbamidomethylation of cysteine was defined as a static modification. Acetylation of the protein N-term as well as oxidation of methionine were set as variable modifications. The false discovery rate for both peptides and proteins was adjusted to less than 1%. Data normalization was disabled.

The identification of differentially expressed proteins between genotypes, nonnormalized intensities as the starting point, and subsequent pathway enrichment were performed for the corresponding RNA-seq data, with the exception of MSigDB version 2023.1 [30]. To facilitate direct comparisons between proteomic and RNA-seq data, the respective gene symbols were used instead of the UniProt protein IDs.

### Mouse primary microglia cultures

Homozygous PLCγ2-P522R KI and WT mouse pups (P0-P3) were decapitated, and the brains were removed and placed in 6-cm petri dishes in ice-cold HBSS (#24020091, Thermo Fisher). Meninges were removed under a microscope, and the brains were washed three times with ice-cold HBSS. For tissue lysis, 0.25% trypsin (#15090046, Gibco) was added, and the brains were incubated for 10 min at 37 °C in a cell culture incubator. The reaction was stopped by adding culture medium containing DMEM with 4.5 g/L glucose without L-glutamine (#ECB7501L, BioNordica), 10% (v/v) heat-inactivated fetal bovine serum (FBS, #10500–064, Gibco), 2 mM L-glutamine (#BE17-605E, Lonza Bioscience), and 1% (v/v) penicillin‒streptomycin (#DE17-602E, Lonza Bioscience). Next, 400 µl of 5 mg/ml deoxyribonuclease I (#D4527-40KU, Sigma) was added, and the cells were separated by pipetting carefully. The cells were then centrifuged for 10 min at 800 × g at room temperature and resuspended in culture medium. The cells were cultured in T-75 cell culture flasks coated with 0.02% poly-L-lysine hydrobromide (PLL, #P6407, Sigma) until the microglia were shaken one week later and then every 3‒4 days.

### Myelin preparation

Myelin was isolated from the brains of adult male C57BL/6J mice by a decreasing sucrose gradient according to a protocol described previously [33, 34]. Briefly, the brain tissue was homogenized in a solution containing 10 mM HEPES, 5 mM EDTA, 0.32 M sucrose and protease inhibitor. The homogenate was layered on top of 0.85 M sucrose solution prepared in HEPES-EDTA buffer and centrifuged at 75 000 × g for 30 min with low acceleration and deceleration using a Beckman Ultracentrifuge with a Ti 50.2 rotor. The white myelin layer was collected from the interface, suspended in sterile water, and centrifuged at 75 000 × g for 15 min. The pellet was purified twice by hypo-osmotic shock using ice-cold water and centrifuged at 12 000 × g for 10 min. After that, the sucrose gradient and hypo-osmotic shocks were repeated to purify the myelin fraction. Finally, the myelin pellet was resuspended in HEPES-EDTA buffer and stored at − 80 °C. The concentration of myelin was determined using a BCA protein assay kit (#23225, Pierce).

The extracted myelin was labeled with a pHrodo^™^ iFL Red Microscale Protein Labeling Kit (Thermo Fisher Scientific, P36014) by adding 25 µl of dye per 1 mg of myelin and incubating for 60 min at room temperature. The myelin was then pelleted by centrifuging for 10 min at 15 000 × g and washed twice with 1 × DPBS to remove the excess dye. pHrodo-labeled myelin was resuspended in 1 × DPBS at a concentration of 1 mg/ml and stored as aliquots at − 80 °C.

### Lipid droplet analysis

To analyze lipid accumulation in mouse primary microglia, 50 000 cells were plated onto a 48-well plate on top of glass cover slips precoated with 0.02% PLL in microglial culture medium (above) with reduced (5%) FBS. The next day, the cells were treated with 5 µg/ml LPS (#L5543; Sigma‒Aldrich) for 24 h or with 30 µg/ml myelin for 48 h. Control wells were left untreated. The cells were then washed three times with warm DPBS and stained with 2 µM BODIPY 493/503 (#D3922, Invitrogen) for 15 min in a cell culture incubator. The cells were rinsed several times with DPBS, fixed with 4% PFA for 20 min at room temperature and mounted on microscope glasses with a Vectashield Hard Set containing phalloidin (#H-1699, Vector Laboratories).

Images of primary microglia stained with BODIPY 493/503 to visualize neutral lipid droplets (LDs) and phalloidin to visualize the actin cytoskeleton (cell border) were acquired with a Zeiss Axio Observer inverted microscope with a Zeiss LSM 700 confocal module using a 20 × (NA 0.5) objective. Five to ten 1024 × 1024-pixel fields per cover slip were obtained. All the laser and detector settings were kept constant for all the samples. Imaging was performed by an investigator blinded to the genetic background and treatment of the cells.

LDs were analyzed via ImageJ (version 1.53c). LDs were segmented via the Intermodes automatic threshold method. Outliers with a radius of 3 and threshold of 50 were removed from the mask, after which particles larger than 100 pixels were included in the particle analysis. The number of LD-positive cells was manually counted. Analysis was performed by an investigator blinded to the genetic background and treatment of the cells. The image preprocessing and thresholding methods were kept constant throughout the analysis. The ZEN 2012 software Blue edition (Carl Zeiss Microimaging GmbH) was used for visualization purposes. The percentage of LD-positive cells among all the cells and the average LD size (µm^2^) per imaged field are shown. The numbers of analyzed images per group were as followed: WT untreated = 11, LPS = 22, myelin = 42 and KI PLCγ2-P522R untreated = 6, LPS = 12, myelin = 35.

### iMGL preparation

The original iPSC line used in this study, carrying *APOE4/4* and control *PLCG2* genotype CC/*APOE4/4* (UKBi011-A, https://hpscreg.eu/cell-line/UKBi011-A), was described previously [35]. The iPSC line CC/*APOE3/3* (UKBi011-A3, https://hpscreg.eu/cell-line/UKBi011-A-3) was generated from the original line using CRISPR/Cas9 as previously described [36]. For the generation of homozygous PLCγ2-P522R lines on the *APOE3/3* (GG/*APOE3/3*) and *APOE4/4* (GG/*APOE4/4*) backgrounds, the gRNA CCCCAAAATGTAGTTCTGTA was used. The sequence of the ssODN used as an HDR donor was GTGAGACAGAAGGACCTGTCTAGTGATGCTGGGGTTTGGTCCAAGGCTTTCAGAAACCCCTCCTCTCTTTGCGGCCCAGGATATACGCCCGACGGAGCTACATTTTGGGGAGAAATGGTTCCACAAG.

Human iPSC lines were cultured in Essential 8 (E8) medium (#A1517001, Gibco) on 3.5 cm dishes coated with Matrigel (#356231, Corning) (#83.3900.500, Sarstedt) at 37 °C in 5% CO_2_ and split with 0.5 mM EDTA every 4–5 days. For iMGL differentiation from iPSCs, a protocol described previously was used [37–39]. Briefly, iPSC colonies were detached using ReLeSR reagent (#5872, STEMCELL Technologies) and plated at a density of 3‒6 colonies per cm^2^ on Matrigel-coated 6-well plates (#356231, Corning) in E8 medium supplemented with 5 µM ROCK inhibitor (#Y-27632, Merck). On the following day, differentiation into hematopoietic stem cells was initiated via a commercial STEMdiff Hematopoietic kit (#05310, STEMCELL Technologies). After 11‒13 days of differentiation, the floating hematopoietic progenitors were collected and plated at a density of 7000‒8000 cells per cm^2^ on new Matrigel-coated 6-well plates in microglial differentiation medium consisting of DMEM/F12 (#21331020, Gibco), 2 × insulin-transferrin-selenite (#41400045, Invitrogen), 2 × B27 (#17504044, Invitrogen), 0.5 × N2, 1 × GlutaMAX (#35050‒038, Invitrogen), 1 × nonessential amino acids (#11140050, Invitrogen), 400 μM monothioglycerol (#M1753, Sigma), 5 μg/mL human insulin (#19278, Sigma), 100 ng/mL human IL-34 (#200‒34, PeproTech), 50 ng/mL human TGF-β1 (#100‒21, PeproTech), and 25 ng/mL human M-CSF (#300‒25, PeproTech). The cells were grown for 27 days, and fresh medium was added every other day. During the last 4 days of culture, microglial maturation was promoted by adding 100 ng/mL human CD200 (#77002, Biolegend) and 100 ng/mL human CX3CL1 (#300–31, PeproTech) to the cells.

### Seahorse assay for mitochondrial and glycolytic energy metabolism

To perform the cell Mito Stress test in the iMGLs, 40 000 cells per well were seeded in 200 μl of maturation medium one week before the experiment. Every other day, half of the medium was replaced with fresh medium. On the day of the experiment, Seahorse XF assay medium was prepared by adding 2 mM Glutamax (#35050–038, Invitrogen) to Seahorse DMEM. First, the cells were rinsed with 180 μl of Seahorse XF medium following the addition of Seahorse XF medium to the cells to a final volume of 180 μl. The cells were incubated in a non-CO_2_ incubator for 1 h at 37 °C before being run on an XFe96 Analyzer. At the beginning of the assay, the XFe96 Analyzer added 10 mM glucose and 1 mM sodium pyruvate (#11360,039, Gibco) to the cells. Next, modulators of the electron transport chain were injected at a 1 μM concentration into the cells in the following order: oligomycin (#11342, Cayman Chemical), carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP) (#15218, Cayman Chemical) and a mixture of rotenone (#13995, Cayman Chemical) and antimycin A (#A8674, Sigma‒Aldrich). During the assay, the oxygen consumption rate (OCR) was directly measured by the XFe96 Analyzer. The results were normalized to the cell confluence determined by an IncuCyte S3 (Sartorius) before the beginning of the assay. The results are shown from three independent Seahorse XF96 cell culture plates, each with 3‒4 technical replicates per line.

### Statistical analyses

GraphPad Prism 10.1.2 software was used for all the statistical analyses and for the visualization of the data. The Shapiro‒Wilk test was used to test whether the data had a normal distribution. Accordingly, the statistical significance was tested via an unpaired samples t test or the Mann‒Whitney test. In the case of multiple dependent variables, two-way ANOVA together with Šídák's or Tukey’s multiple comparisons test was used. Correlation analyses were performed via Pearson correlation coefficients. P values less than 0.05 were considered statistically significant. All the data are presented as the means ± SEMs.

## Results

### Microglial activation is increased in 13-month-old APP/PS1 mice carrying the PLCγ2-P522R variant

*PLCG2* is highly expressed in microglia [3]. We have previously shown that the protective PLCγ2-P522R (rs72824905, p.P522R, Fig. 1A) variant increases microglia activation in WT mice with no β-amyloid pathology [7]. We now analyzed whether the PLCγ2-P522R variant promotes microglial activation in APP/PS1 (hereafter referred to as A+/P^wt/wt^) mice using PET imaging with the TSPO ligand [18F]FEPPA, which is highly expressed in activated microglia [20]. To increase statistical power, data from female and male mice were pooled for analysis. Given the baseline difference between the sexes, the data were normalized to the average A+/P^wt/wt^ value within each sex. There was no difference in [18F]FEPPA ligand uptake between the genotypes in 7-month-old mice (Fig. 1B). However, in 13-month-old animals, increased [18F]FEPPA ligand uptake was observed in the whole brain (p = 0.032) of APP/PS1 x PLCγ2-P522R KI (hereafter referred to as A+/P^ki/ki^) mice compared with A+/P^wt/wt^ mice. When the brain regions were examined separately, [18F]FEPPA ligand uptake was significantly increased in the pons (p = 0.013) and hippocampus (p = 0.012) (Fig. 1C). These findings suggest that microglial activation in the brain tissue of APP/PS1 mice carrying the PLCγ2-P522R variant moderately increases at 13 months of age.

**Fig. 1:**
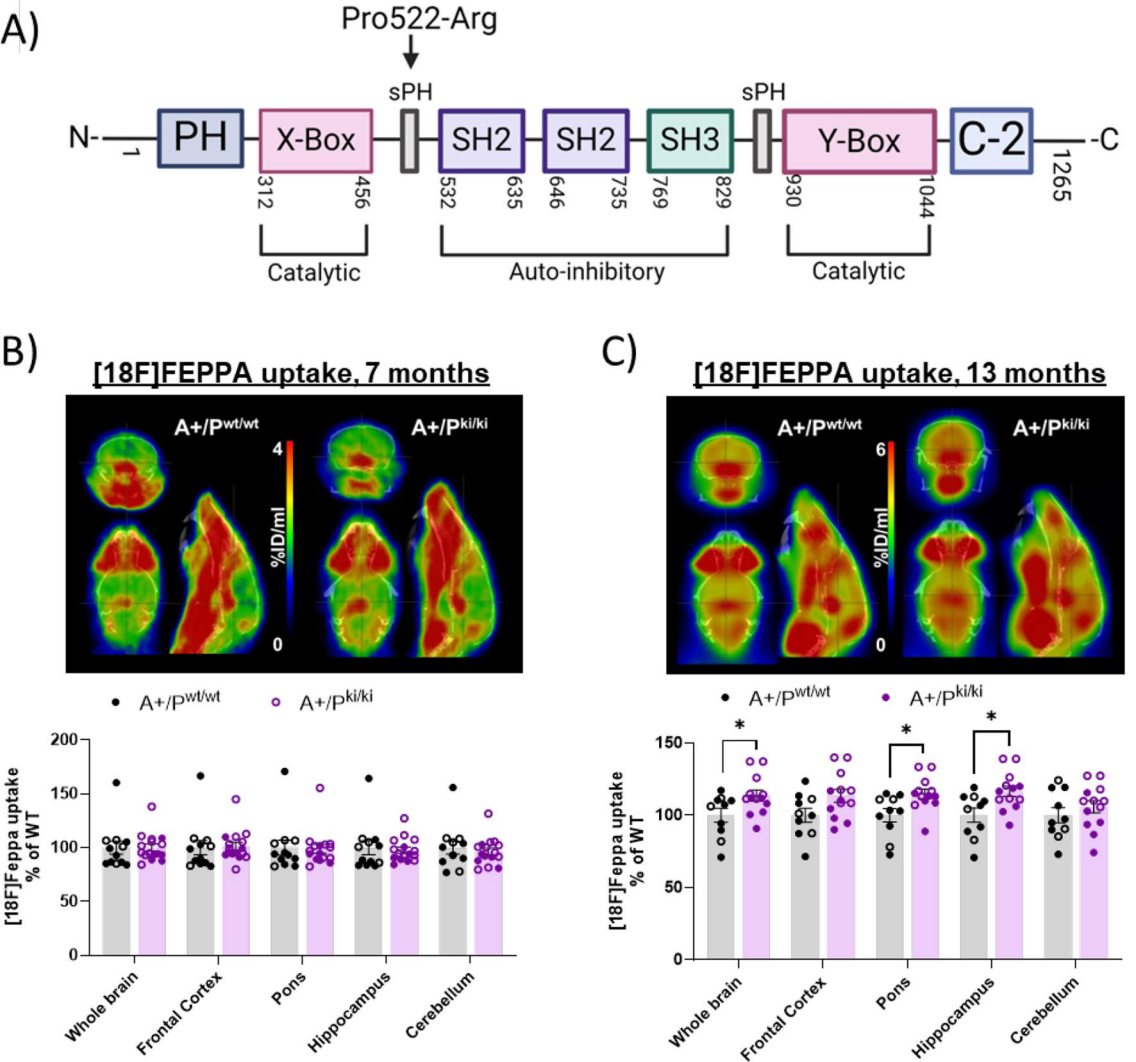
PLCγ2-P522R variant increases microglia activation in the brain of 13-month-old female and male APP/PS1 mice. **A** Illustration of the PLCγ2 protein domain and the location of the PLCγ2-P522R variant in the protein domain. Created in https://BioRender.com. **B**-**C** Example positron emission (PET) images of the uptake (percent of the injected dose per ml of tissue) of [18F]FEPPA for both APP/PS1 (A+/P^wt/wt^) and APP/PS1xPLCγ2-P522R (A+/P^ki/ki^) mice at (B) 7 months and (**C**) 13 months of age with an anatomical CT reference image in the background. [18F]FEPPA uptake remains unaltered between the genotypes at the 7-month timepoint. A+/P^wt/wt^ n = 12 and A+/P^ki/ki^ n = 17. Compared with that in A+/P^wt/wt^ mice, [18F]FEPPA uptake in the whole brain (*p = 0.032), pons (*p = 0.013), and hippocampus (*p = 0.012) was significantly greater in 13-month-old A+/P^ki/ki^ mice. A+/P^wt/wt^ n = 10 and A+/P^ki/ki^ n = 13. The colored circles indicate data obtained from female mice, and the hollow circles indicate data obtained from male mice. The data were normalized to those of A+/P^wt/wt^ mice of each sex

### β-amyloid plaque pathology is mitigated in female APP/PS1 mice carrying the PLCγ2-P522R variant

Given that microglial activation was observed in the brain tissue of 13-month-old mice but not in those of younger animals, the following characterizations of brain pathology were carried out in female mice at this time point. In general, the APP/PS1 female mice used in this study presented more pronounced β-amyloid-related pathology and greater learning and memory impairments than their male counterparts did [40]. Therefore, we concentrated our subsequent assessments on female A+/P^ki/ki^ and A+/P^wt/wt^ mice. The PLCγ2-P522R variant was previously shown to reduce β-amyloid pathology in 5XFAD mice [2, 17]. To study whether the PLCγ2-P522R variant affects brain β-amyloid pathology in APP/PS1 mice, we stained β-amyloid plaques using the fluorescent amyloid stain X-34 [41]. Image analysis revealed that β-amyloid plaque number (normalized to the size of the analyzed area, p = 0.005) and β-amyloid plaque coverage (total plaque area % of the size of the analyzed area, p = 0.006) were both significantly lower in the entorhinal cortex of the A+/P^ki/ki^ mice than in that of the A+/P^wt/wt^ mice (Fig. 2A). However, a similar reduction was not detected in the hippocampus of the same mice (Supplementary Figures, Figure S2A). The average size of individual X-34+ β-amyloid plaques did not differ between the genotypes in either the entorhinal cortex (Fig. 2A) or the hippocampus (Supplementary Figures, Figure S2A).

**Fig. 2:**
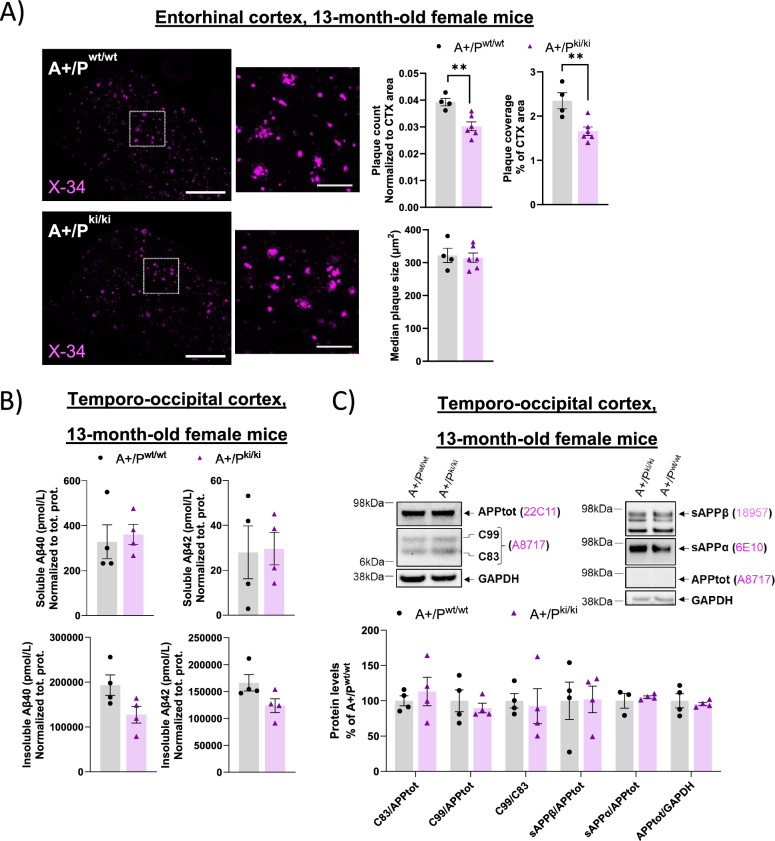
β-amyloid pathology is mitigated in female APP/PS1 mice carrying the PLCγ2-P522R variant. **A** X-34-positive β-amyloid plaque count (*p = 0.005) and coverage (**p = 0.006, total plaque area, % of whole analyzed area) were lower in the entorhinal cortex of APP/PS1xPLCγ2-P522R (A+/P^ki/ki^) mice than in that of APP/PS1 (A+/P^wt/wt^) mice. The size (µm^2^) of the individual plaques did not differ between the genotypes. A+/P^wt/wt^ n = 4 and A+/P^ki/ki^ n = 6. **B** Insoluble but not soluble Aβ40 and −42 levels are slightly but not significantly lower in the temporo-occipital cortex of A+/P^ki/ki^ mice than in that of A+/P^wt/wt^ mice. Aβ40 and Aβ42 levels were normalized to the total protein concentration in the same sample. A+/P^wt/wt^ n = 4 and A+/P^ki/ki^ = 4. **C** Representative Western blots and corresponding quantification showing no differences in the levels of full-length APP (APPtot, normalized to GAPDH), APP C-terminal fragments (C99 and C83, normalized to APPtot), or soluble APPα and APPβ (sAPPα, sAPPβ, normalized to APPtot) species in the temporo‒occipital cortex of A+/P^ki/ki^ and A+/P^wt/wt^ mice. A+/P^wt/wt^ n = 4 and A+/P^ki/ki^ n = 4. The scale bars in the representative immunofluorescence images are 657 µm for the whole area and 164 µm for the zoomed view. Unpaired samples t test. All the data are presented as the means ± SEMs. Each data point represents an individual mouse

The soluble and insoluble levels of Aβ40 and Aβ42 in the ELISA did not significantly differ in the temporo-occipital cortex between A+/P^ki/ki^ and A+/P^wt/wt^ mice (Fig. 2B). Similarly, there were no significant changes in the levels of soluble and insoluble Aβ40 and Aβ42 in the hippocampus of A+/P^ki/ki^ mice compared with those in the hippocampus of A+/P^wt/wt^ mice (Supplementary Figures, Figure S2B). Importantly, there were no differences in the levels of full-length APP (APPtot), APP C-terminal fragments (C83 and C99, Fig. 2C and Supplementary Figures, S2C, left panel), or soluble APPα and -β (sAPPα and -β, Fig. 2C and Supplementary Figures, S2C, right panel) in the temporo-occipital cortex or hippocampus according to Western blot analyses of these mice, suggesting that the histochemically determined decrease in the β-amyloid pathology of A+/P^ki/ki^ mice was not due to alterations in APP stability or processing.

### The area of microglia around β-amyloid plaques is increased in female APP/PS1 mice carrying the PLCγ2-P522R variant

To assess whether PLCγ2-P522R affects the microglial response to β-amyloid deposition, we quantified the IBA1+ area within and surrounding X-34-positive β-amyloid plaques in the APP/PS1 mouse brain (Supplementary Figures, Figure S1A). The IBA1+ area was increased within the 0–40 µm radius from the β-amyloid plaque outline in the entorhinal cortex (p = 0.03, Fig. 3A) and hippocampus (p = 0.037, Supplementary Figures, Figure S3A) of A+/P^ki/ki^ mice compared with A+/P^wt/wt^ mice. No difference was found in the IBA1+ signal overlapping the β-amyloid plaque area itself, either in the entorhinal cortex or hippocampus. The total IBA1+ area in the entorhinal cortex was marginally increased, whereas in the hippocampus, the total IBA1+ area was decreased (p = 0.043). Together, these data suggest that the PLCγ2-P522R variant increases the area of microglia around β-amyloid plaques and consequently, may resist β-amyloid deposition more efficiently.

**Fig. 3:**
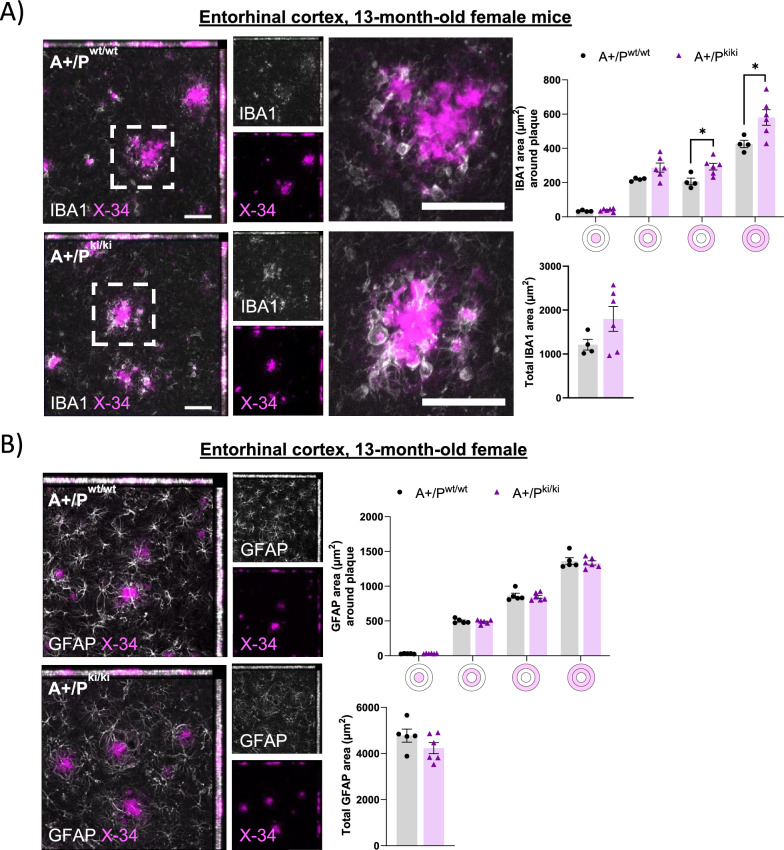
PLCγ2-P522R variant increases the area of microglia around β-amyloid plaques in female APP/PS1 mice. **A** The area (µm^2^) of IBA1-positive microglia was greater at distances of 20–40 µm (*p = 0.017) and 0–40 µm (*p = 0.03) from the plaque outline in the entorhinal cortex of APP/PS1xPLCγ2‒P522R (A+/P^ki/ki^) mice than in that of APP/PS1 (A+/P^wt/wt^) mice. Simultaneously, a trend toward an increase in the total IBA1 area is observed. A+/P^wt/wt^ n = 4 and A+/P^ki/ki^ n = 6. **B** GFAP-positive astrocyte area (µm^2^) around plaques (within 0–20 µm and 20–40 µm from the plaque outline) and total GFAP area remain unaltered between the genotypes. A+/P^wt/wt^ n = 5, A+/P^ki/ki^ n = 6. The colored disks on the x-axis of A and B indicate the analyzed area overlapping (middle circle) and surrounding β-amyloid plaques. The scale bar in the representative immunofluorescence images is 50 μm. Unpaired samples t test. All the data are presented as the means ± SEMs. Each data point represents an individual mouse

Since activated microglia secrete chemokines and cytokines that promote astrocyte activation [42], we stained astrocytes with a glial fibrillary acidic protein (GFAP) antibody to study potential changes in astrocytes in the entorhinal cortex and hippocampus of APP/PS1 mice [42]. We found no differences in the total GFAP+ area or in the GFAP+ area overlapping or surrounding (within the 0–40 µm radius) X-34-positive β-amyloid plaques (Supplementary Figures, Figure S1B) in either the entorhinal cortex (Fig. 3B) or the hippocampus (Supplementary Figures, Figure S3B) of A+/P^ki/ki^ mice compared with A+/P^wt/wt^ mice, suggesting that PLCγ2-P522R variant-driven microglial activation does not promote astrocyte activation in the brain tissue of 13-month-old APP/PS1 mice.

### The number of dystrophic neurites around β-amyloid plaques is decreased in female APP/PS1 mice carrying the PLCγ2-P522R variant

Microglia clustered around β-amyloid plaques have been suggested to pack diffuse β-amyloid into a more compacted and less toxic form [43]. Hence, to investigate β-amyloid plaque morphology, we used X-34 to detect compact plaques and the anti-β-amyloid antibody 6E10 to detect diffuse plaques. Despite the evident improvement in the microglial response toward β-amyloid plaques, we found no differences in the total 6E10+ area or in the percentage of X-34+ or 6E10+ area of total β-amyloid pathology (X-34 + 6E10) either in the entorhinal cortex (Fig. 4A) or in the hippocampus (Supplementary Figures, Figure S4A) between the mice with different genotypes. Furthermore, no differences in the colocalization of 6E10 within the IBA1+ area were detected between the mice with different genotypes (Fig. 4B and Supplementary Figures, S4B), suggesting that microglial uptake of diffuse β-amyloid nor the ratio of diffuse and compact β-amyloid in the brain tissue are affected in 13-month-old APP/PS1 mice carrying the PLCγ2-P522R variant.

**Fig. 4:**
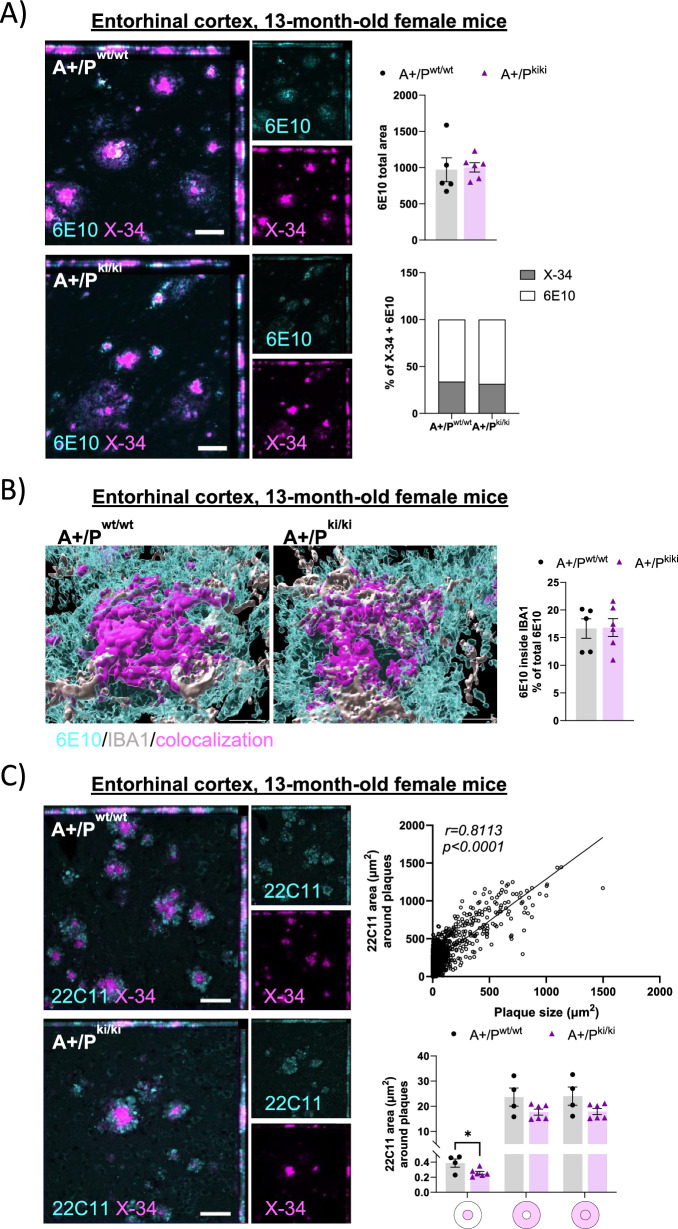
PLCγ2-P522R variant decreases β-amyloid plaque-associated dystrophic neurites in female APP/PS1 mice. **A** Total area (µm^2^) of diffuse β-amyloid (6E10) and composition β-amyloid plaques, as indicated by the percentage of compact (X-34) and diffuse (6E10) β-amyloid plaques, remaining unaltered in the entorhinal cortex of the APP/PS1xPLCγ2-P522R (A+/P^ki/ki^) mice compared with the APP/PS1 (A+/P^wt/wt^) mice. A+/P^wt/wt^ n = 5 and A+/P^ki/ki^ n = 6. **B**) A 3D reconstruction showing the 6E10 and IBA1 (microglia) signals and their colocalization. Quantification of the 6E10 signal within the IBA1-positive area as a percentage of all the 6E10 signal in the entorhinal cortices of the A+/P^ki/ki^ mice compared with that in the A+/P^wt/wt^ mice. **C** The area (µm^2^) of 22C11-labeled dystrophic neurites around β-amyloid plaques strongly correlates with plaque size (r = 0.8113, ****p < 0.0001). The 22C11-positive area was decreased within the β-amyloid plaque area (p = 0.033), and a similar decreasing trend was observed within the 0–14 µm radius from the β-amyloid plaque outline in the entorhinal cortices of the A+/P^ki/ki^ mice compared with the A+/P^wt/wt^ mice when the plaque size was normalized. A+/P^wt/wt^ n = 4 and A+/P^ki/ki^ n = 6. Colored disks on the x-axis indicate the analyzed area overlapping (middle circle) and surrounding β-amyloid plaques. Scale bars in the representative immunofluorescence images are 50 μm. Pearson correlation and unpaired samples t tests were used. All the data are presented as the means ± SEMs. Each data point represents an individual mouse

To assess the formation of dystrophic neurites around β-amyloid plaques in the brain tissue of APP/PS1 mice carrying the PLCγ2-P522R variant, brain sections were stained with the N-terminal anti-APP antibody 22C11. It is well documented that IHC staining with 22C11 shows the locations of swollen neuronal processes linked to abnormal protein accumulation, including abnormal N-terminal APP and phosphorylated Tau (p-Tau) accumulation, in different *in vivo* models of AD [44–47]. Since the 22C11 signal was strongly dependent on the Aβ plaque size (Pearson correlation coefficient (r) = 0.81, p < 0.0001) (Fig. 4C), we normalized the 22C11+ area around each plaque to the size of the analyzed plaque. The 22C11+ area overlapping the plaque area in the entorhinal cortex was significantly smaller (p = 0.033) in A+/P^ki/ki^ mice than in A+/P^wt/wt^ mice, and a similar but nonsignificant trend was observed within the 0–14 µm radius from the plaque outline (Supplementary Figures, Figure S1C and 4C). In the hippocampus, the 22C11+ area was significantly decreased within the 0–14 µm radius from the plaque outline (p = 0.010) (Supplementary Figures, Figure S4C). In addition to the N-terminal APP, dystrophic neurites contain various other proteins, including p-Tau [44–47]. Thus, the levels of p-Tau relative to total Tau (ratio of p-Tau/total Tau) were assessed to gain insight into the extent of p-Tau pathology and its association with dystrophic neurites in protein lysates from the temporo-occipital cortex and hippocampus of 13-month-old female A+/P^ki/ki^ and A+/P^wt/wt^ mice **(**Supplementary Figures, Figure S5A and S5B). Consequently, Western blot analysis did not reveal significant differences in the ratio of p-Tau/total Tau between A+/P^ki/ki^ and A+/P^wt/wt^ mice in the tissue lysates studied. Taken together, these findings suggest that the PLCγ2-P522R variant decreases the formation of dystrophic neurites around β-amyloid plaques, as shown by N-terminal APP staining, whereas a similar decrease in the p-Tau/total Tau ratio in the tissue lysates was not detected.

### Neuroinflammation is alleviated in the brain tissue of female APP/PS1 mice carrying the PLCγ2-P522R variant

The well-established ability of microglia to compact β-amyloid deposits and protect surrounding neurons is considered beneficial. However, microglial activation also promotes neuroinflammation, which is harmful to neuronal health over time. Therefore, we next analyzed the levels of several inflammatory markers in the temporo-occipital cortex and hippocampal lysates of 13-month-old mice via an MSD mouse inflammatory panel. In general, A+/P^ki/ki^ mice presented lower levels of several inflammatory markers in both the temporo-occipital cortex and hippocampus than did A+/P^wt/wt^ mice (Fig. 5). The levels of IL-12-p70 (p70 refers to an active heterodimer, p = 0.049) and IL-6 (p = 0.003) in A+/P^ki/ki^ mice were significantly lower in the cortex, while those of IL-1β (p = 0.021) and IL-8 (p = 0.026) were lower in the hippocampus. These findings suggest that despite increased microglial activation, the PLCγ2-P522R variant does not increase chronic β-amyloid-associated neuroinflammation in the APP/PS1 mouse brain upon aging.

**Fig. 5:**
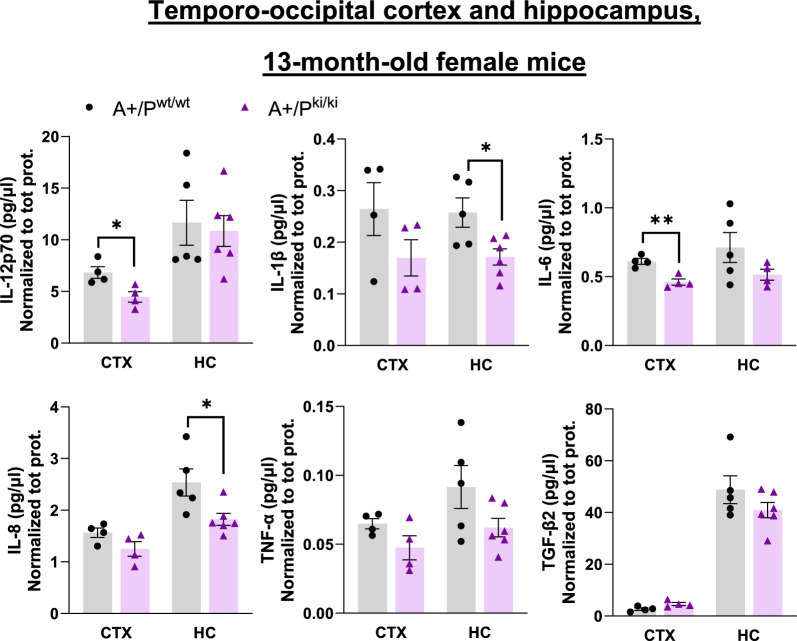
PLCγ2-P522R variant alleviates neuroinflammation in the brain tissue of female APP/PS1 mice. **A** IL-12p70 (p = 0.049) and IL-6 (p = 0.003) levels are significantly lower in the temporo-occipital cortex (CTX), whereas IL-1β (p = 0.021) and IL-8 (p = 0.026) levels are significantly lower in the hippocampus (HC) of APP/PS1xPLCγ2-P522R (A+/P^ki/ki^) mice than in those of APP/PS1 (A+/P^wt/wt^) mice. In addition, the IL-1β, IL-8, and TNF-α levels tended to decrease in the CTX group, whereas the IL-6, TNF-α, and TGF-β2 levels tended to decrease in the HCs of the A+/P^ki/ki^ mice compared with those of the A+/P^wt/wt^ mice. CTX A+/P^wt/wt^ n = 4 and A+/P^ki/ki^ n = 4; HC A+/P^wt/wt^ n = 5 and HC A+/P^ki/ki^ n = 6. Unpaired samples t test. All the data are presented as the means ± SEMs. Each data point represents an individual mouse

### PLCγ2-P522R variant does not increase β-amyloid plaque-associated APOE or promote DAM signature in the female APP/PS1 mice

β-Amyloid plaque-associated APOE has been suggested to increase plaque compaction and support microglial responses toward β-amyloid deposition [48, 49]. To address whether APOE plays a role in the PLCγ2-P522R variant-mediated microglial response to Aβ, we analyzed the APOE+ area within and surrounding plaques. We found no differences in the APOE+ area overlapping or within a 10 µm radius from the plaque outline (Supplementary Figures, Figure S1D) between A+/P^ki/ki^ and A+/P^wt/wt^ mice in the entorhinal cortex (Fig. 6A) or in the hippocampus (Supplementary Figures, Figure S6A). In line with these findings, soluble and insoluble APOE levels in the temporo-occipital cortex and hippocampus did not differ between the mice with different genotypes (Supplementary Figures, Figure S6B).

**Fig. 6:**
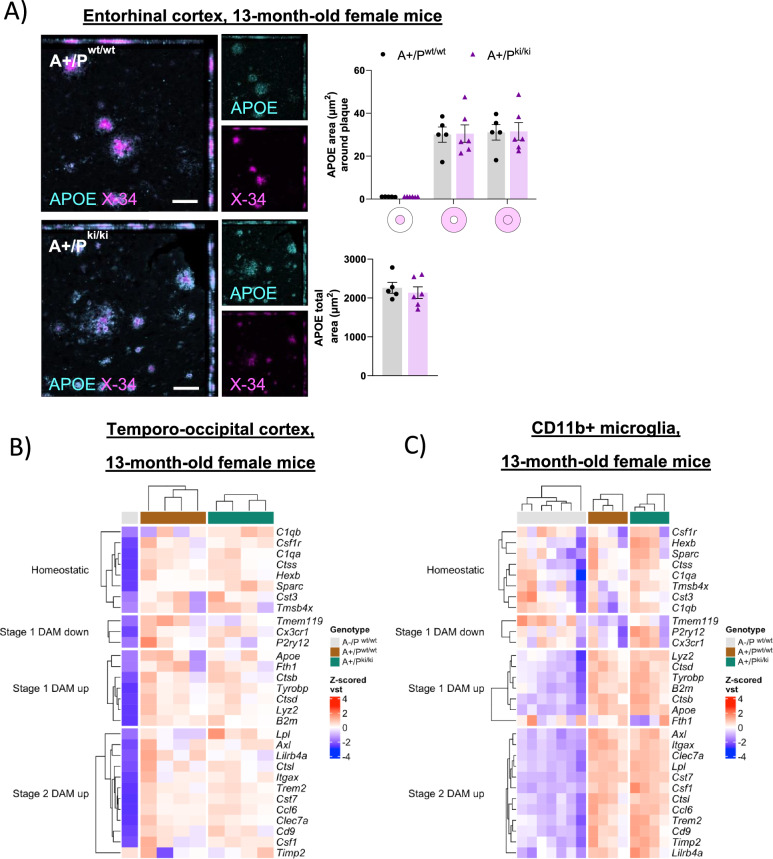
PLCγ2-P522R variant does not increase the plaque-associated APOE or DAM signature in female APP/PS1 mice. **A** Analysis of total APOE and APOE areas (µm^2^) within and surrounding (within 0–10- and 10–20-µm distances from the amyloid plaque outline) β-amyloid plaques revealed no differences between the APP/PS1xPLCγ2-P522R (A+/P^ki/ki^) and APP/PS1 (A+/P^wt/wt^) mice. A+/P^wt/wt^ n = 5, A+/P^ki/ki^ n = 6. Colored disks on the x-axis indicate the analyzed area overlapping (middle circle) and surrounding β-amyloid plaques. The scale bar in the representative immunofluorescence images is 50 μm. Unpaired samples t test. All the data are presented as the means ± SEMs. Each data point represents an individual mouse. **B** Heatmap of z scored vst-normalized expression of homeostatic as well as stage 1 and stage 2 disease-associated microglia (DAM) signature genes in the bulk temporo-occipital cortex and **C**) CD11b+ microglia isolated from the whole brain tissue of 13-month-old wild-type (A-/P^wt/wt^), A+/P^wt/wt^ and A+/P^ki/ki^ female mice. Cortex A-/P^wt/wt^ n = 1, A+/P^wt/wt^ n = 4, and A+/P^ki/ki^ n = 4; CD11b+ A-/P^wt/wt^ n = 7, A+/P^wt/wt^ n = 4, and A+/P.^ki/ki^ n = 4

The upregulation of *Apoe* is part of the disease-associated microglia (DAM) signature [5]. DAM activation is regulated by *Trem2* expression and is needed for restricting β-amyloid pathology in AD [5]. Hence, to study whether the protective variant exacerbates the RNA signature related to DAM activation in the brain tissue of 13-month-old APP/PS1 mice, RNA sequencing was carried out in the bulk temporo-occipital cortex and in CD11b+ microglia acutely isolated from the whole brain. 

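Bulk temporo-occipital cortex was sequenced from 4 A+/P wt/wt, 4 A+/P ki/ki and 1 A-/P wt/wt mouse, and CD11b+ microglia from 4 A+/P wt/wt, 4 A+/P ki/ki and 7 A-/P wt/wt mice, all of them female. CD11b is an integrin subunit on the surface of microglia and other myeloid cells, and magnetic beads that bind it separate these cells from a suspension of the dissociated brain. The cortical tissue, in contrast, contains the RNA of all cell types present.
The authors aligned the reads with STAR to the mouse genome GRCm38 and counted uniquely mapped primary alignments per gene irrespective of strand. In cortex, the counts per library ranged from 25.2 to 35.8 M in A+/P wt/wt mice (median 30.5 M) and from 27.8 to 43.1 M in A+/P ki/ki mice (median 37.8 M), and the A-/P wt/wt library held 42.5 M. In CD11b+ microglia, they ranged from 18.9 to 23 M in A+/P wt/wt (median 22.1 M), from 19 to 25.1 M in A+/P ki/ki (median 23.3 M) and from 19.5 to 21.6 M in A-/P wt/wt mice (median 21 M). Genes with at least 10 counts in at least 3 of the 8 A+/P wt/wt and A+/P ki/ki libraries were tested, 18640 in cortex and 17039 in CD11b+ microglia. The test was edgeR's two-sided quasi-likelihood test with adjusted p from the Benjamini-Hochberg procedure. CPM values were calculated after TMM scaling, and log2FC values are A+/P ki/ki over A+/P wt/wt. The sample labels give both APP/PS1 genotypes of CD11b+ microglia a common batch tag and the A-/P wt/wt mice another, which confounds any effect of the transgenes with the batch.
*Plcg2* (ENSMUSG00000034330, GRCm38 chromosome 8, 117498291 to 117635142, plus strand) is the gene that carries the variant. It averaged 183 ± 24.6 CPM in A+/P wt/wt and 201 ± 43.9 CPM in A+/P ki/ki microglia (mean ± SD, n = 4 and 4, log2FC 0.13, SE 0.18, adjusted p 0.857). In cortex, it averaged 9.16 ± 0.724 and 8.5 ± 0.603 CPM (log2FC −0.11, SE 0.10, adjusted p 1). Cortical *App*, of which APP/PS1 mice carry a transgenic copy, reached 3690 ± 260 CPM in A+/P wt/wt and 3520 ± 207 CPM in A+/P ki/ki mice (n = 4 and 4), compared with 1900 CPM in the A-/P wt/wt mouse (n = 1), with TMM scaling over these 9 libraries.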

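*Apoe* (ENSMUSG00000002985, GRCm38 chromosome 7, 19696109 to 19699188, minus strand) averaged 7186 ± 749 CPM in A+/P wt/wt and 7484 ± 938 CPM in A+/P ki/ki CD11b+ microglia (mean ± SD, n = 4 and 4, log2FC 0.059, SE 0.20, adjusted p 0.93, edgeR's quasi-likelihood test). *Trem2* (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147, plus strand) averaged 1346 ± 244 and 1510.0 ± 289 CPM, respectively (log2FC 0.17, SE 0.20, adjusted p 0.853). In cortex, *Apoe* averaged 2005 ± 276 and 1995 ± 119 CPM (log2FC −0.007, SE 0.10) and *Trem2* 81.9 ± 15.1 and 83.7 ± 8.88 CPM (log2FC 0.032, SE 0.12), with an adjusted p of 0.9997 for both genes. Each of these differences was smaller than its SE and than the SD between mice. Fitting the A-/P wt/wt microglia together with both APP/PS1 groups moved *Apoe* to a log2FC of 0.12 and *Trem2* to 0.23 in microglia, and the neuron score as a covariate moved them to −0.034 and −0.12. That covariate recovered 0 of 200 changed genes on simulated data. Neither gene was called under any of the settings tried or with any mouse left out.
The DAM genes were further assessed as lists that included *Apoe* (DAM stage 1, 7 genes) and *Trem2* (DAM stage 2, 19 genes). In CD11b+ microglia, the mean log2 CPM of the stage 1 list was 11.749 ± 0.095 in A+/P wt/wt and 11.734 ± 0.064 in A+/P ki/ki mice (n = 4 and 4, exact two-sided permutation p 0.83, adjusted p 0.912). That of the stage 2 list was 8.564 ± 0.38 and 8.59 ± 0.342 (exact p 0.971, adjusted p 0.971). The median log2FC of the stage 1 list was 0.059, opposite in sign to the difference between these means, and that of the stage 2 list 0.11 (camera, adjusted p 0.547 and 0.32). The stage 2 list passed the threshold without A+/P wt/wt mouse 380 (0.15, adjusted p 0.0452) or A+/P ki/ki mouse 335 (0.22, adjusted p 0.0379). In cortex, the means were 8.541 ± 0.177 and 8.507 ± 0.091 for stage 1 (exact p 0.8, adjusted p 0.943) and 5.336 ± 0.248 and 5.282 ± 0.114 for stage 2 (exact p 0.8, adjusted p 0.943). The median log2FC was −0.007 and −0.058, respectively (camera, adjusted p 0.649 for each). The stage 2 list turned higher in cortex without A+/P wt/wt mouse 257 (0.082, adjusted p 0.0335), and the stage 1 list passed in the lower direction without A+/P wt/wt mouse 329 (−0.096, adjusted p 0.0192). With 4 mice against 4, the smallest exact p possible is 0.0286.
For comparison, the CD11b+ microglia of 7 A-/P wt/wt mice contained 3250 ± 669 CPM *Apoe* and 853 ± 197 CPM *Trem2*. From these mice to the 4 A+/P wt/wt mice, the mean log2 CPM of the stage 1 list went from 10.97 ± 0.333 to 11.746 ± 0.118 and that of the stage 2 list from 6.493 ± 0.364 to 8.56 ± 0.406. Each list had an exact two-sided permutation p of 0.00303, the smallest possible with 7 mice against 4 (adjusted p 0.0333). The median log2FC was 0.88 for stage 1 and 1.66 for stage 2, of which 13 genes were called over all genes tested and 19 when adjusted over the list alone. The batch tag differs in the same way as the transgenes in this comparison.

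**Figure D1:**
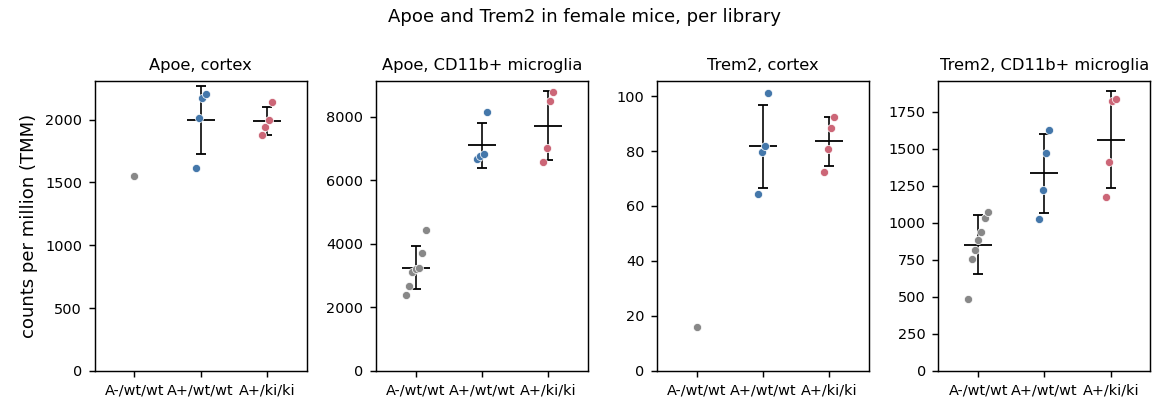
CPM of *Apoe* and *Trem2* (y axis, TMM scaling over all groups of a tissue) in each female cortex and CD11b+ microglia library by genotype (x axis), with points for mice and bars for the mean ± SD of groups of 4 or 7. The ranges of A+/P ki/ki and A+/P wt/wt mice overlap in every panel, and the 7 A-/P wt/wt mice average 3250 CPM *Apoe* in CD11b+ microglia.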

The expression of both *Apoe* and *Trem2* in cortical tissue and CD11b+ microglia did not differ between the A+/P^ki/ki^ and A+/P^wt/wt^ mice, suggesting that the DAM signature is not upregulated in APP/PS1 mice carrying the PLCγ2-P522R variant (Fig. 6B and C). 

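In the cortex of A+/P ki/ki compared with A+/P wt/wt mice, 0 genes passed FDR 0.05 in edgeR's quasi-likelihood test (n = 4 and 4), with 514 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.61. In CD11b+ microglia, 0 genes passed as well (n = 4 and 4), with 575 at an unadjusted p under 0.05 and a smallest adjusted p of 0.853. Without A+/P^ki/ki mouse 335, 4594 genes of CD11b+ microglia had an unadjusted p under 0.05, still with 0 called, so the count of 575 depends on this mouse. The CPM ranges of the genotypes did not overlap for 344 genes in cortex (1.85%) and 383 genes in CD11b+ microglia (2.25%), while chance alone gives 2.86%. limma, fitted to the authors' variance-stabilized values, also called 0 genes in each tissue (519 and 711 at an unadjusted p under 0.05).
DESeq2's Wald test on the same counts called 11 genes in cortex and 7 in CD11b+ microglia. Named after their values were seen, the latter were *Gm12751*, *Gm6166*, *Car13*, *Prg4* and *Rps18-ps5* (lower) and *Ecscr* and *Pstpip1* (higher), with adjusted p from 2.82e-05 (*Gm12751*) to 0.046 (*Pstpip1*). In edgeR, *Gm12751* was called without A+/P wt/wt mouse 375 in CD11b+ microglia (log2FC −5.18, adjusted p 0.0409). In cortex, the calls were *Gm2427* (adjusted p 0.0287) and *Gm15459* (adjusted p 1.92e-05) without A+/P wt/wt mouse 236. They were *Gm7993* (adjusted p 0.000475) and *Greb1* (adjusted p 0.0327) without A+/P wt/wt mouse 257, and *Mrpl27-ps* (adjusted p 3.3e-05) without A+/P ki/ki mouse 203. On simulated data with 200 changed genes (log2FC of 1), edgeR recovered 198 in cortex and 44 in CD11b+ microglia with 12 and 2 false calls. DESeq2 recovered 198 and 145 with 36 and 58 false calls.
Pathway lists were tested with camera at a preset correlation of 0.01, since the MSigDB collections that the paper used were not available. Of 33 lists, 6 passed FDR 0.05 in cortex and 20 in CD11b+ microglia. With the rotation test fry, 0 lists passed in either tissue (lowest adjusted p 0.94 in cortex and 0.629 in CD11b+ microglia). With the correlation estimated from the data, 0 lists passed either (lowest adjusted p 0.923 and 0.693). From *Apoe* and *Trem2*, which it found similar between the genotypes in both tissues, the paper proposes that the variant does not raise the DAM signature in APP/PS1 mice. It also shows heatmaps of homeostatic and DAM genes for both tissues, and reports neither DEGs nor enriched pathways.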

In fact, no DEGs or enriched biological pathways were detected in the temporo-occipital cortex (Supplementary Figures, Figure S6D) or isolated CD11b+ microglia (Supplementary Figures, Figure S6E) when A+/P^ki/ki^ were compared with A+/P^wt/wt^ mice.

At the protein level, shedding of soluble TREM2 (sTREM2) terminates the signaling of full-length TREM2 and therefore influences microglial activation [18]. To assess whether PLCγ2-P522R modulates TREM2 shedding, we measured TREM2 levels in the PBS soluble fraction of temporo-occipital and hippocampal lysates. There were no differences between mice with different genotypes in the levels of sTREM2 in these brain areas (Supplementary Figures, Figure S6C), suggesting that TREM2 shedding is not promoted in the mice carrying the PLCγ2-P522R variant.

We next wanted to investigate whether the expression of genes related to cell motility and phagocytosis was altered in CD11b+ microglia isolated from female A+/P^ki/ki^ mice to understand the increased microglial area around β-amyloid plaques and the reduced pathology of β-amyloid plaques. More specifically, we examined the expression of fibronectin and integrin classes α and β genes, as described by Obst et al., which reported decreased cell adhesion and motility in human iPSC-derived macrophages upon PLCγ2 deficiency [50]. We also assessed other well-known cell motility and phagocytosis genes via gene set enrichment analysis (GSEA) core enrichment gene sets. Although several targets related to cell motility and phagocytosis were slightly upregulated in A+/P^ki/ki^ microglia compared with A+/P^wt/wt^ microglia, these results were not statistically significant (Supplementary Figures, Figure S7A and S7B).

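Lists of 26 motility and 31 phagocytosis genes were tested in the CD11b+ microglia of 4 A+/P ki/ki and 4 A+/P wt/wt mice. Of these genes, 24 of the motility list (median log2FC 0.21) and 27 of the phagocytosis list (median log2FC 0.18) were higher in A+/P ki/ki mice. In edgeR, 0 genes of either list passed FDR 0.05, also when adjusted over the list alone. Camera gave an adjusted p of 7.61e-07 for motility and 6.53e-05 for phagocytosis, and both lists passed with each mouse left out in turn. Neither list passed with fry or with an estimated correlation, and on simulated data for this comparison camera also called 3 lists to which no change had been added. Per mouse, the mean log2 CPM of the motility list was 7.976 ± 0.07 in A+/P wt/wt and 8.153 ± 0.14 in A+/P ki/ki mice (n = 4 and 4, exact two-sided permutation p 0.114, adjusted p 0.556). That of the phagocytosis list was 7.509 ± 0.19 and 7.652 ± 0.219 (exact p 0.343, adjusted p 0.556). Neuron markers were lower in these A+/P^ki/ki mice by camera. Within the genotypes, genes of both lists tended to fall as the mean of the neuron markers rose (median slope −0.118 for motility and −0.197 for phagocytosis). Less neuron RNA in A+/P^ki/ki libraries thus also predicts a rise of both lists, which cannot be told apart from an effect of the genotype.
The fibronectin gene *Fn1* (ENSMUSG00000026193, GRCm38 chromosome 1, 71585520 to 71653200, minus strand) averaged 294 ± 58.7 CPM in A+/P wt/wt and 201 ± 66.2 CPM in A+/P ki/ki mice (n = 4 and 4, log2FC −0.55, SE 0.25, adjusted p 0.853), the opposite direction to the lists. It did not pass with any mouse left out (log2FC −0.78 to −0.43). Its exons overlap those of *Apol7d* on the other strand, from which counting irrespective of strand does not separate them. The 17 integrin alpha genes had a median log2FC of −0.19 (camera, adjusted p 0.789). The 7 integrin beta genes had a median of 0.11 and a mean of −0.11 (adjusted p 0.844).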

### The PLCγ2-P522R variant promotes anxiety in female APP/PS1 mice carrying the PLCγ2-P522R variant

Given that β-amyloid deposition and associated neuronal pathologies are mitigated in the brain tissue of APP/PS1 mice carrying PLCγ2-P522R, we next wanted to investigate whether this protective variant influences the behavioral alterations observed in APP/PS1 mice. First, the body weight showed an APP/PS1 x PLCγ2-P522R genotype interaction (p = 0.04), such that the APP/PS1 wild-type (-) A-/P^ki/ki^ mice had a lower weight than the A-/P^wt/wt^ littermates did (p = 0.024), but the same was not detected among the APP/PS1 hemizygous (+) mice (Fig. 7A). Given that the PLCγ2-P522R variant did not influence the ambulatory distance traveled in the spontaneous activity test (Fig. 7B), the observed weight reduction was not related to increased activity. However, the time spent in the center of the light–dark box was significantly shorter in the P^ki/ki^ than in the P^wt/wt^ mice, regardless of the APP/PS1 genotype (p = 0.011, Fig. 7C), suggesting that the PLCγ2-P522R variant increases the avoidance of open places. In the light‒dark box, the mice were given a free choice between compartment the illuminated and dark chamber. In this test, ANOVA revealed a main effect of both the PLCγ2-P522R (p = 0.03) and APP/PS1 (p = 0.04) genotypes and their interaction (p = 0.004). The P^ki/ki^ mice showed increased avoidance of the illuminated chamber, which was further accentuated in mice with the APP/PS1+ genotype (Fig. 7D). In the passive avoidance test, which was performed one day after the mice had received a foot shock when they entered the dark chamber, ANOVA revealed an even stronger main effect of both the PLCγ2-P522R (p < 0.0001) and APP/PS1 (p = 0.02) genotypes and their interaction (p < 0.0001). On the day after the foot shock, the P^ki/ki^ mice rushed into the dark chamber, whereas the P^wt/wt^ mice were hesitant to enter (Fig. 7E). This tendency was further accentuated by the APP/PS1+ genotype. Given that P^ki/ki^ and P^wt/wt^ mice did not differ in their motor abilities on the rotating rod (Fig. 7F) and that they had similar pain thresholds (Fig. 7G), this outcome was not explained by decreased motor ability or impaired ability to sense pain. In fact, the P^ki/ki^ mice had a stronger behavioral response (crab-like walking backward) to foot shock than did the P^wt/wt^ mice (Fig. 7H). Finally, the PLCγ2-P522R variant did not influence spatial learning or memory in the Morris water maze in either APP/PS1- or APP/PS1+ mice (Fig. 7I), whereas APP/PS1+ mice exhibited strongly impaired learning ability in terms of escape latency (p < 0.001). This finding suggests that rushing into the dark chamber behavior is not a result of memory dysfunction related to the foot shock in the P^ki/ki^ mice.

**Fig. 7:**
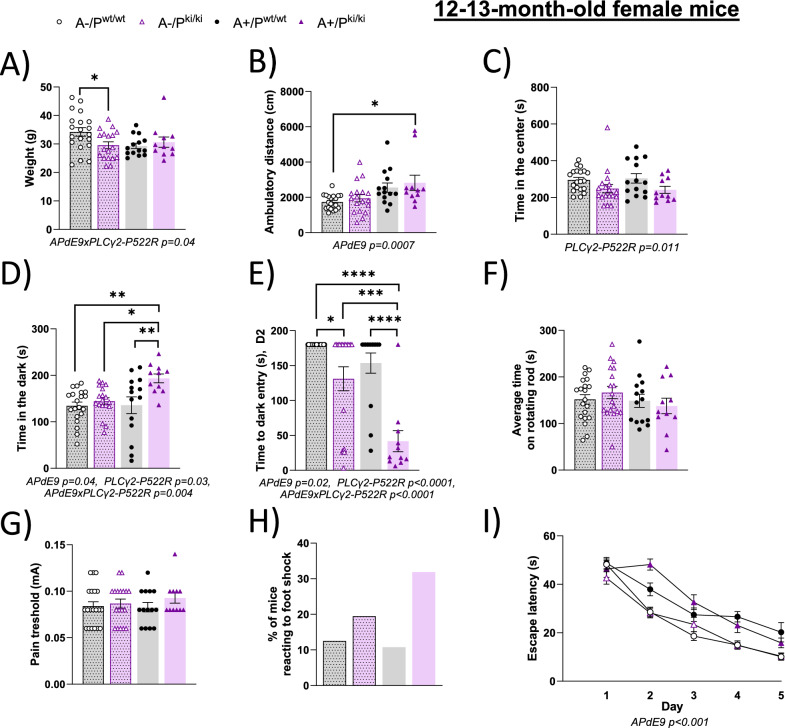
PLCγ2-P522R female mice exhibit avoidance responses to open places, bright environments, and sudden unpleasant stimuli. **A** Body weights of the PLCγ2-P522R (P^ki/ki^) mice are lower than those of their wild-type (P^wt/wt^) littermates on the APP/PS1-negative background (A-, *p = 0.024) but not on the APP/PS1 hemizygous background (A+). **B** PLCγ2-P522R does not influence the ambulatory distance traveled in the spontaneous activity test. **C** P^ki/ki^ mice spent significantly less time in the center of the novel test box than did control P^wt/wt^ mice, regardless of the APP/PS1 genotype. **D** In the passive avoidance test, the P^ki/ki^ mice showed increased avoidance of the illuminated chamber, which was further accentuated by the APP/PS1 hemizygous genotype. **E** Even after receiving a foot shock, P^ki/ki^ mice have a shorter latency to enter the dark chamber as compared to P^wt/wt^ mice. This tendency was further accentuated by the APP/PS1 hemizygous genotype. **F** No difference in motor skills was observed between the genotypes, as indicated by the time spent on the rotating rod. **G** P^ki/ki^ and P^wt/wt^ mice have similar thresholds for pain (foot shock), but **H)** P^ki/ki^ mice have a stronger behavioral response (crab-like walking backward) to electric foot shock. **I**) PLCγ2-P522R does not influence spatial learning or memory in the Morris water maze. The APP/PS1 hemizygous mice presented strongly impaired learning in terms of escape latency (F_1,64_ = 46.8, p < 0.001). A-/P^wt/wt^ n = 20, A-/P^ki/ki^ n = 18, A+/P^wt/wt^ n = 14, and A+/P^ki/ki^ n = 11. Two-way ANOVA with Šídák's multiple comparisons test. All the data are presented as the means ± SEMs. Each data point represents an individual mouse

### The calcium signaling pathway, fatty acid metabolism, and oxidative phosphorylation-related pathways are activated in acutely isolated microglia from male mouse carrying the PLCγ2-P522R variant

To elucidate the molecular pathways associated with the PLCγ2-P522R variant, global RNA sequencing and proteomics analyses were performed in CD11b+ microglia. As the PLCγ2-P522R variant did not promote transcriptomic changes on an APP/PS1 background, the analyses were also carried out in microglia acutely isolated from 13-month-old male and female PLCγ2-P522R KI and WT mice. 

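CD11b+ microglia were sequenced from 3 WT and 4 PLCγ2-P522R KI male mice without the APP/PS1 transgenes. Microglia of female KI mice without the transgenes were not analysed here. The counts per library were 16552229, 17293010 and 19704127 in the WT mice and ranged from 16229831 to 19946001 in the KI mice (median 17070951). The labels place all 7 libraries in the same batch. Mitochondrial transcripts took 3.97 to 5.02% of the counts in WT and 7.4 to 12.8% in KI libraries, and the 50 most counted genes 20.6 to 21.7% and 23.6 to 29.6%. The low-count filter left 16373 genes, and log2FC values are KI over WT. On simulated data with the spread of these libraries and 200 changed genes (log2FC of 1), edgeR recovered 152 genes with 9 false calls and DESeq2 180 genes with 30 false calls.
*Plcg2* averaged 248 ± 0.572 CPM in WT and 193 ± 23.8 CPM in KI microglia (mean ± SD, n = 3 and 4, log2FC −0.36, SE 0.11, adjusted p 0.0581, edgeR's quasi-likelihood test). Its adjusted p was 0.0136 without KI mouse 104 and 0.0245 to 0.183 over the other scalings, filters and tools.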

RNA sequencing revealed dramatically different RNA signatures between male PLCγ2-P522R KI and WT microglia, including 3719 DEGs (FDR 0.05) (Supplementary Figures, Figure S8A). Among these genes, 1302 were downregulated, and 2417 were upregulated. 

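In edgeR's two-sided quasi-likelihood test, 2685 genes passed FDR 0.05 between 4 KI and 3 WT males (5452 at an unadjusted p under 0.05, smallest adjusted p 0.00374). The CPM ranges of the genotypes did not overlap for 5038 genes (30.8%), compared with the 5.71% that chance gives for 3 mice against 4, and these included 2599 of the called genes. The first principal component held 55.4% of the variance, with the WT libraries at −51.5 to −40.2 and the KI libraries at 6.64 to 60.3. Leaving out WT mouse 102 lowered the number of called genes to 894, and leaving out KI mouse 104 raised it to 5439. The count was 1236 without WT mouse 101, 1111 without WT mouse 94, 1771 without KI mouse 136, 1353 without KI mouse 139 and 2559 without KI mouse 84.
Neuron markers were higher in the same KI libraries (21 of 22 genes, median log2FC 2.04), as were astrocyte markers (18 of 18 genes, median log2FC 1.24). The mean log2 CPM of the neuron markers, the neuron score, also varied among the 7 female A-/P wt/wt libraries, from 3.92 to 6.91. For each gene, the change predicted by its slope on this score in those 7 libraries was taken off, in a test chosen after the result was seen. Of the 2665 called genes with such a slope, 0 remained called in edgeR (2887 of 15985 genes at an unadjusted p under 0.05). With slopes over 6 of the 7 libraries, 105 higher and 30 lower genes kept their call without mouse 223, 19 and 17 without mouse 242, and 0 otherwise. On simulated data, the correction left 155 of 200 genes with a log2FC of 1 called. Of 200 genes to which a log2FC of 0.5 was added, it left 20 called, compared with 115 without it, so that it has little power for changes of that size. With the neuron score of each male library as a covariate, 0 genes were called (733 at an unadjusted p under 0.05), but this fit also recovered 0 of 200 changed genes on simulated data.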

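In edgeR, 1824 genes were higher (median log2FC 1.33) and 861 lower (median log2FC −0.51) in KI microglia. DESeq2's Wald test on the same counts called 2417 genes higher and 1302 lower, with 2678 genes in common with edgeR. Among the called genes without overlap between genotypes and with a mean of at least 5 CPM, *Lingo1* (ENSMUSG00000049556, GRCm38 chromosome 9, 56618475 to 56796468, minus strand) had the largest rise, from 2.1 ± 0.364 CPM in WT to 14.3 ± 7.16 CPM in KI mice (mean ± SD, n = 3 and 4, log2FC 2.77, SE 0.42, adjusted p 0.00486). It was followed by *Cck* (log2FC 2.75), *Kcnh3* (2.65), *Ttc9b* (2.63) and *Plch2* (2.56). *Gm44667* (ENSMUSG00000109539, chromosome 7, 67268906 to 67272242, minus strand), which lies within *Mef2a* on its strand, had the largest fall, from 23.1 ± 1.21 to 8.88 ± 4.35 CPM (log2FC −1.38, SE 0.33, adjusted p 0.0225). It was followed by *Gm17147* (log2FC −1.34), *Gm10521* (−1.33), *Gm14023* (−1.29) and *Gm44861* (−1.25). The exons of *Kcnh3*, *Ttc9b*, *Plch2* and *Gm14023* overlap genes on the other strand. The 5 largest rises and *Gm44861* were called with each mouse left out. The calls of the other falls depended on single mice, with the adjusted p given in brackets. With WT mouse 101 left out, the calls were lost for *Gm44667* (0.0542), *Gm17147* (0.0589) and *Gm14023* (0.12). With WT mouse 102 left out, the calls were lost for *Gm44667* (0.0767) and *Gm17147* (0.0739). With WT mouse 94 left out, the calls were lost for *Gm44667* (0.0677), *Gm10521* (0.0545) and *Gm14023* (0.0798). With KI mouse 139 left out, the call was lost for *Gm14023* (0.0573). With KI mouse 84 left out, the call was lost for *Gm14023* (0.0646).
Higher and lower genes numbered 1122 and 114 without WT mouse 101, 783 and 111 without WT mouse 102, and 1013 and 98 without WT mouse 94. They numbered 1170 and 601 without KI mouse 136, 1068 and 285 without KI mouse 139, 1975 and 584 without KI mouse 84, and 3286 and 2153 without KI mouse 104.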

Gene enrichment analysis revealed several enriched biological pathways in the upregulated and downregulated DEGs between PLCγ2-P522R KI microglia and WT microglia (Fig. 8A). Among these pathways, calcium signaling, fatty acid (FA) metabolism, cholesterol homeostasis, and oxidative phosphorylation were prominently enriched in the upregulated DEGs in PLCγ2-P522R KI microglia, whereas pathways related to the inflammatory response and the interferon-α (IFN-α) response were enriched in the downregulated DEGs. 

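Gene lists for these pathways were written from general knowledge and from the genes the paper names, and were tested with camera in the 4 KI and 3 WT males. The paper ran GSEA on MSigDB collections, which were not available. Calcium handling (47 genes, 5 of them named by the paper) had a median log2FC of 0.14, a mean of 0.46 and 32 genes higher in KI (adjusted p 0.0328). Of these genes, 15 were called by edgeR and 17 when adjusted over the list alone. Fatty acid metabolism (44 genes, 4 named by the paper) had a median log2FC of 0.24 (adjusted p 0.0112, 34 genes higher), with 8 genes called and 9 when adjusted over the list alone. Cholesterol synthesis (23 genes, 0 named by the paper) had a median log2FC of 0.24 (adjusted p 0.011, 19 genes higher), with 6 genes called and 8 when adjusted over the list alone. The inflammatory response list (26 genes) had a median log2FC of −0.42 (adjusted p 3.38e-06, 26 genes lower), with 5 genes called and 7 when adjusted over the list alone. The interferon response list (37 genes) had a median log2FC of −0.094 (adjusted p 0.0163, 25 genes lower), with 7 genes called over all genes and 7 when adjusted over the list alone.
Camera assumes a preset correlation between genes, and the lists were therefore also tested with fry. Cholesterol synthesis passed FDR 0.05 in fry (adjusted p 0.0298), whereas calcium handling (0.0959), fatty acid metabolism (0.0502), inflammatory response (0.0637) and interferon response (0.11) did not. With the correlation estimated from the data, 0 of 33 lists passed (lowest adjusted p 0.305). By camera, calcium handling did not pass without KI mouse 136 (0.12, adjusted p 0.0885) or KI mouse 139 (0.19, adjusted p 0.0651), and cholesterol synthesis did not pass without KI mouse 84 (0.21, adjusted p 0.0903). Per mouse, the mean log2 CPM gave an exact two-sided permutation p of 0.0571 for calcium handling, fatty acid metabolism and cholesterol synthesis, 0.0857 for inflammatory response and 0.114 for interferon response (n = 3 and 4, smallest possible p 0.0286). The paper reasons from the DEGs to the pathways enriched among those up and down, and from each pathway to its core genes.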

Closer examination revealed that the core DEGs within the calcium signaling pathway included *Itpr1, Itpka, Camk4, Camk2a* and *Camk2b,* whereas the calcium-sensitive MEF2 transcription factor family members *Mef2a, Mef2c,* and *Mef2d* were downregulated in PLCγ2-P522R KI microglia (Fig. 8B; Supplementary Figures, Figure S8C). 

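All 5 calcium signaling genes were higher in KI microglia, and 4 of them passed FDR 0.05 in edgeR's quasi-likelihood test. When adjusted over the list alone, 5 passed, which is not independent evidence as the study chose the list on these samples. *Camk2a* (ENSMUSG00000024617, GRCm38 chromosome 18, 60925618 to 60988152, plus strand) averaged 117 ± 27.4 CPM in WT and 596 ± 237 CPM in KI mice (mean ± SD, n = 3 and 4, log2FC 2.35, SE 0.32, adjusted p 0.00383). *Itpka* (ENSMUSG00000027296, chromosome 2, 119742337 to 119751263, plus strand) rose from 2.12 ± 0.809 to 9.46 ± 2.32 CPM (log2FC 2.16, SE 0.30, adjusted p 0.00389). *Camk2b* (ENSMUSG00000057897, chromosome 11, 5969644 to 6066362, minus strand) rose from 20.0 ± 2.36 to 49.4 ± 18.4 CPM (log2FC 1.30, SE 0.28, adjusted p 0.0146). *Camk4* (ENSMUSG00000038128, chromosome 18, 32934931 to 33191228, plus strand) rose from 1.03 ± 0.193 to 2.66 ± 0.816 CPM (log2FC 1.35, SE 0.33, adjusted p 0.0246). *Itpr1* (ENSMUSG00000030102, chromosome 6, 108213096 to 108551109, plus strand) averaged 85.3 ± 3.78 CPM in WT and 161 ± 61.3 CPM in KI mice (log2FC 0.92, SE 0.28, adjusted p 0.0518). The ranges of *Itpr1* overlapped, and its adjusted p was 0.000249 to 0.081 over the other scalings, filters and tools and 0.00148 without KI mouse 104. The exons of *Camk4* and *Itpr1* overlap genes on the other strand. Neuron markers rose in the same KI libraries (median log2FC 2.037), so a source of these 5 transcripts outside microglia is not excluded.
The 3 MEF2 members were lower in KI mice, and all passed. *Mef2a* (ENSMUSG00000030557, chromosome 7, 67231163 to 67372858, minus strand) fell from 469 ± 18.6 to 312 ± 26.7 CPM (log2FC −0.59, SE 0.11, adjusted p 0.00858). *Mef2c* (ENSMUSG00000005583, chromosome 13, 83504034 to 83667080, plus strand) fell from 325 ± 10.4 to 233 ± 13.7 CPM (log2FC −0.48, SE 0.10, adjusted p 0.0112). *Mef2d* (ENSMUSG00000001419, chromosome 3, 88142372 to 88172086, plus strand) fell from 184 ± 11.1 to 145 ± 12.5 CPM (log2FC −0.34, SE 0.10, adjusted p 0.0477, and 0.0152 to 0.175 over the other scalings, filters and tools). The exons of *Mef2a* and *Mef2d* overlap genes on the other strand. As a list, the 3 members passed with camera (adjusted p 0.00316) and fry (adjusted p 0.000106). The paper names all 3 as downregulated in these samples, so this list test is not independent evidence. In the same mice, the 12 homeostatic microglia genes were lower too (log2FC −0.528 to −0.257), so a fall specific to MEF2 was not shown.
*Camk2a* and *Itpka* were called with each mouse left out. The other calls of both groups depended on single mice, with the adjusted p given in brackets. Without WT mouse 101, the calls were lost for *Camk4* (0.0771), *Mef2a* (0.0602), *Mef2c* (0.0953) and *Mef2d* (0.191). Without WT mouse 102, the calls were lost for *Camk4* (0.0587), *Camk2b* (0.0611), *Mef2a* (0.0534), *Mef2c* (0.0767) and *Mef2d* (0.255). Without WT mouse 94, the calls were lost for *Camk4* (0.0849), *Mef2a* (0.0708), *Mef2c* (0.0971) and *Mef2d* (0.144). Without KI mouse 136, the calls were lost for *Camk4* (0.0562) and *Mef2d* (0.058). Without KI mouse 139, the calls were lost for *Camk4* (0.0641) and *Mef2d* (0.118). Without KI mouse 84, the call was lost for *Mef2d* (0.0605). No gene of either group kept a call once the change predicted from all 7 female A-/P wt/wt libraries was taken off, a correction with little power at the size of the MEF2 changes.

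**Figure D2:**
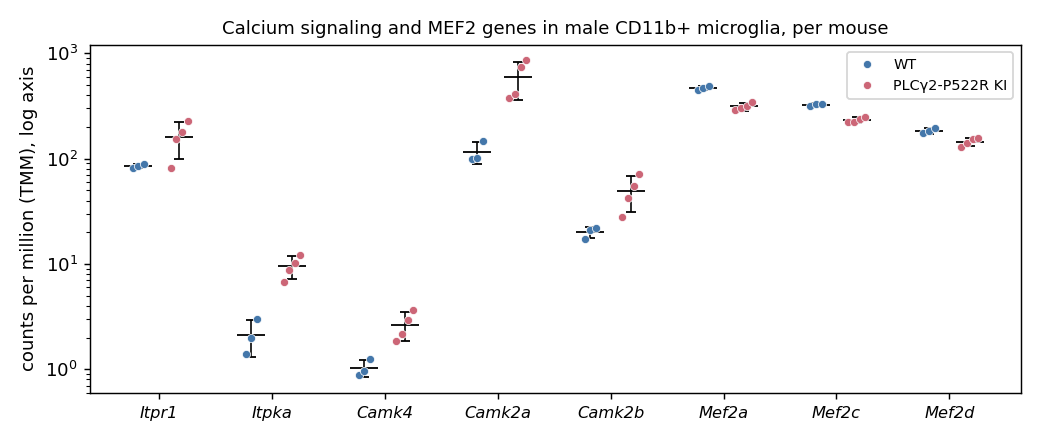
CPM (y axis, log scale, TMM) of the calcium signaling and MEF2 genes (x axis) in CD11b+ microglia of each male WT (n = 3) and KI (n = 4) mouse, with points for mice and bars for the mean ± SD. The genotypes overlap for *Itpr1*, for which 1 KI mouse lies at the level of the WT mice, and for no other gene shown.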

The upregulated genes within the FA metabolism pathway included, e.g., genes linked to LD lipolysis and FA synthesis (*Mgll, Fasn, Fads2, Fabp7, Fabp5, Fabp3,* Fig. 8B; Supplementary Figures, Figure S8C). 

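The 6 FA genes were all higher in KI than in WT microglia, without overlap between the genotypes. In edgeR's quasi-likelihood test, 4 of them passed FDR 0.05, and 6 when adjusted over the list alone, which the study chose on these samples. *Fabp7* (ENSMUSG00000019874, GRCm38 chromosome 10, 57784881 to 57788450, plus strand) averaged 2.91 ± 0.63 CPM in WT and 7.75 ± 1.28 CPM in KI mice (mean ± SD, n = 3 and 4, log2FC 1.41, SE 0.22, adjusted p 0.0054). *Fads2* (ENSMUSG00000024665, chromosome 19, 10062765 to 10101746, minus strand) rose from 38.5 ± 5.61 to 84.9 ± 27.5 CPM (log2FC 1.14, SE 0.25, adjusted p 0.0157). *Fabp5* (ENSMUSG00000027533, chromosome 3, 10012548 to 10016607, plus strand) rose from 8 ± 2.19 to 13.2 ± 0.479 CPM (log2FC 0.72, SE 0.18, adjusted p 0.0296). *Fasn* (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547, minus strand) rose from 47.2 ± 1.19 to 73.7 ± 15.5 CPM (log2FC 0.64, SE 0.17, adjusted p 0.0296). KI mouse 104 had 50.6 CPM *Fasn* and the other 3 KI mice 80.2 to 83 CPM. *Mgll* (ENSMUSG00000033174, chromosome 6, 88724412 to 88828360, plus strand) averaged 87.8 ± 3.6 CPM in WT and 122 ± 23.3 CPM in KI mice (log2FC 0.47, SE 0.15, adjusted p 0.0554, and 0.0147 to 0.0639 over the other scalings, filters and tools). *Fabp3* (ENSMUSG00000028773, chromosome 4, 130308595 to 130315463, plus strand) rose from 4.63 ± 0.191 to 6.81 ± 1.41 CPM (log2FC 0.55, SE 0.20, adjusted p 0.0899, and 0.0497 to 0.0999 over the other scalings, filters and tools). *Mgll* was called without KI mouse 104 (adjusted p 0.0258) or 84 (adjusted p 0.00974) and *Fabp3* without KI mouse 104 (adjusted p 0.0298). The exons of both genes overlap genes on the other strand.
*Fabp7* was called with each mouse left out. The other calls depended on single mice, with the adjusted p given in brackets. When WT mouse 101 was left out, the calls were lost for *Fasn* (0.0693) and *Fabp5* (0.0951). When WT mouse 102 was left out, the calls were lost for *Fasn* (0.0896), *Fads2* (0.0563) and *Fabp5* (0.111). When WT mouse 94 was left out, the call was lost for *Fasn* (0.0909). When KI mouse 136 was left out, the calls were lost for *Fasn* (0.0683) and *Fabp5* (0.0661). When KI mouse 139 was left out, the calls were lost for *Fasn* (0.0778) and *Fabp5* (0.0638). No FA gene kept a call once the change predicted from all 7 female A-/P wt/wt libraries was taken off, which has little power for a log2FC near 0.5. As a family (FABP), the 4 expressed fatty acid-binding protein genes had a median log2FC of 0.64 (camera, adjusted p 0.0315, and fry, adjusted p 0.00746). The paper names 3 of them as upregulated in these samples, so this list test is not independent evidence. The FABP list did not pass with camera without WT mouse 102 (adjusted p 0.0668) or KI mouse 84 (adjusted p 0.0733).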

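The PI3K genes *Pik3cd*, *Pik3cg*, *Pik3r5*, *Pik3ap1*, *Pik3r1* and *Pik3r4* were examined in the same KI and WT males. In edgeR's quasi-likelihood test, 4 of the 6 passed FDR 0.05, and 6 when adjusted over the list alone, which the study chose on these samples. The genotypes did not overlap for any of them. *Pik3cd* (ENSMUSG00000039936, GRCm38 chromosome 4, 149649168 to 149702571, minus strand) averaged 266 ± 7.63 CPM in WT and 179 ± 13.9 CPM in KI mice (mean ± SD, n = 3 and 4, log2FC −0.57, SE 0.10, adjusted p 0.0068). *Pik3cg* (ENSMUSG00000020573, chromosome 12, 32173473 to 32208659, minus strand) fell from 209 ± 4.16 to 139.8 ± 19.7 CPM (log2FC −0.58, SE 0.12, adjusted p 0.0129). *Pik3r5* (ENSMUSG00000020901, chromosome 11, 68432121 to 68497849, plus strand) fell from 152 ± 9.95 to 106 ± 14.5 CPM (log2FC −0.53, SE 0.12, adjusted p 0.0182). *Pik3ap1* (ENSMUSG00000025017, chromosome 19, 41272377 to 41385102, minus strand) fell from 248 ± 2.82 to 174 ± 26.3 CPM (log2FC −0.51, SE 0.12, adjusted p 0.0248). *Pik3r1* (ENSMUSG00000041417, chromosome 13, 101680563 to 101768217, minus strand) fell from 219.9 ± 1.79 to 179 ± 12.5 CPM (log2FC −0.30, SE 0.093, adjusted p 0.0578, and 0.0124 to 0.284 over the other scalings, filters and tools). *Pik3r4* (ENSMUSG00000032571, chromosome 9, 105642978 to 105687657, plus strand) fell from 45.3 ± 2.28 to 36 ± 3.21 CPM (log2FC −0.33, SE 0.10, adjusted p 0.0615, and 0.0334 to 0.252 over the other scalings, filters and tools). The latter genes passed without KI mouse 104 (adjusted p 0.0294 for *Pik3r1* and 0.0399 for *Pik3r4*).
The calls of the former 4 genes depended on single mice, with the adjusted p given in brackets. With WT mouse 101 left out, the calls were lost for *Pik3cg* (0.0769), *Pik3r5* (0.0978) and *Pik3ap1* (0.135). With WT mouse 102 left out, the calls were lost for *Pik3cd* (0.064), *Pik3cg* (0.0932), *Pik3r5* (0.131) and *Pik3ap1* (0.131). With WT mouse 94 left out, the calls were lost for *Pik3cg* (0.0789), *Pik3r5* (0.0771) and *Pik3ap1* (0.136). With KI mouse 136 left out, the call was lost for *Pik3ap1* (0.0582). With KI mouse 139 left out, the calls were lost for *Pik3r5* (0.054) and *Pik3ap1* (0.0654). None of these genes kept a call once the change predicted from all 7 female A-/P wt/wt libraries was taken off, but this correction has little power for falls of this size. Of 15 PI3K genes taken by their symbols, the 6 above included, 13 were lower in KI mice (median log2FC −0.25, camera, adjusted p 0.00216, and fry, adjusted p 0.00349). Their mean log2 CPM was 6.025 ± 0.018 in WT and 5.799 ± 0.052 in KI mice (exact two-sided permutation p 0.0286, the smallest possible with 3 mice against 4, adjusted p 0.0944). A fall specific to PI3K genes was not shown, since the 12 homeostatic microglia genes were lower in these mice as well (log2FC −0.528 to −0.257).

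**Figure D3:**
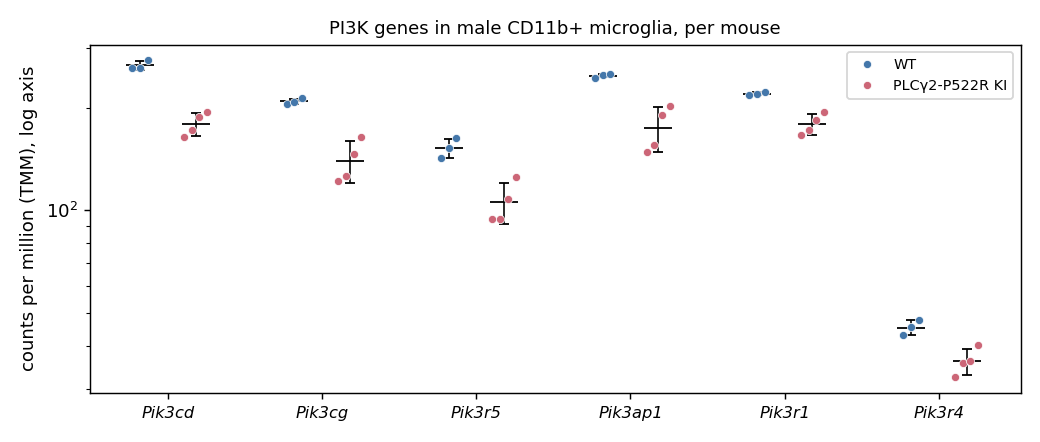
CPM (y axis, log scale, TMM) of 6 PI3K genes (x axis) in CD11b+ microglia of each male WT (n = 3) and KI (n = 4) mouse, with points for mice and bars for the mean ± SD. For each gene, all KI mice lie below all WT mice.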

Interestingly, several genes encoding PI3K subunits, *Pik3cd, Pik3cg, Pik3r5, Pik3ap1, Pik3r1,* and *Pik3r4,* were downregulated (Supplementary Figures, Figure S8C). Furthermore, several mitochondrial complex I (*Ndufa1, Ndufa2, Ndufc2, Ndufb8, Ndufs6, Ndufa4, Ndufa8, Ndufa5, Ndufa3,* and *Ndufb6*), complex II (*Sdha*), complex III (*Uqcrh, Uqcrq,* and *Uqcr10*), and complex IV (*Cox5a, Cox7a2, Cox7b, Cox6a1, Cox4i1, Cox6c, Cox5b, Cox6b1,* and *Cox7c*) genes as well as genes encoding other mitochondrial enzymes involved in FA oxidation (FAO, e.g., *Eci1*) were upregulated. 

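Of the 10 complex I genes, 7 passed FDR 0.05 in edgeR's quasi-likelihood test and 9 when adjusted over the list alone, with log2FC from 0.22 to 0.95. The study chose the genes of each complex on these samples. *Ndufa5* (ENSMUSG00000023089, GRCm38 chromosome 6, 24518666 to 24528013, minus strand) averaged 22.8 ± 3.37 CPM in WT and 44 ± 10.1 CPM in KI mice (mean ± SD, n = 3 and 4, log2FC 0.95, SE 0.19, adjusted p 0.0113). *Ndufb8* (ENSMUSG00000025204, chromosome 19, 44548572 to 44555440, minus strand) rose from 32.4 ± 3.12 to 57.1 ± 10.6 CPM (log2FC 0.82, SE 0.15, adjusted p 0.00962). The exons of *Ndufb8* overlap those of *Gm20538* on the same strand. *Ndufa2* (log2FC 0.48, adjusted p 0.0637, and 0.02 to 0.0679 over the other scalings, filters and tools), *Ndufb6* (log2FC 0.52, adjusted p 0.0815, and 0.046 to 0.0827) and *Ndufc2* (log2FC 0.22, adjusted p 0.376, and 0.369 to 0.417) did not pass. KI mouse 104 had 75.3 CPM *Ndufa2* and the other 3 KI mice 50.4 to 50.8 CPM. The complex II gene *Sdha* (ENSMUSG00000021577, chromosome 13, 74322254 to 74350280, minus strand) averaged 211 ± 9.26 CPM in WT and 254 ± 13.8 CPM in KI mice (log2FC 0.27, SE 0.10, adjusted p 0.0851, and 0.026 to 0.199 over the other scalings, filters and tools). All 3 complex III genes passed. *Uqcr10* (ENSMUSG00000059534, chromosome 11, 4701973 to 4704342, minus strand) rose from 29.1 ± 1.52 to 43.6 ± 5.24 CPM (log2FC 0.58, SE 0.12, adjusted p 0.0133). KI mouse 104 had 129 CPM *Uqcrh* (log2FC 0.48) and the other KI mice 90.5 to 96.1 CPM.
Of the 9 complex IV genes, 7 passed and 9 when adjusted over the list alone. *Cox6a1* (ENSMUSG00000041697, chromosome 5, 115345642 to 115348981, minus strand) rose from 199 ± 15.5 to 476 ± 115 CPM (log2FC 1.26, SE 0.20, adjusted p 0.0052). *Cox4i1* (ENSMUSG00000031818, chromosome 8, 120668222 to 120674207, plus strand) rose from 267 ± 18 to 527 ± 92.5 CPM (log2FC 0.98, SE 0.15, adjusted p 0.0054). *Cox7a2* had a log2FC of 0.70, with 63.9 CPM in KI mouse 104 and 49.1 to 50.6 CPM in the other KI mice. *Cox5a* (log2FC 0.41, adjusted p 0.053, and 0.0231 to 0.0551 over the other scalings, filters and tools) and *Cox7b* (log2FC 0.38, adjusted p 0.0511, and 0.0222 to 0.0621) did not pass. *Eci1* (ENSMUSG00000024132, chromosome 17, 24426641 to 24439348, plus strand) rose from 17.7 ± 1.1 to 23.9 ± 1.53 CPM (log2FC 0.43, SE 0.11, adjusted p 0.0294). The exons of *Ndufa2*, *Ndufa3*, *Ndufb6*, *Ndufs6*, *Cox5a*, *Cox6c* and *Cox4i1* overlap genes on the other strand.
*Cox4i1*, *Cox5b*, *Cox6a1*, *Cox6c* and *Cox7a2* were called with each mouse left out. The other calls depended on single mice, with the adjusted p given in brackets. Without WT mouse 101, the calls were lost for *Ndufa1* (0.0706), *Ndufs6* (0.0572), *Ndufa4* (0.0646), *Ndufa8* (0.0687), *Ndufa3* (0.0826), *Uqcrh* (0.146), *Uqcrq* (0.0872), *Uqcr10* (0.0603), *Cox6b1* (0.0579), *Cox7c* (0.0827) and *Eci1* (0.103). Without WT mouse 102, the calls were lost for *Ndufa1* (0.0895), *Ndufb8* (0.0501), *Ndufs6* (0.0955), *Ndufa4* (0.07), *Ndufa8* (0.0989), *Ndufa5* (0.0566), *Ndufa3* (0.157), *Uqcrh* (0.15), *Uqcrq* (0.0932), *Uqcr10* (0.0738), *Cox6b1* (0.0754), *Cox7c* (0.107) and *Eci1* (0.109). Without WT mouse 94, the calls were lost for *Ndufa3* (0.084), *Uqcrh* (0.093), *Uqcrq* (0.0624), *Cox6b1* (0.0537), *Cox7c* (0.0658) and *Eci1* (0.069). Without KI mouse 136, the calls were lost for *Ndufa3* (0.0689), *Uqcrh* (0.0674) and *Eci1* (0.0617). Without KI mouse 139, the calls were lost for *Ndufs6* (0.0623), *Ndufa8* (0.0623), *Ndufa3* (0.079), *Uqcrh* (0.0642), *Uqcrq* (0.0512), *Cox7c* (0.0669) and *Eci1* (0.0714). Without KI mouse 104, *Ndufa2* (adjusted p 0.0196), *Sdha* (0.0403), *Cox5a* (0.0288) and *Cox7b* (0.0292) were called in addition, as was *Cox5a* without KI mouse 84 (0.0478). No mitochondrial gene kept a call once the change predicted from all 7 female A-/P wt/wt libraries was taken off, although the correction has little power for a log2FC of 0.5 or less.
All expressed genes of each complex were also tested as lists. In KI mice, 37 of 37 nuclear complex I genes were higher (median log2FC 0.36, camera, adjusted p 2.86e-06, and fry, adjusted p 0.0502), as were 4 of 4 complex II genes (0.22, camera, 0.268). Of the nuclear complex III genes, 8 of 8 were higher (0.34, camera, 0.0106, and fry, 0.0332), and of the nuclear complex IV genes 13 of 14 (0.67, camera, 3.21e-06, and fry, 0.026). The same held for 17 of 17 complex V genes (0.39, camera, 0.000346, and fry, 0.0367) and 13 of 13 genes of the mitochondrial DNA (1.27, camera, 8.52e-11, and fry, 0.0298). Per mouse, the mean log2 CPM was 4.942 ± 0.084 in WT and 5.338 ± 0.18 in KI mice for complex I and 5.615 ± 0.074 and 5.994 ± 0.145 for complex III. It was 4.856 ± 0.137 and 5.456 ± 0.164 for complex IV and 6.008 ± 0.071 and 6.381 ± 0.161 for complex V. Each of these 4 lists had an exact two-sided permutation p of 0.0286, the smallest possible (adjusted p 0.0944). For the mitochondrial DNA, the means were 7.343 ± 0.222 and 8.585 ± 0.445 (exact p 0.0571, adjusted p 0.111).

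**Figure D4:**
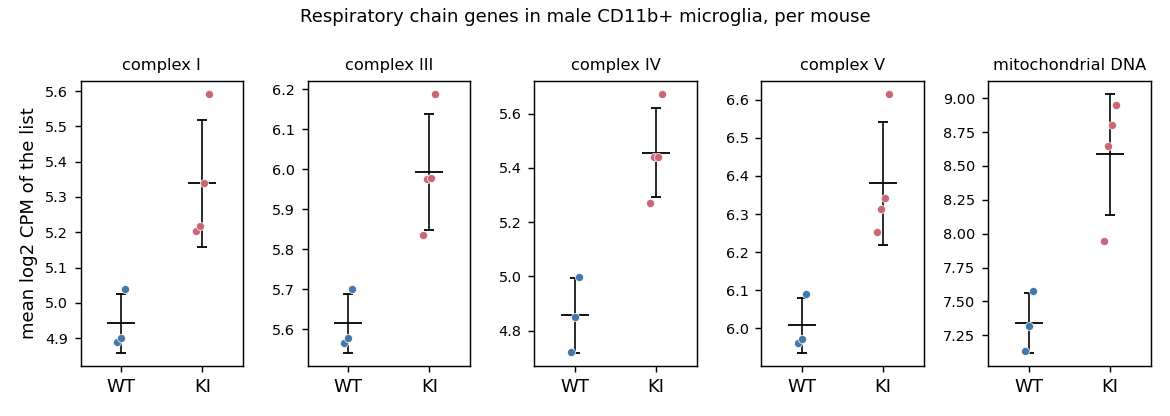
Mean log2 CPM (y axis, each panel with its own range) of the genes of complexes I, III, IV and V and of the mitochondrial DNA in CD11b+ microglia of each male WT (n = 3) and KI (n = 4) mouse (x axis), with points for mice and bars for the mean ± SD. All KI mice lie above all WT mice in the panels shown.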

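The inflammatory genes *Tlr9*, *Tlr3*, *P2rx4*, *P2rx7* and *Casp8* were compared in the same males. The genotypes did not overlap for any of them, and 4 of the 5 passed FDR 0.05 in edgeR's quasi-likelihood test (5 when adjusted over the list alone, which the study chose on these samples). *Tlr9* (ENSMUSG00000045322, GRCm38 chromosome 9, 106222598 to 106226883, plus strand) averaged 122 ± 6.64 CPM in WT and 71.7 ± 8.26 CPM in KI mice (mean ± SD, n = 3 and 4, log2FC −0.77, SE 0.11, adjusted p 0.00394). *P2rx7* (ENSMUSG00000029468, chromosome 5, 122643911 to 122691432, plus strand) fell from 185 ± 6.12 to 134 ± 14.1 CPM (log2FC −0.46, SE 0.10, adjusted p 0.0191). *Casp8* (ENSMUSG00000026029, chromosome 1, 58795374 to 58847503, plus strand) fell from 111 ± 0.68 to 83.2 ± 9.56 CPM (log2FC −0.41, SE 0.10, adjusted p 0.027, and 0.00521 to 0.0809 over the other scalings, filters and tools). *Tlr3* (ENSMUSG00000031639, chromosome 8, 45395665 to 45411080, minus strand) fell from 65.4 ± 2.16 to 48.9 ± 5.76 CPM (log2FC −0.42, SE 0.11, adjusted p 0.0301, and 0.00677 to 0.0792 over the other scalings, filters and tools). *P2rx4* (ENSMUSG00000029470, chromosome 5, 122707544 to 122729738, plus strand) fell from 68 ± 3.53 to 52.8 ± 6.89 CPM (log2FC −0.37, SE 0.12, adjusted p 0.0594, and 0.039 to 0.168 over the other scalings, filters and tools). *P2rx4* passed without KI mouse 104 (adjusted p 0.00726). The exons of *Tlr3* overlap a gene on the other strand and those of *P2rx7* overlap *Mir8115* on the same strand. *Tlr9* was called with each mouse left out. The other calls depended on single mice, with the adjusted p given in brackets. When WT mouse 101 was left out, the calls were lost for *Tlr3* (0.145), *P2rx7* (0.128) and *Casp8* (0.148). When WT mouse 102 was left out, the calls were lost for *Tlr3* (0.181), *P2rx7* (0.132) and *Casp8* (0.157). When WT mouse 94 was left out, the calls were lost for *Tlr3* (0.137), *P2rx7* (0.102) and *Casp8* (0.148). When KI mouse 136 was left out, the calls were lost for *Tlr3* (0.0596) and *Casp8* (0.0628). When KI mouse 139 was left out, the calls were lost for *Tlr3* (0.0811), *P2rx7* (0.0539) and *Casp8* (0.079). When KI mouse 84 was left out, the calls were lost for *Tlr3* (0.0867) and *Casp8* (0.0787). None of these genes kept a call once the change predicted from all 7 female A-/P wt/wt libraries was taken off, and the power for falls near 0.5 is low with this correction.
All 12 Toll-like receptor genes were lower in KI mice (median log2FC −0.50, camera, adjusted p 2.73e-05, and fry, adjusted p 0.0164), 5 of them called and 8 when adjusted over the list alone. Their mean log2 CPM was 5.173 ± 0.041 in WT and 4.665 ± 0.142 in KI mice (exact two-sided permutation p 0.0286, the smallest possible, adjusted p 0.0944). Homeostatic microglia genes fell in the same mice (12 genes, log2FC −0.528 to −0.257). The Toll-like receptor score minus the homeostatic score did not differ between the genotypes in a test tried afterwards (exact two-sided permutation p 0.83). A fall specific to Toll-like receptors was therefore not shown.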

Finally, the downregulated DEGs in PLCγ2-P522R KI microglia related to the inflammatory response, TLR signaling and the IFN-α response included *Tlr9, Tlr3, P2rx4, P2rx7,* and *Casp8* (Fig. 8B). Conversely, similar RNA-seq analysis of CD11b+ microglia from female mice did not yield as prominent results as microglia from male mice did (Supplementary Figures, Figure S8E). Thus, we decided to focus on assessing microglia isolated from males via proteomic analyses instead of microglia isolated from females to increase the likelihood of detecting significant changes owing to the PLCγ2-P522R variant.

**Fig. 8:**
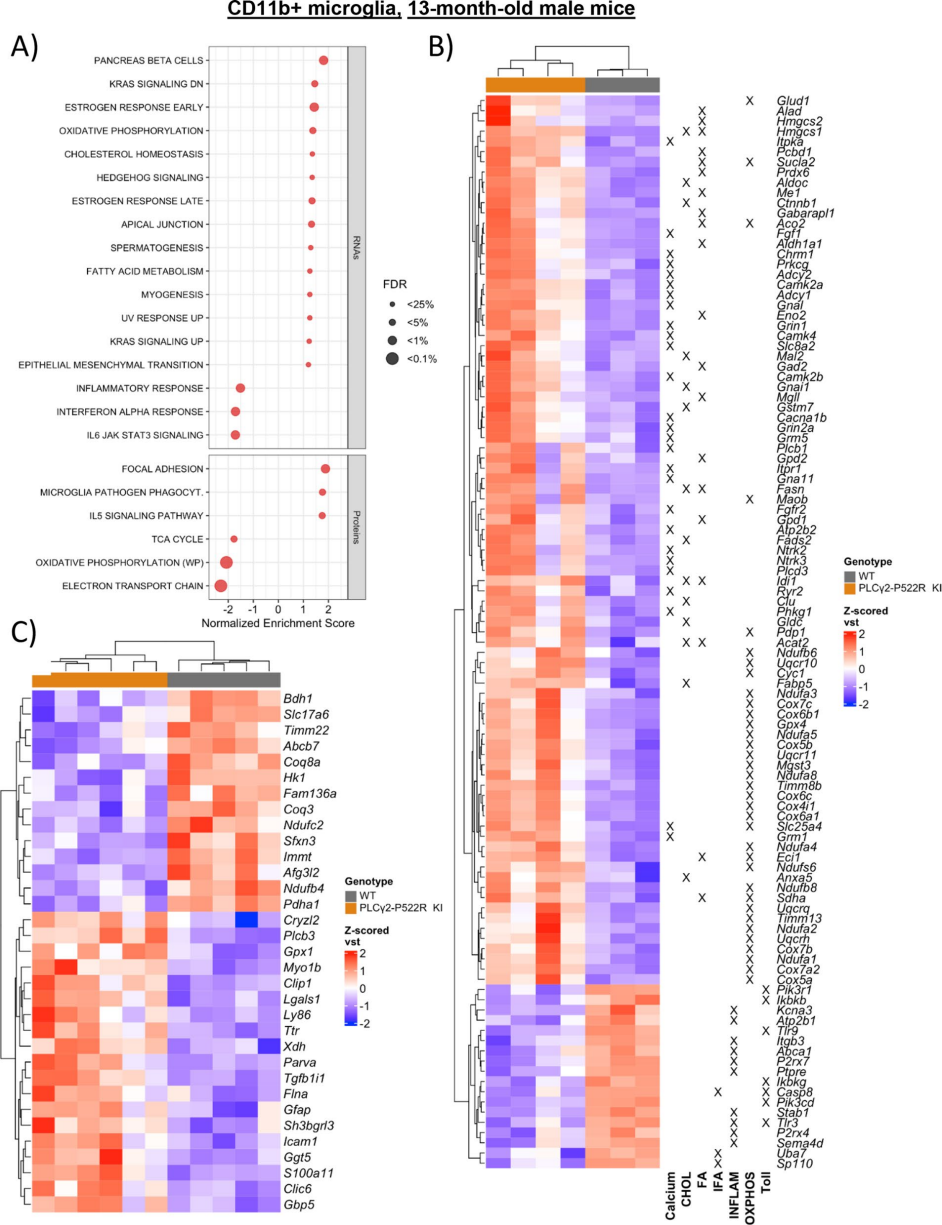
Fatty acid metabolism and mitochondrial function-related targets are upregulated in male mouse PLCγ2-P522R microglia. **A** Dot plot of normalized enrichment scores for enriched and depleted gene sets in enrichment analyses by GSEA for gene (MSigDB Hallmark, FDR < 0.25) and protein (Wikipathways, FDR < 0.05) expression in CD11b+ microglia isolated from 13-month-old PLCγ2-P522R KI and wild-type (WT) mice. **B** Heatmap of z scored vst-normalized expression of up- and downregulated differentially expressed genes (DEGs) that were core enrichment genes in a GSEA of gene sets for calcium signaling (Calcium), cholesterol homeostasis (CHOL), fatty acid metabolism (FA), the IFN-α response (IFA), the inflammatory response (INFLAM), oxidative phosphorylation (OXPHOS), and Toll-like receptor signaling (Toll). **C** Heatmap of z scored vs. normalized expression of significantly up- and downregulated differentially expressed proteins (DEPs, expressed as their encoding gene symbols) derived from a proteomics study. RNA WT n = 3 and PLCγ2-P522R KI n = 4; protein WT n = 5 and PLCγ2-P522R KI n = 6

Proteomic analysis revealed 34 differentially expressed proteins (DEPs, FDR 0.05), 14 of which were downregulated and 20 of which were upregulated in male PLCγ2-P522R KI microglia compared with WT microglia (Fig. 8C; Supplementary Figures, Figure S8B). DEPs and biological pathways were only mildly associated with changes detected in gene expression. In contrast to gene expression, core enriched proteins related to oxidative phosphorylation were downregulated in the proteomics dataset **(**Fig. 8C). In contrast, proteins related to FA oxidation were mildly upregulated in PLCγ2-P522R KI microglia, which was similar to what was observed at the gene expression level (Supplementary Figures, Figure S8D). Together, the results of the RNA and proteomic analyses suggest that pathways related to calcium signaling, the inflammatory/IFN response, mitochondrial oxidative metabolism (FAO), and lipid/FA metabolism are modulated in acutely isolated microglia from male mice carrying the PLCγ2-P522R variant.

### PLCγ2-P522R variant improves lipid processing in mouse primary microglia

The downregulation of genes involved in LD dynamics, including *FABPs*, has been shown to be associated with lipid accumulation and impaired mitochondrial function in TREM2 KO and PLCγ2 KO iMGLs [6, 8]. As several genes associated with LD accumulation (*Pi3k* subunits) and LD lipolysis (e.g., *Fabp*) were differentially expressed in CD11b+ PLCγ2-P522R KI mouse microglia (Supplementary Figures, Figure S8C), we next addressed whether the PLCγ2-P522R variant influences LD accumulation under LPS- and myelin-induced stress conditions. Both LPS and myelin have previously been shown to cause lipid dyshomeostasis and promote LD accumulation in similar models [10, 51]. Compared with no treatment, LPS and even more myelin treatment increased the number of LD-positive microglia, whereas genotype had no effect on the percentage of LD-accumulating microglia (Fig. 9). However, the size of the LDs was clearly smaller in PLCγ2-P522R KI microglia than in WT microglia (p < 0.0001) upon myelin treatment. A similar but nonsignificant trend was also detected in LPS-treated microglia. These findings suggest that PLCγ2-P522R KI reduces the buildup of LDs in microglia under conditions of cellular stress.

**Fig. 9:**
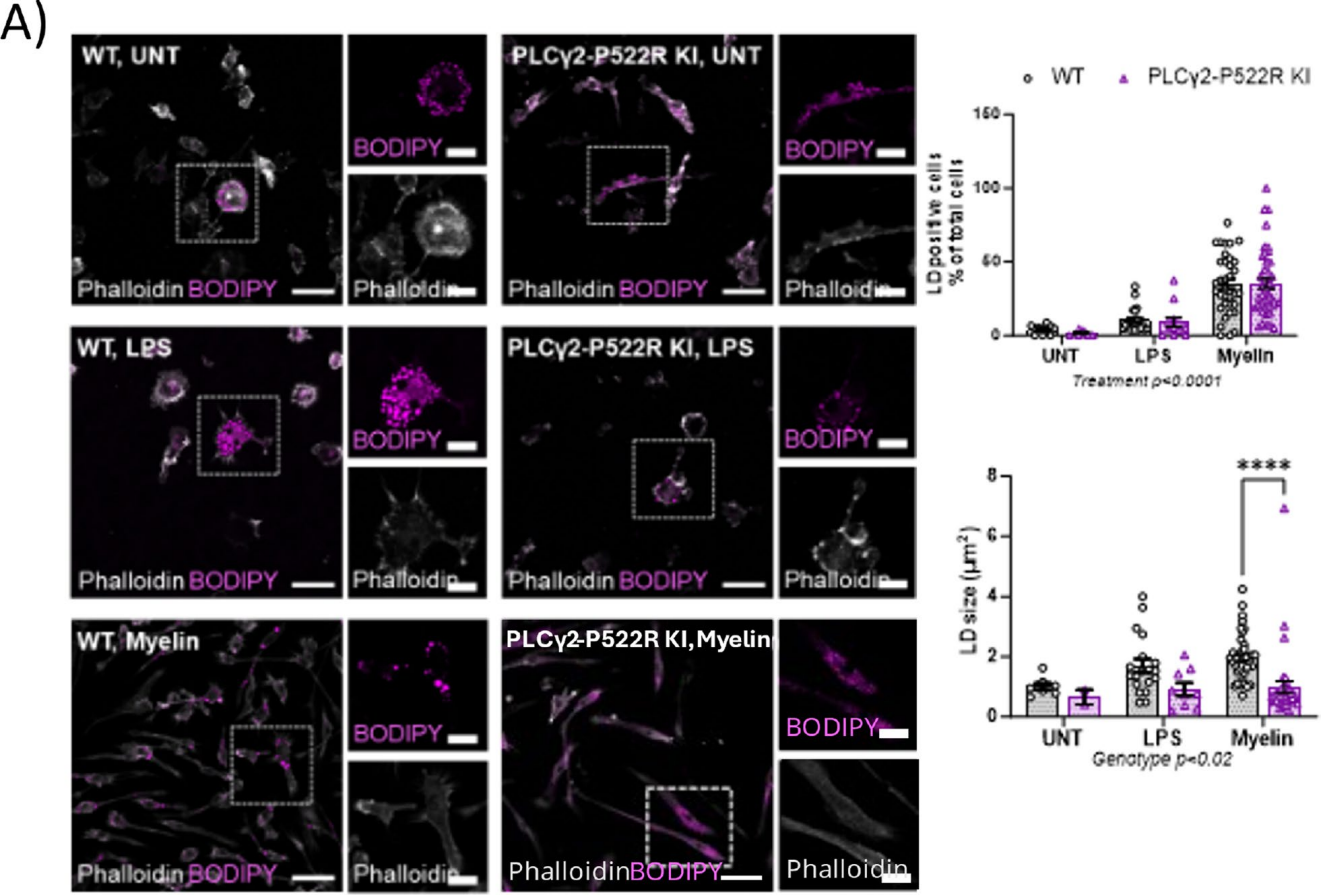
PLCγ2-P522R variant changes lipid accumulation in mouse primary microglia. **A** The percentage of lipid droplet (LD)-positive cells was greater in mouse primary microglia after 24 h of lipopolysaccharide (LPS) and 48 h of myelin treatment than in untreated cells (UNT). The percentage of LD-positive cells did not differ between wild-type (WT) and PLCγ2-P522R knock-in (KI) microglia. PLCγ2-P522R KI decreases the size (µm^2^) of individual LDs under myelin-treated conditions (****p < 0.0001). n (analyzed images) WT UNT n = 11, LPS n = 22, myelin n = 42; PLCγ2-P522R KI UNT n = 6, LPS n = 12, myelin n = 35. Two-way ANOVA with Tukey’s multiple comparisons test. All the data are presented as the means ± SEMs

### PLCγ2-P522R variant improves mitochondrial function in human microglial models

To assess whether PLCγ2-P522R-driven mechanisms are translated into human microglial models, we conducted RNA sequencing of human MDMi cells derived from PLCγ2-P522R variant carriers (CG) and matched control individuals (CC) under untreated conditions and after myelin and LPS treatments. Compared with those in CC MDMi cells, only 11 significantly altered DEGs were identified in the untreated group, and 10 DEGs were identified in the myelin-treated group in the CG (Fig. 10A-B). LPS had the most robust effect on gene expression, resulting in 236 DEGs in CG cells compared with CC cells (Fig. 10C). Under LPS-treated conditions, gene enrichment analysis revealed the enrichment of oxidative phosphorylation and MYC targets (V1 and V2) in the upregulated DEGs, whereas pathways related to the inflammatory response, TNF-α signaling, the IFN-γ response, and KRAS signaling were most clearly enriched pathways in the downregulated DEGs in the MDMis of CG carriers (Fig. 10D). The core enriched genes in the oxidative phosphorylation pathway included *ACADVL,* an enzyme regulating FA oxidation; the mitochondrial complex I gene; *NDUFB7;* mitochondrial ATP synthase; *ATP5MC1*; and *FXN,* a gene associated with mitochondrial iron transport and respiration (Fig. 10E). Upregulated genes linked to the MYC target pathway and involved in RNA regulation included *FARSA, MRTO4,* and *WDR74*. Several IFN (*IRF9, IRF4, and STAT4*), TNF (*TNFAIP2, TNFAIP3, and TNFAIP6*) and IL (*IL1-α and IL-7R*) family members, immune sensors (*CD14, TLR8, TLR2, and NLRP3*), and related transcription factors (*NFKB1 and NFAT5*) were downregulated and associated with the enriched pathways. To examine whether a reduction in inflammatory cytokine expression can be detected at the protein level, IL-6 and TNF-α levels were measured in the conditioned medium of LPS-treated MDMi cells. However, no significant changes were found in the levels of either of the cytokines (Supplementary Figures, Figure S9A). Together with findings in mouse CD11b+ microglia, these data confirm a central role for PLCγ2-P522R in the regulation of genes associated with mitochondrial function and FA oxidation as well as inflammatory/IFN responses.

**Fig. 10:**
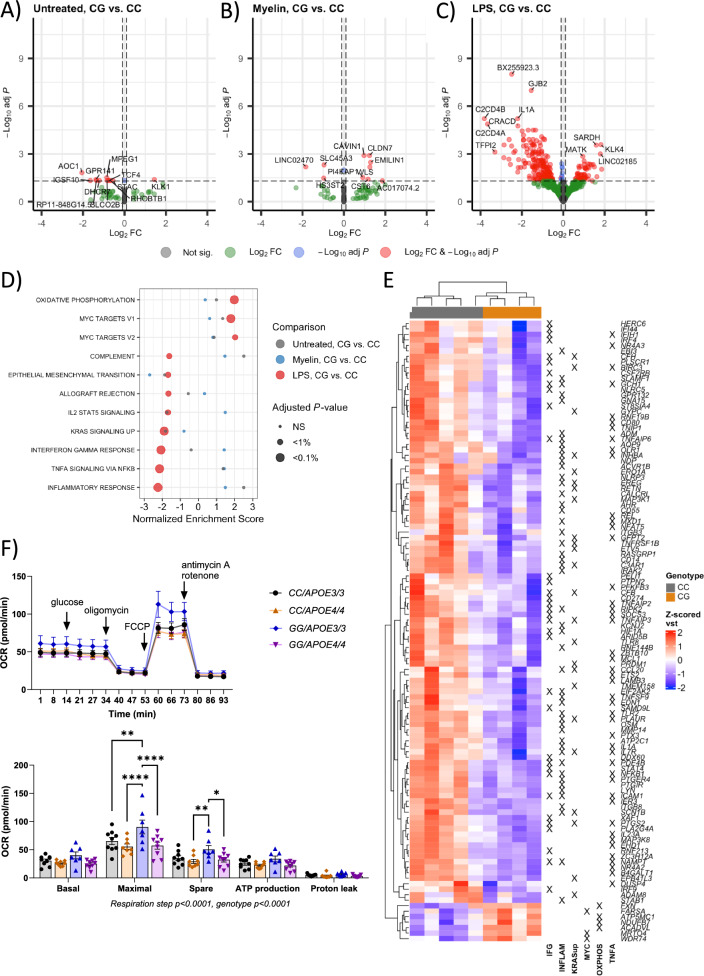
PLCγ2-P522R variant improves mitochondrial function in human microglial models. Volcano plot of differentially expressed genes (DEGs) in blood monocyte-derived microglia-like cells (MDMi) from PLCγ2-P522R variant carriers (CG) and matched controls (CC) under **A**) untreated (UNT), **B** myelin-treated and **C** lipopolysaccharide (LPS)-treated conditions. FDR < 0.05. Horizontal dashed line: adjusted p value of 0.05; vertical dashed lines: |log2FC|= 0.1. **D** Dot plot of normalized enrichment scores for enriched and depleted gene sets in enrichment analyses by GSEA for gene (hallmarks, FDR < 0.25) expression in MDMi cells of CG and CC individuals upon UNT, LPS, and myelin treatments. **E** Heatmap of z scored vst-normalized expression of up- and downregulated DEGs in the LPS-treated condition that were core enrichment genes in a GSEA of gene sets for the IFN-γ response (IFG), inflammatory response (INFLAM), Kras signaling up (KRASup), MYC-target (MYC), oxidative phosphorylation (OXPHOS), and TNF-α signaling (TNFA). UNT CC n = 5 and CG n = 4; Myelin CC n = 5 and CG n = 4; LPS CC n = 5 and CG n = 4. **F**) The mitochondrial oxygen consumption rate (OCR, maximal respiration and spare respiratory capacity) is greater in homozygous PLCγ2-P522R (GG)-induced pluripotent stem cell-derived microglia (iMGL) than in isogenic controls (CCs) with the *APOE3/3* genetic background but not the *APOE4/4* genetic background. iMGL n = 1 line per group, 7–9 technical replicates per line. Two-way ANOVA with Tukey’s multiple comparisons test. The data are presented as the means ± SEMs

To further investigate mitochondrial function in human microglia, we employed PLCγ2-P522R homozygous (GG) iMGLs and isogenic control lines (CCs) with *APOE3/3* or *APOE4/4* backgrounds (Supplementary Figures, Figure S9B-C). In general, the mitochondrial OCR significantly differed between the genotypes (p < 0.0001). Specifically, maximal respiration was greater in PLCγ2-P522R *GG*/*APOE3/3* iMGLs than in all the other groups (*CC/APOE3/3* p = 0.001, *CC/APOE4/4* p < 0.0001, *CG/APOE4* p < 0.0001) (Fig. 10F). In addition, the spare respiratory capacity was significantly greater in *GG*/*APOE3/3* cells than in *CC/APOE4/4* (p = 0.009) and *GG/APOE4/4* (p = 0.027) iMGLs. However, PLCγ2-P522R did not increase mitochondrial respiration in the *APOE4/4* background. Taken together, both the mouse and human data in this study point toward promoted lipid/FA metabolism and improved mitochondrial function in microglia from individuals carrying PLCγ2-P522R variant.

## Discussion

PLCγ2-P522R is a well-established variant that reduces the risk for LOAD and was recently shown to mitigate β-amyloid pathology in the 5XFAD mouse model of AD [2, 14, 17]. In line with these findings, we now demonstrate that PLCγ2-P522R variant decreases the β-amyloid plaque count and coverage in the brain tissue of female APP/PS1 mice, which is a less aggressive mouse model of AD as compared to 5XFAD mouse model. This decrease was associated with increased microglial activation and microglial area around β-amyloid plaques as well as decreased formation of β-amyloid plaque-associated neuronal dystrophy, as shown by 22C11 IHC staining. Importantly, at the mechanistic level, the PLCγ2-P522R variant upregulated pathways related to lipid/FA metabolism and mitochondrial function in several different PLCγ2-P522R mouse and human microglial models. Conversely, signaling pathways related to the inflammatory response were suppressed in these models.

In 5XFAD mice carrying the PLCγ2-P522R variant, the size of β-amyloid plaques was reduced and the plaque morphology shifted from diffuse to a more compacted form [17]. In contrast, another study revealed no differences in the β-amyloid plaque load or microglial internalization of β-amyloid in 5XFAD mice transplanted with human PLCγ2-P522R iMGLs [16], highlighting the importance of additional studies in different models to comprehensively characterize the role of the PLCγ2-P522R variant in the cellular processes relevant for AD. In the current study, the number of X-34-positive compact plaques was reduced in the brain tissues of 13-month-old female APP/PS1 mice carrying the PLCγ2-P522R variant. Instead, the ratio of 6E10-positive diffuse plaques and X-34-positive compact plaques as well as the sizes of the individual plaques and the levels of soluble and insoluble Aβ remained unaffected. Furthermore, in contrast to what was reported in 5XFAD mice [17], the PLCγ2-P522R variant did not change the colocalization of 6E10 and IBA1, suggesting that the uptake of diffuse β-amyloid remained unaltered in these mice. This discrepancy may be related to the fact that the APP/PS1 mice in the present study were analyzed at the age of 13 months, which contrasts with the results of the analyses of 7.5-month-old 5XFAD mice. By this age, APP/PS1 mice are typically at an advanced stage of pathology, with extensive β-amyloid plaque deposition, whereas 7.5-month-old 5XFAD mice may exhibit different pathological features, such as early plaque formation and initial microglial responses. Despite this, we detected a significant increase in the area of microglia around β-amyloid plaques, which was accompanied by a reduced number of dystrophic neurites, indicative of decreased β-amyloid-driven axonal damage [44–47]. Importantly, we did not detect significant changes in other well-established markers of neuronal dystrophy, such as the p-Tau/total Tau ratio in the tissue lysates we studied. Thus, more detailed morphological analyses are needed to conclusively determine the beneficial effects of the PLCγ2-P522R variant on synaptic, axonal and neuronal pathologies under β-amyloid-driven conditions.

In recent years, a critical role for transcriptional changes in microglial activation has been highlighted, and unique RNA signatures are used to identify distinct microglial subpopulations [5, 52]. Accordingly, specific RNA signatures highlighting antigen presentation or microglial activation and responsiveness to β-amyloid pathology have been described in PLCγ2-P522R chimeric and endogenous 5XFAD models, respectively [16, 17]. To our surprise, the PLCγ2-P522R variant did not promote transcriptional changes in the bulk cortex or in isolated CD11b+ microglia of APP/PS1 mice. One possible reason for this outcome is that single-cell resolution or spatial analyses focusing on plaque-associated microglia may be needed to reveal potentially subtle expression changes induced by the PLCγ2-P522R variant in the APP/PS1 model. Compared with the APP/PS1 model, which has a milder phenotype, the 5XFAD model is known for its aggressive β-amyloid pathology, which may elicit stronger microglial responses and more pronounced transcriptional changes. Furthermore, RNA sequencing was carried out at different ages in APP/PS1 (13-month-old) and 5XFAD (7.5-month-old) mice, which may represent different stages of pathologies and microglial responses analyzed in these studies.

Deficiency of PLCγ2 in human iPSC-derived macrophages leads to reduced migration and adhesion, which is associated with decreased expression of fibronectin and a specific set of integrin genes [50]. Given these findings, we assessed the expression status of these genes as well as other relevant genes linked to cell motility in acutely isolated microglia from 13-month-old female A+/P^ki/ki^ and A+/P^wt/wt^ mice. Although we did not observe significant changes in the pathway enrichment analysis, several genes linked to cell motility showed a subtle increase in their expression in PLCγ2-P522R microglia. In line with this observation, proteomics analysis of microglia acutely isolated from 13-month-old male PLCγ2-P522R KI and wild-type mice without the APP/PS1 background revealed significant upregulation of focal adhesion-associated proteins in PLCγ2-P522R microglia. Collectively, these findings suggest that the observed increase in the area of microglia around β-amyloid plaques in female A+/P^ki/ki^ mice could be due to the increased clustering of activated microglia around β-amyloid plaques. Relatedly, previous studies have demonstrated that the PLCγ2-P522R variant also increases the phagocytosis of Aβ 1–42 in both mouse microglia and human iPSC models [17, 53, 54]. To address this aspect, we assessed the expression status of genes linked to microglial phagocytosis in acutely isolated microglia from 13-month-old female A+/P^ki/ki^ and A+/P^wt/wt^ mice. This analysis also revealed a subtle increase in the expression of phagocytosis genes in PLCγ2-P522R microglia, although this change was not statistically significant in the pathway enrichment analysis. Similarly, proteomics analysis of microglia acutely isolated from 13-month-old male PLCγ2-P522R and wild-type mice without the APP/PS1 background revealed the upregulation of genes involved in microglial phagocytosis of pathogens in PLCγ2-P522R microglia. Together with increased microglial PET signals in the brain tissue of 13-month-old female mice, these findings suggest that the PLCγ2-P522R variant enhances microglial activation and shifts microglia to a more β-amyloid-responsive state, including increased phagocytotic activity of Aβ. This then leads to enhanced barrier formation around β-amyloid plaques, which protects the surrounding neuronal population. Thus, the protective PLCγ2-P522R variant may exert similar beneficial effects on the functions of microglia as those previously reported with a TREM2-activating antibody in different AD disease models [8]. Importantly, our current findings are primarily based on female A+/P^ki/ki^ mice. In contrast, omics-based analyses of male PLCγ2-P522R microglia without the APP/PS1 background revealed more pronounced effects on PLCγ2-P522R microglia than female PLCγ2-P522R microglia. This raises the question of potential sex-dependent differences in immune cell functions related to the PLCγ2-P522R variant, indicating the need for further studies in male A+/P^ki/ki^ mice. This notion is also supported by a recent study that revealed that the PLCγ2-P522R variant modulates mouse peripheral macrophage functions in a sex-dimorphic manner [55].

Although PLCγ2-P522R reduced β-amyloid deposition and associated neuronal pathologies, there was no evident improvement in learning and memory functions in the APP/PS1 mice. The most robust manifestation of the behavioral phenotype associated with PLCγ2-P522R was observed in the passive avoidance task. The tendency of PLCγ2-P522R mice to rush into the dark despite having mild foot shock a day earlier can stem from changes in four CNS systems that regulate 1) the pain threshold, 2) spontaneous motor activity, 3) memory, and 4) the level of anxiety. The threshold to react to an electric foot shock did not differ between the genotypes. The total distance traversed in a new test box also did not differ. The ‘gold standard’ spatial memory test, the Morris water maze test, revealed robust impairment associated with the APP/PS1 genotype but no effect of PLCγ2-P522R. When these issues are excluded, changes in anxiety level remain the most plausible explanation for the passive avoidance test results. This interpretation is supported by direct evidence of increased anxiety in PLCγ2-P522R mice. First, before passive avoidance memory testing, we observed that the PLCγ2-P522R mice spent significantly less time in the illuminated chamber than the other groups did. Second, after receiving foot shock, PLCγ2-P522R mice walked backward in a crab-like manner, which can be interpreted as an attempt to retreat from the daunting environment. Third, during activity monitoring, the PLCγ2-P522R mice avoided the center of the arena more than the control mice did. Fear and anxiety are essential emotions that aid in the survival of species such as mice living under constant threat from predators in the wild [56]. Furthermore, increasing evidence has shown that microglial activation may be a key driver of the anxiety phenotype in mice [57]. Together, these findings suggest that the PLCγ2-P522R variant promotes an anxiety phenotype in APP/PS1 mice, which may promote longevity via protection against environmental threats through mechanisms associated with altered microglial functions.

We previously showed that PLCγ2-P522R KI mouse macrophages respond more efficiently to LPS- and IFNγ-induced inflammation than wild-type cells do [7]. Accordingly, PLCγ2 KO inhibited the LPS-induced inflammatory response in human iMGLs [6], suggesting that PLCγ2 is central for TLR-mediated acute inflammatory signaling. In the present study, RNA sequencing revealed the downregulation of inflammatory and interferon signaling pathways and a similar trend in secreted IL-6 and TNF-α levels in human MDMi cells after LPS treatment. The different cell types and/or varying LPS doses used in these studies may at least partially explain the downregulation of the inflammatory response in MDMi cells. In line with the MDMi data, the PLCγ2-P522R variant slightly reduced inflammatory cytokine levels in the temporo-occipital cortex and hippocampus of APP/PS1 mice and led to suppression of inflammatory and interferon signaling pathways in CD11b+ microglia isolated from 13-month-old mice without AD-associated stress. These findings suggest that the PLCγ2-P522R variant suppresses the proinflammatory activation associated with chronic β-amyloid deposition (APP/PS1 mice), aging (CD11b+ microglia) or a low inflammatory stimulus (MDMi). Overall, the protective PLCγ2-P522R variant is most likely centrally involved in the regulation of the inflammatory response, although the effect size and direction may be context dependent.

Microglia rely on the flexible use of diverse energy sources, including FAs, to perform numerous immune functions efficiently and to maintain tissue homeostasis [58]. Under energy-demanding conditions, FAs are released from their main intracellular lipid storage units, known as LDs, which mainly contain triglycerides and cholesterol esters. Free FAs are then transported to mitochondria, where they are used to fuel mitochondrial oxidative phosphorylation in a process called FA β-oxidation (FAO) [58]. Conversely, aged or stressed microglia present a buildup of intracellular LDs, deterioration of mitochondrial efficiency, and downregulation of oxidative phosphorylation-related genes [59, 60]. Reduced accumulation of LDs was observed in the present study in PLCγ2-P522R KI mouse microglia upon myelin and, to a lesser extent, LPS treatment, suggesting that the PLCγ2-P522R variant enhances lipid metabolism under different stress conditions. Accordingly, several DEGs (e.g., *Fabp3, Fabp5, Fabp7, Mgll, and Eci1*) and biological pathways (β-oxidation and FAO) identified from RNA sequencing and proteomics data directly indicate enhanced lipid metabolism and FAO in acutely isolated adult PLCγ2-P522R mouse microglia. In line with the present findings, depletion of either TREM2 or PLCγ2 has previously been shown to increase lipid accumulation and impair mitochondrial respiration via the suppression of lipid regulatory genes, including *FABP5* [6, 8, 61]. Here, several genes encoding fatty acid-binding proteins (Fabp3, Fabp5, and Fabp7), which play a role in lipid droplet lipolysis and the transport of free fatty acids to mitochondria for energy production [62], were found to be upregulated in PLCγ2-P522R mouse microglia. Additionally, the gene *Mgll*, which encodes monoacylglycerol lipase responsible for the final step in triglyceride hydrolysis to free fatty acids [63], along with *Eci1*, an enoyl-CoA delta isomerase 1 involved in mitochondrial fatty acid oxidation, was also upregulated in PLCγ2-P522R mouse microglia. PI3K-AKT signaling is another key regulator of lipid metabolism, and PI3K inhibitors have been shown to efficiently block the accumulation of LDs in numerous studies and in several study models [9, 64, 65]. In this context, we have previously shown that AKT activation is decreased in the PLCγ2-P522R mouse brain, possibly due to increased consumption of PIP_2_ by PLCγ2 and consequently reduced PIP_3_ resources for promoting PI3K-AKT signaling [7]. In line with this finding, RNA sequencing revealed that several genes encoding PI3K subunits were downregulated in adult PLCγ2-P522R KI mouse microglia compared with WT microglia. Although further studies are needed to confirm the connection between the in vitro and in vivo findings, it is possible that the reduced accumulation of LDs observed in the present study is at least partially mediated via reduced lipid storage due to the inhibition of PI3K-AKT signaling and/or increased LD lipolysis due to the increased expression of *Fabps*.

Importantly, these observations were further supported by transcriptomic and functional evidence from human microglial models, which revealed the upregulation of oxidative phosphorylation, FAO, and mitochondrial respiration-related genes in MDMi cells from PLCγ2-P522R variant carriers and increased mitochondrial respiration in homozygous PLCγ2-P522R iMGL lines with *APOE*3/3 but not in those from the *APOE*4/4 background. These findings indicate that the protective PLCγ2-P522R variant cannot fully counteract the negative effects of *APOE*4 on mitochondrial respiration. However, additional research is necessary to explore whether other aspects of mitochondrial function, such as FAO, are influenced by the PLCγ2-P522R variant and whether it might help mitigate the well-documented disruptions in mitochondrial homeostasis caused by *APOE*4. Taken together, the transcriptomics and functional observations in the mouse and human models point toward increased mitochondrial functions, FAO, and lipid metabolism and thus suggest that the protective PLCγ2-P522R variant may be associated with beneficial effects against age- and/or stress-related functional deterioration of microglia.

There are several hypermorphic variants in *PLCG2* that have been associated with autoimmune disease and cancer [58–61, 66]. In this context, the PLCγ2-P522R variant is a mild hypermorph, which only slightly increases the enzymatic activity of PLCγ2 compared with other hypermorphic variants, such as PLCγ2-S707Y, which is associated with severe autoinflammatory symptoms and immune dysregulation [66]. Importantly, the PLCγ2-P522R variant has not been associated with any autoimmune diseases or cancers in previous studies, highlighting its beneficial effects on immune cells. Furthermore, it was recently discovered that rare loss-of-function variants in *PLCG2* increase AD risk via nonsense-mediated mRNA decay [15], suggesting that the degree of enzymatic activity of PLCγ2 is the key determinant of whether *PLCG2* variants mediate risk-increasing or protective effects on AD or other diseases. Therefore, additional studies focusing on the proper PLCγ2 activity range are needed to comprehensively understand its impact on cellular functions to be further applied in potential therapeutic approaches. In this context, however, drug candidates that target PLCγ2 should mimic the effects of the PLCγ2-P522R variant on microglial functions.

## Conclusions

Our present study suggested that β-amyloid deposition and associated neuronal pathologies are reduced in APP/PS1 model mice carrying the AD-protective PLCγ2-P522R variant as a result of increased microglial activation and clearance of β-amyloid deposits while suppressing their proinflammatory phenotype. These protective changes are likely mechanistically linked to increased lipid/FA metabolism and mitochondrial functions, which have been observed in different mouse and human microglial models. Although further studies are warranted, our findings suggest that the protective effects of the PLCγ2-P522R variant upon AD-associated stress could be a consequence of slower metabolic deterioration related to microglial aging.

## Supplementary Information

Additional file 1

Additional file 2

Additional file 3

Additional file 4

Additional file 5

## Data Availability

Dataset generated and/or analyzed in the current study are included within the article and its additional files. The RNA sequencing datasets of mouse cortical tissue and isolated CD11b+ microglia are available in the Gene Expression Omnibus (NCBI) repository, GSE277167, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE277167. The study participant consent does not allow opening the sequencing data of the carrier-derived MDMi cells which was generated and analyzed during the current study, but they are available from the corresponding authors (MT or MH) on a reasonable request.

## Abbreviations

A+/P^ki/ki^: APP/PS1 x PLCγ2-P522R KI
A+/P^wt/wt^: APP/PS1
AD: Alzheimer’s disease
APP/PS1: APPswe/PS1dE9 transgenic mouse line
DAG: Diacylglycerol
DAM: Disease-associated microglia
DEGs: Differentially expressed genes
DEPs: Differentially expressed proteins
DIA-PASEF: Data independent acquisition parallel accumulation–serial fragmentation
ECAR: Extracellular acidification rate
FAO: Fatty acid oxidation
GFAP: Glial fibrillary acidic protein
IFN-α: Interferon-α
iMGL: Induced pluripotent stem cell-derived microglia
IP3: Inositol trisphosphate
KI: Knock-in
KO: Knock-out
LD: Lipid droplets
LDH: Lactate dehydrogenase
LFQ: Label-free quantification
LOAD: Late-onset Alzheimer’s disease
LPS: Lipopolysaccharide
MDMi: Monocyte-derived microglia
OCR: Oxygen consumption rate
OSEM: Ordered-subset expectation maximization
PBMC: Peripheral blood mononuclear cells
PET: Position emission tomography
PIP2: Phosphatidylinositol 4,5-bisphosphate
PLCγ2-P522R: Phospholipase C gamma 2, proline 522 to arginine
ROIs: Regions of interest
sTREM2: Soluble TREM2
TGF-β: Transforming factor beta
TIMS: Trapped Ion Mobility Spectrometry
TLR: Toll-like receptor
TREM2: Triggering receptor expressed on myeloid cells 2
TSPO: Mitochondrional translocator protein 18 kDa
WT: Wild-type

# Supplementary material for: The protective PLCγ2-P522R variant mitigates Alzheimer’s disease-associated pathologies by enhancing beneficial microglial functions
**Source:** J Neuroinflammation. 2025 Mar 5;22:64. doi: 10.1186/s12974-025-03387-6

Uncut Western blot images of APP and its metabolites in A) temporo-occipital cortex and B) hippocampus of the APP/PS1xPlcy2-P522R (A+/P<sup>kl/kl</sup>) and APP/PS1 (A+/P<sup>wt/wt</sup>) mice. Red X indicates a sample unrelated to the project.

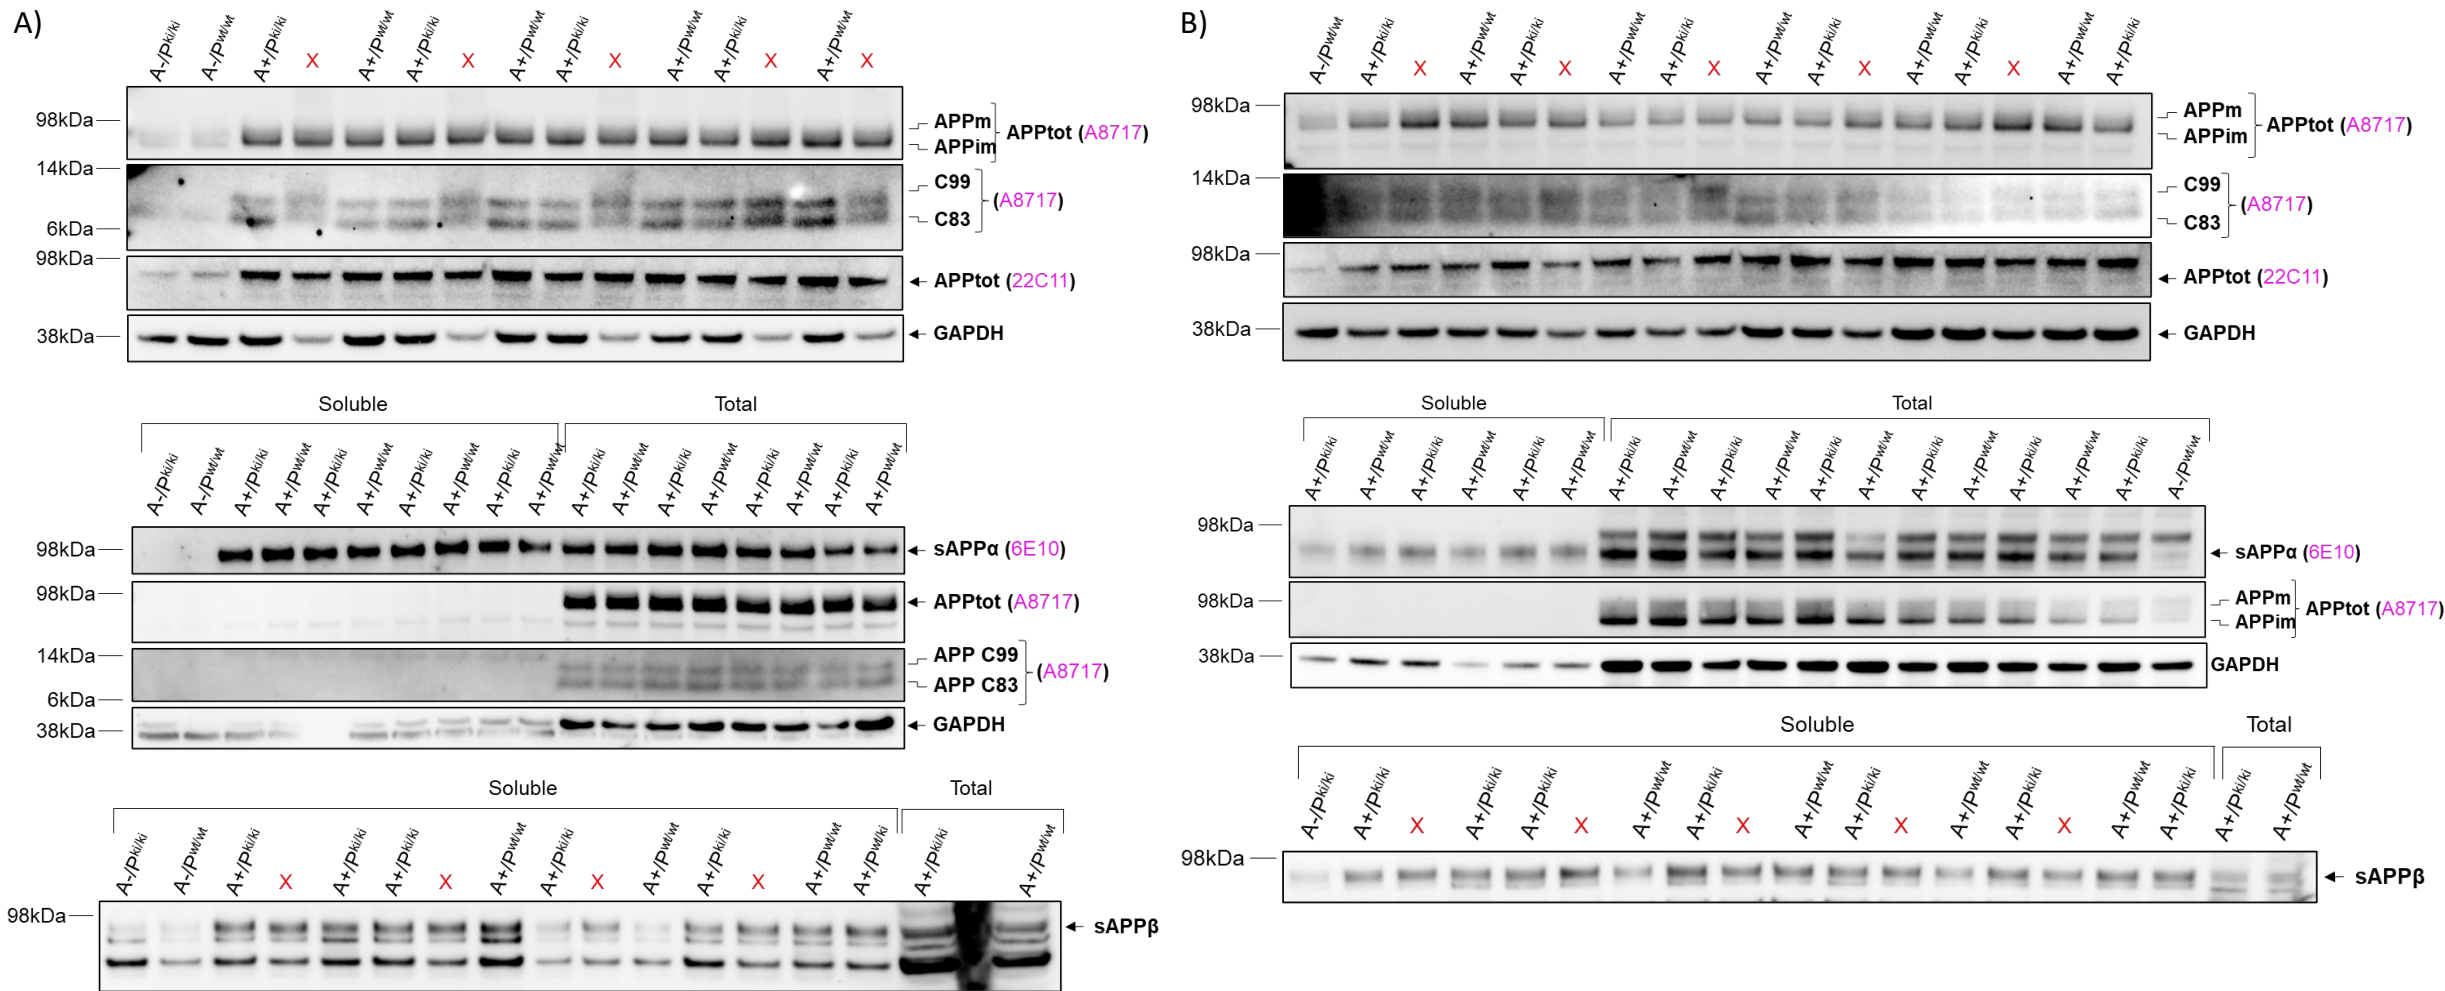

Uncut Western blot images of Tau and p-Tau in A) temporo-occipital cortex and B) hippocampus of the APP/PS1xPlcy2-P522R (A+/P<sup>ki/ki</sup>) and APP/PS1 (A+/P<sup>wt/wt</sup>) female mice.

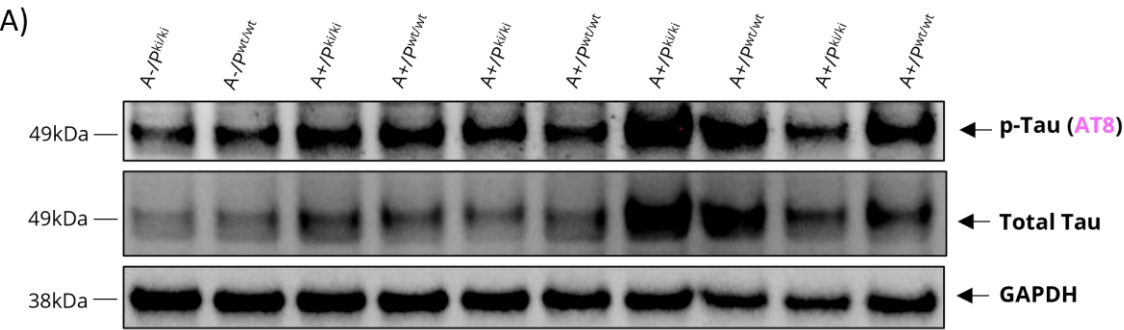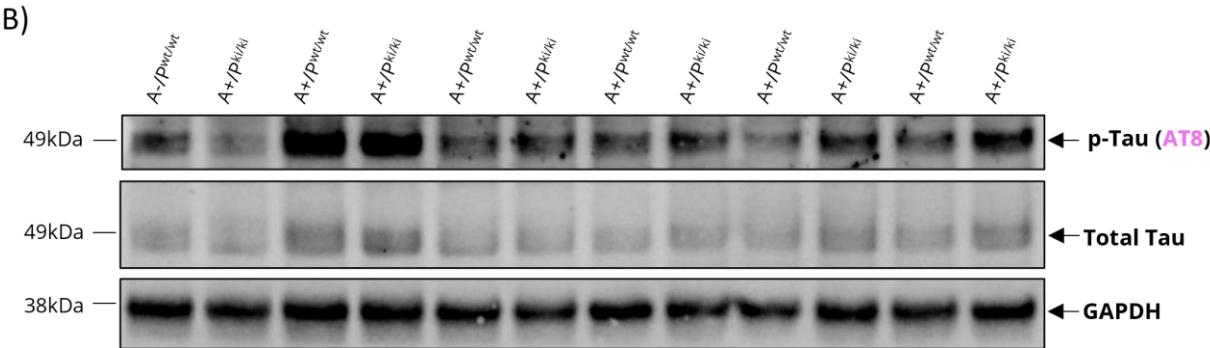

F VC Blot III 6E10 prime 60 s

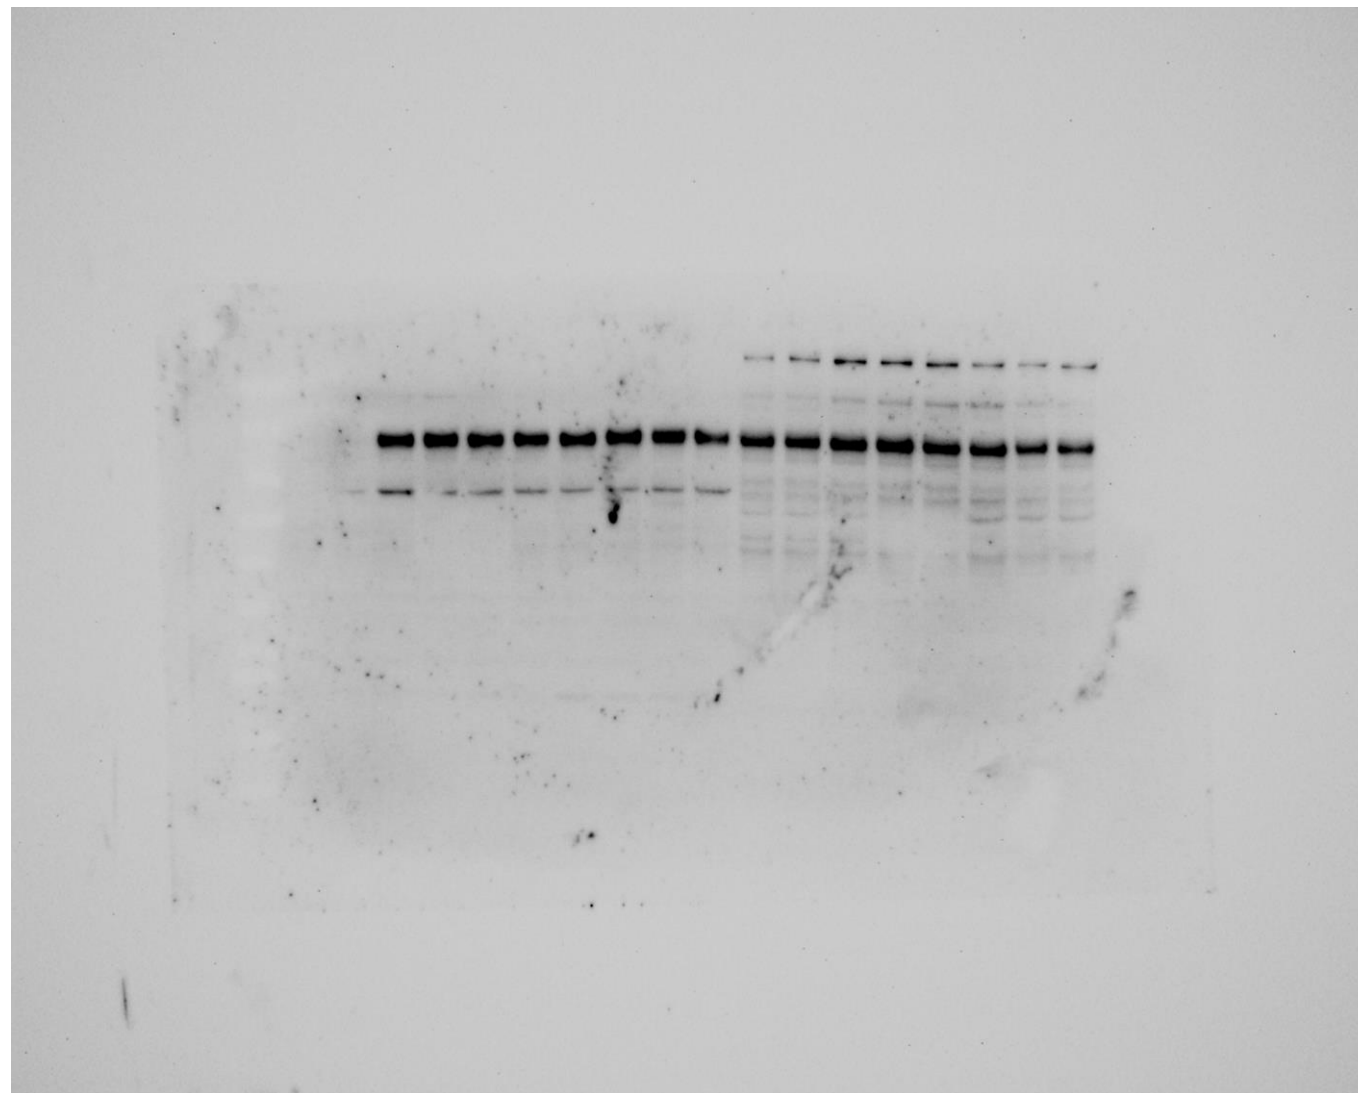

F VC Blot III gapdh prime 60 s

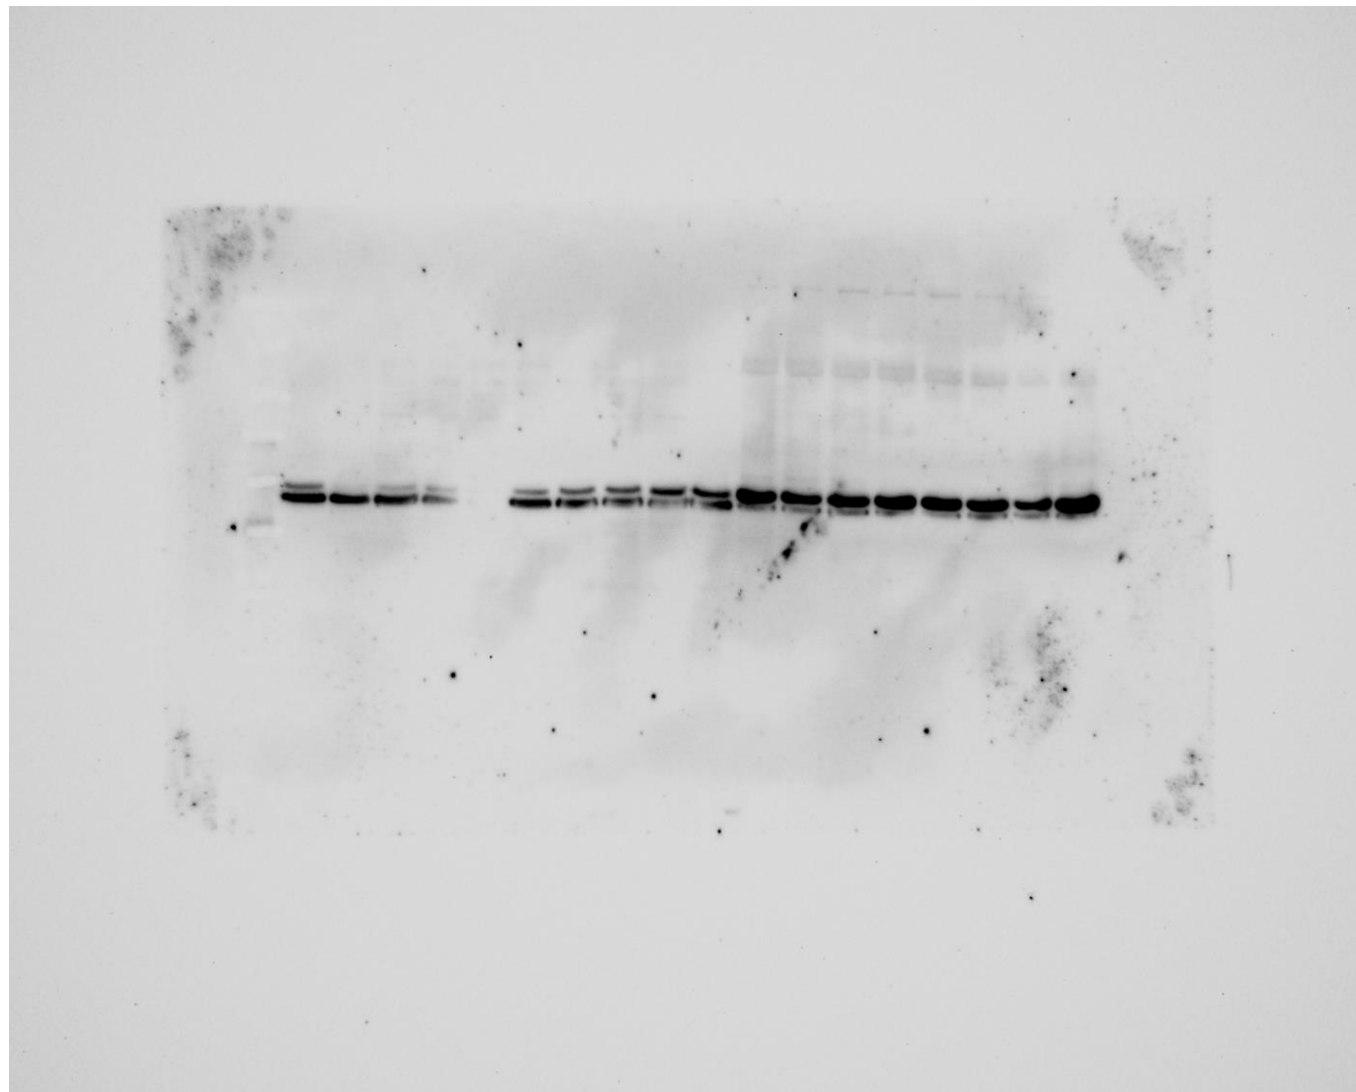

F VC Blot III A8717 prime 30 s

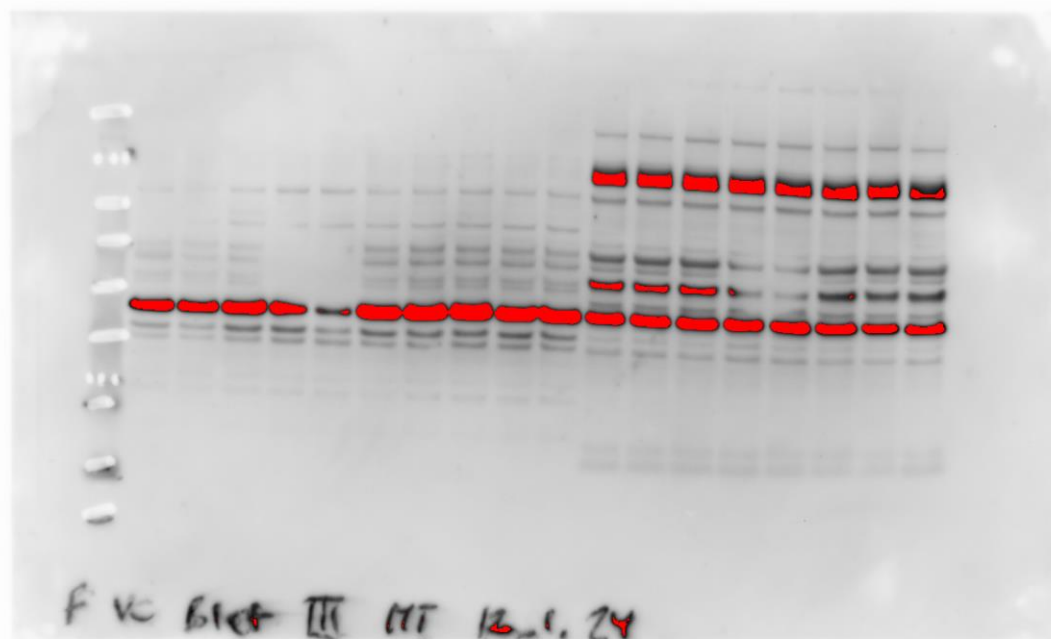

F VC Blot III A8717 select 30 s

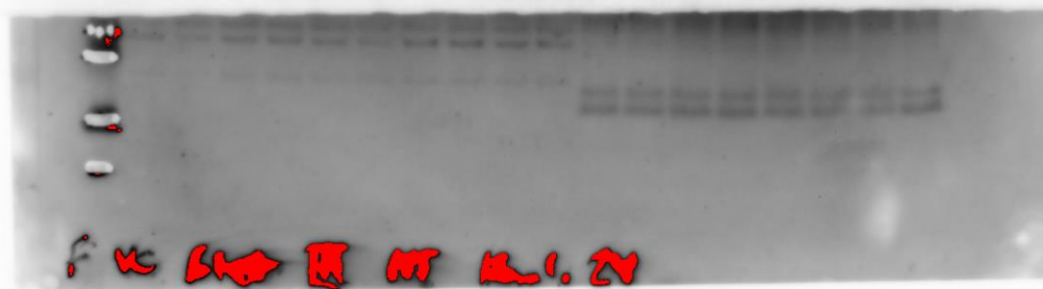

HC Blot I 6E10 1min

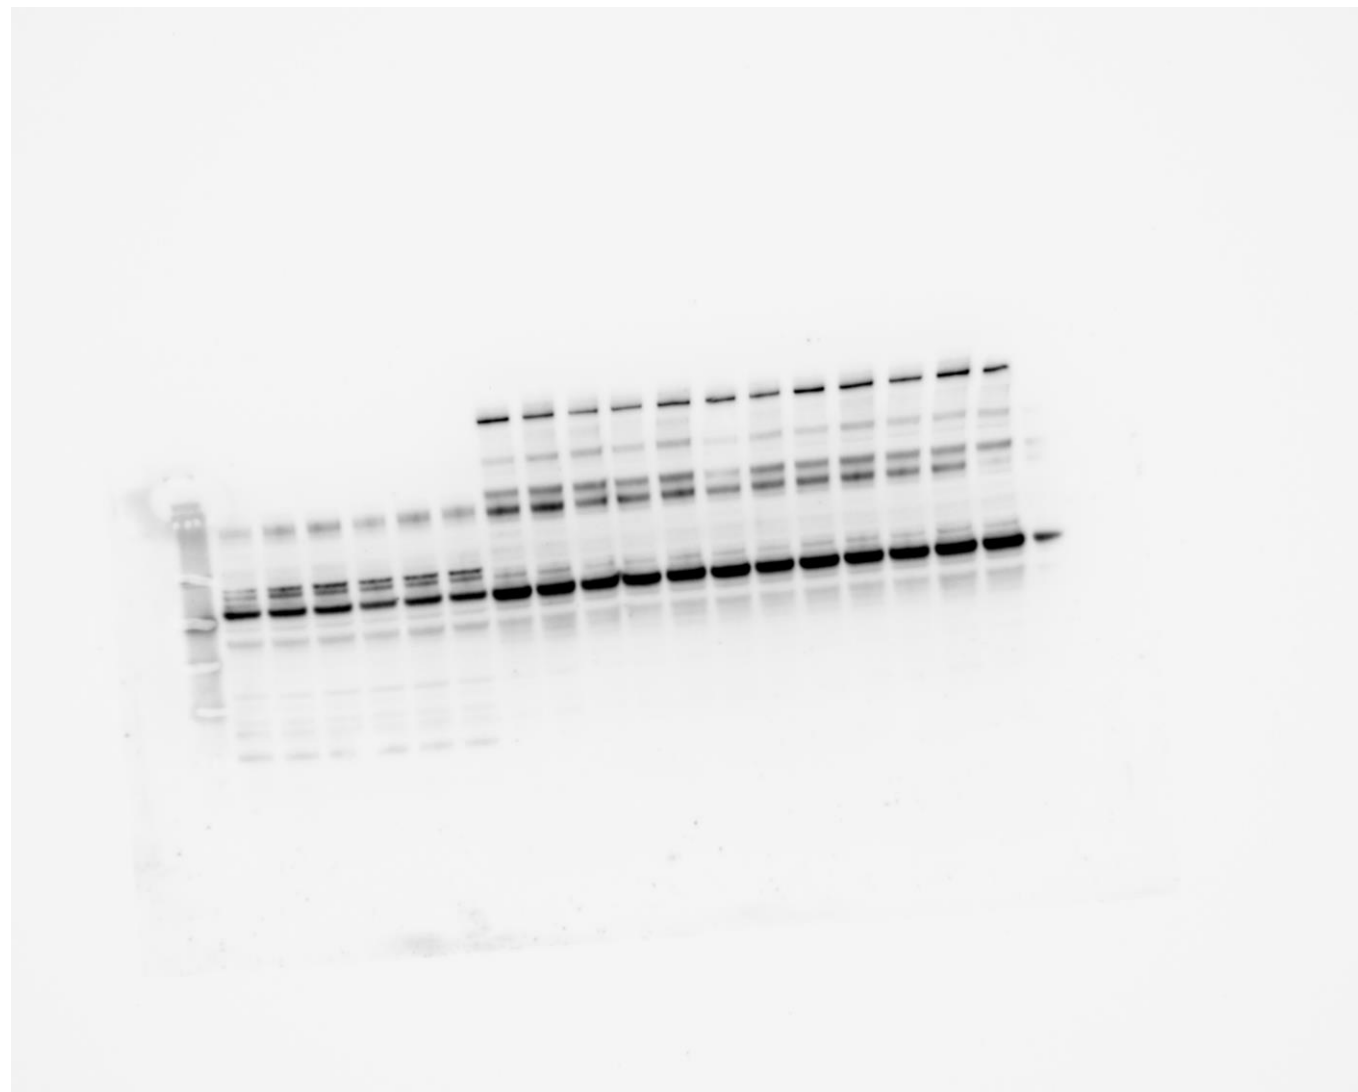

HC Blot I 6E10

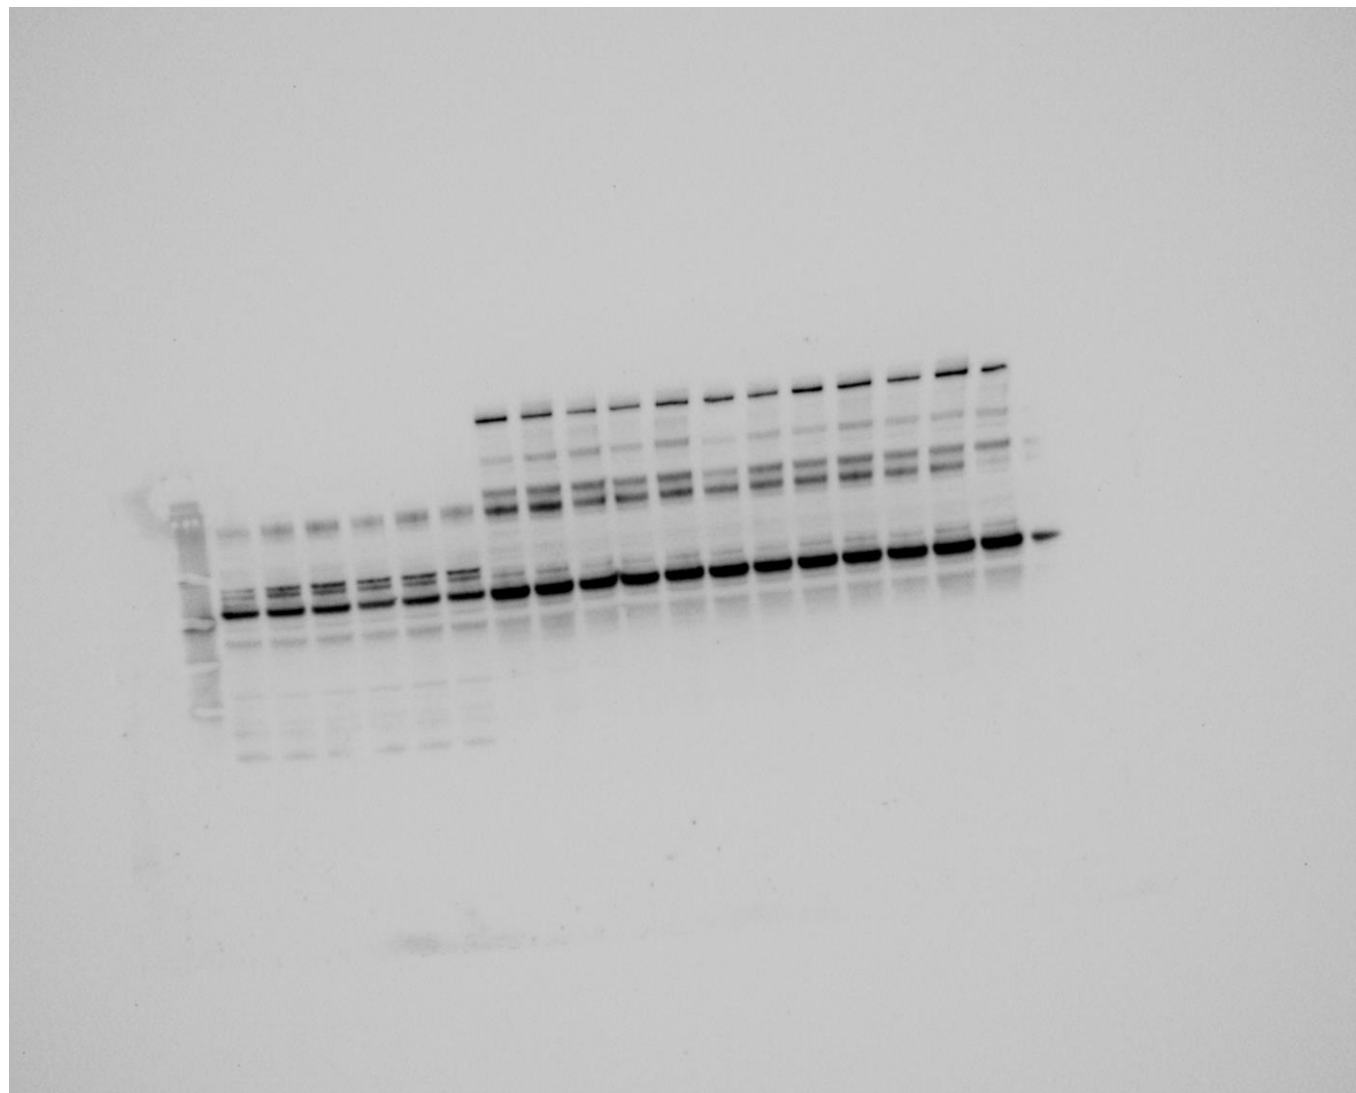

HC Blot I A8717 1min

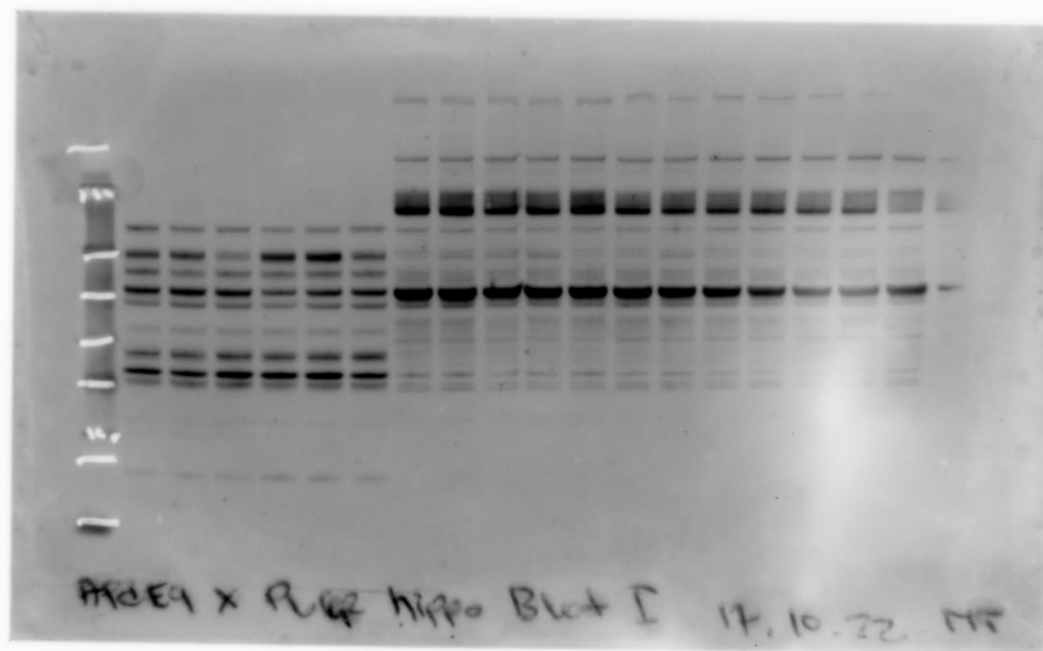

# HC Blot I A8717

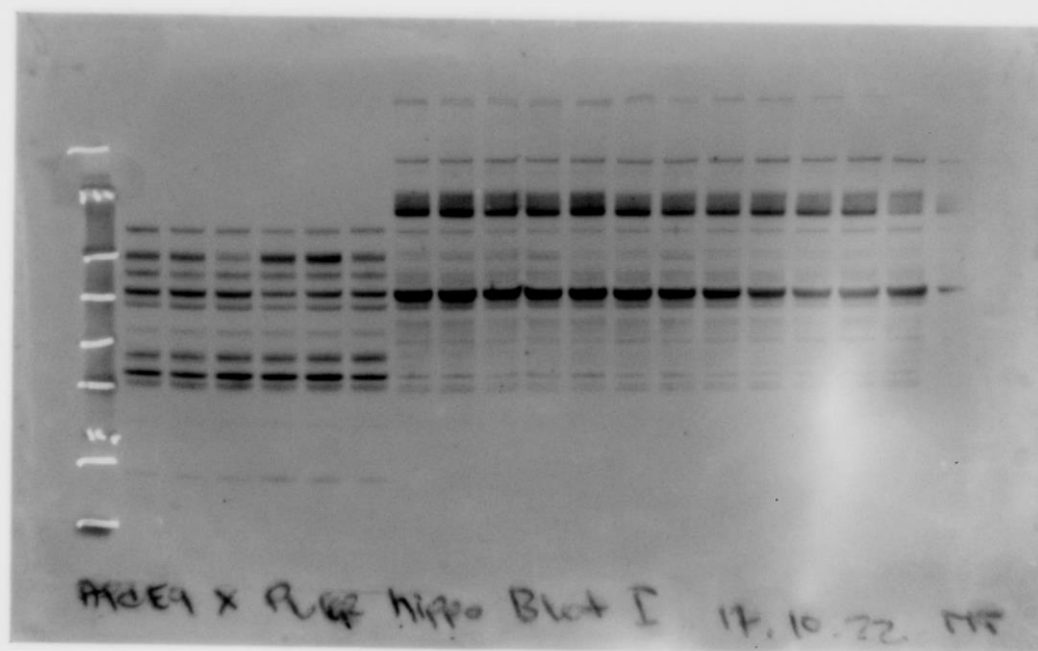

# HC Blot I GAPDH

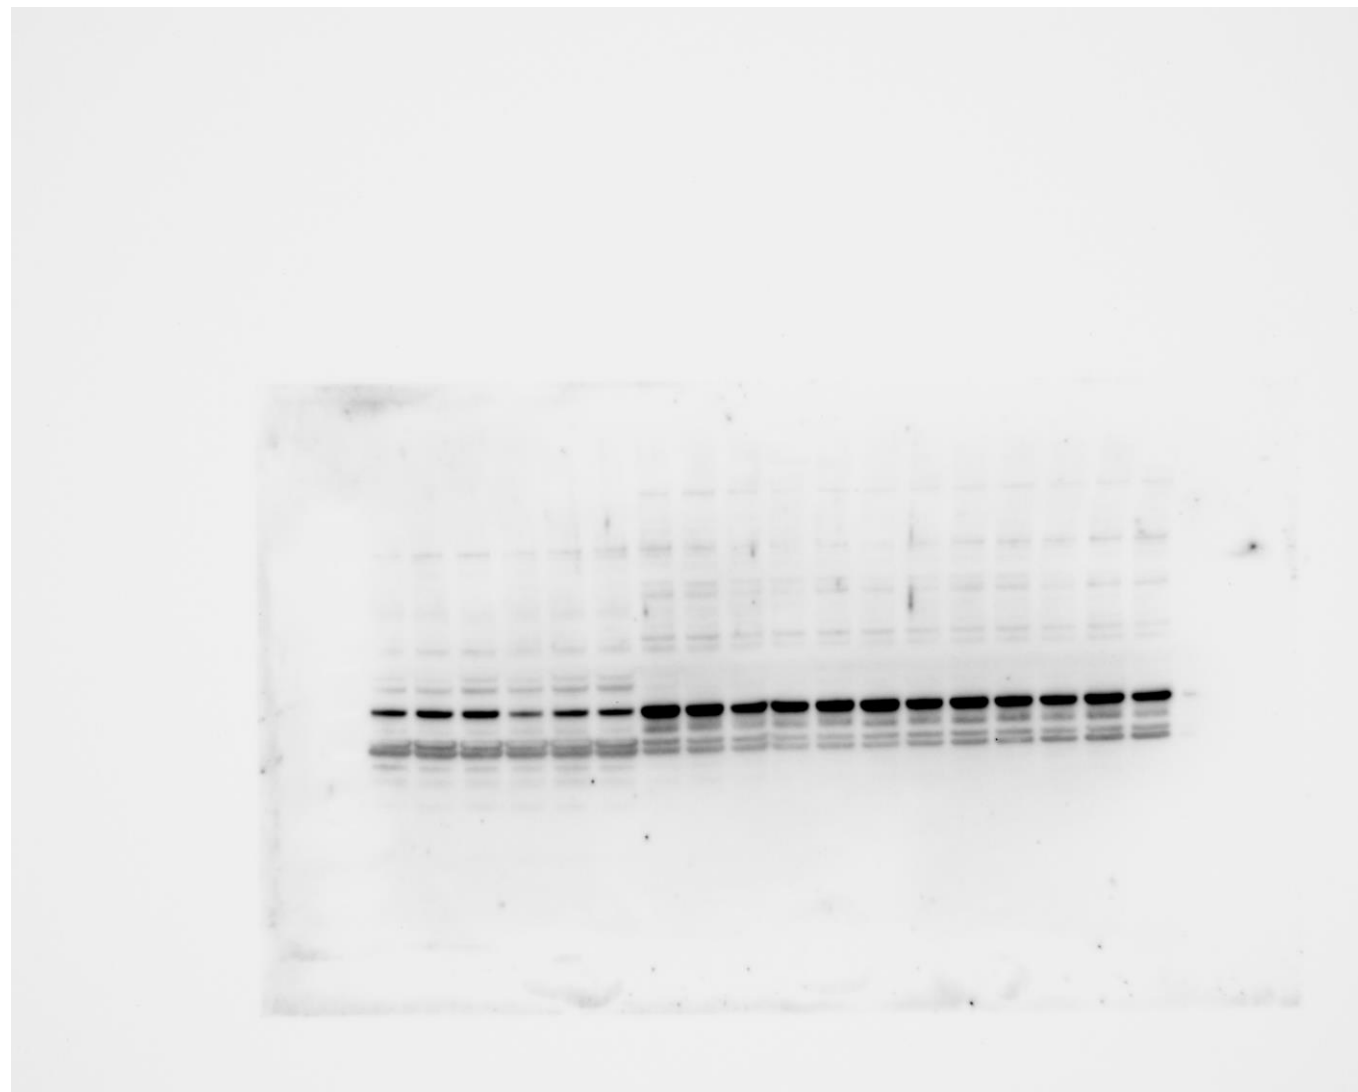

## HC Blot II sAPP Beta

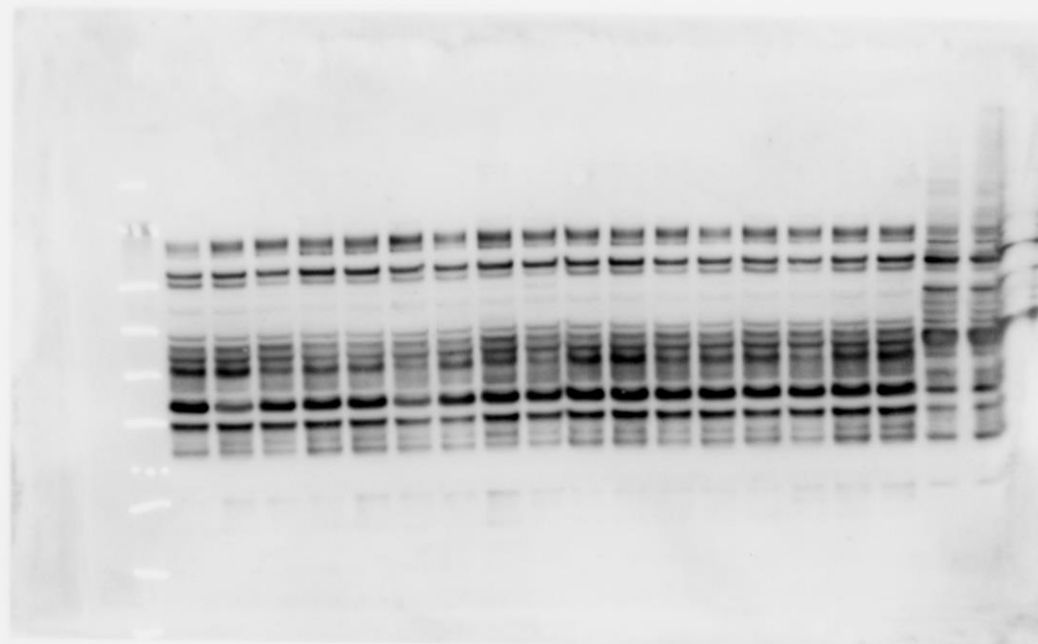

HC Blot III 22C11 30 sec

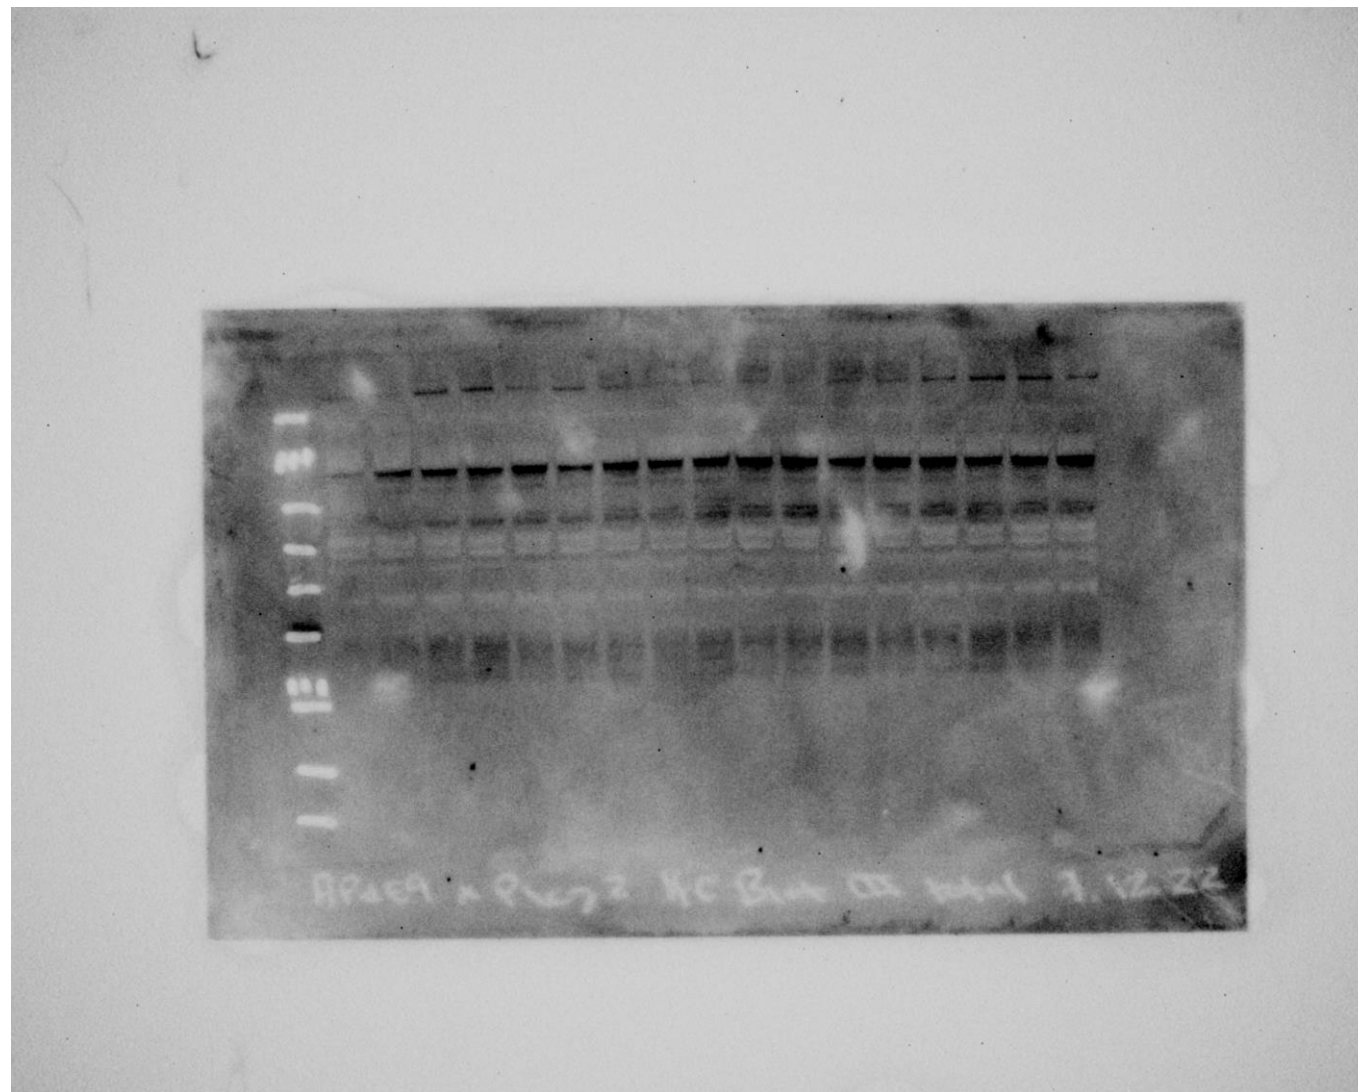

HC Blot III 22C11 45 sec

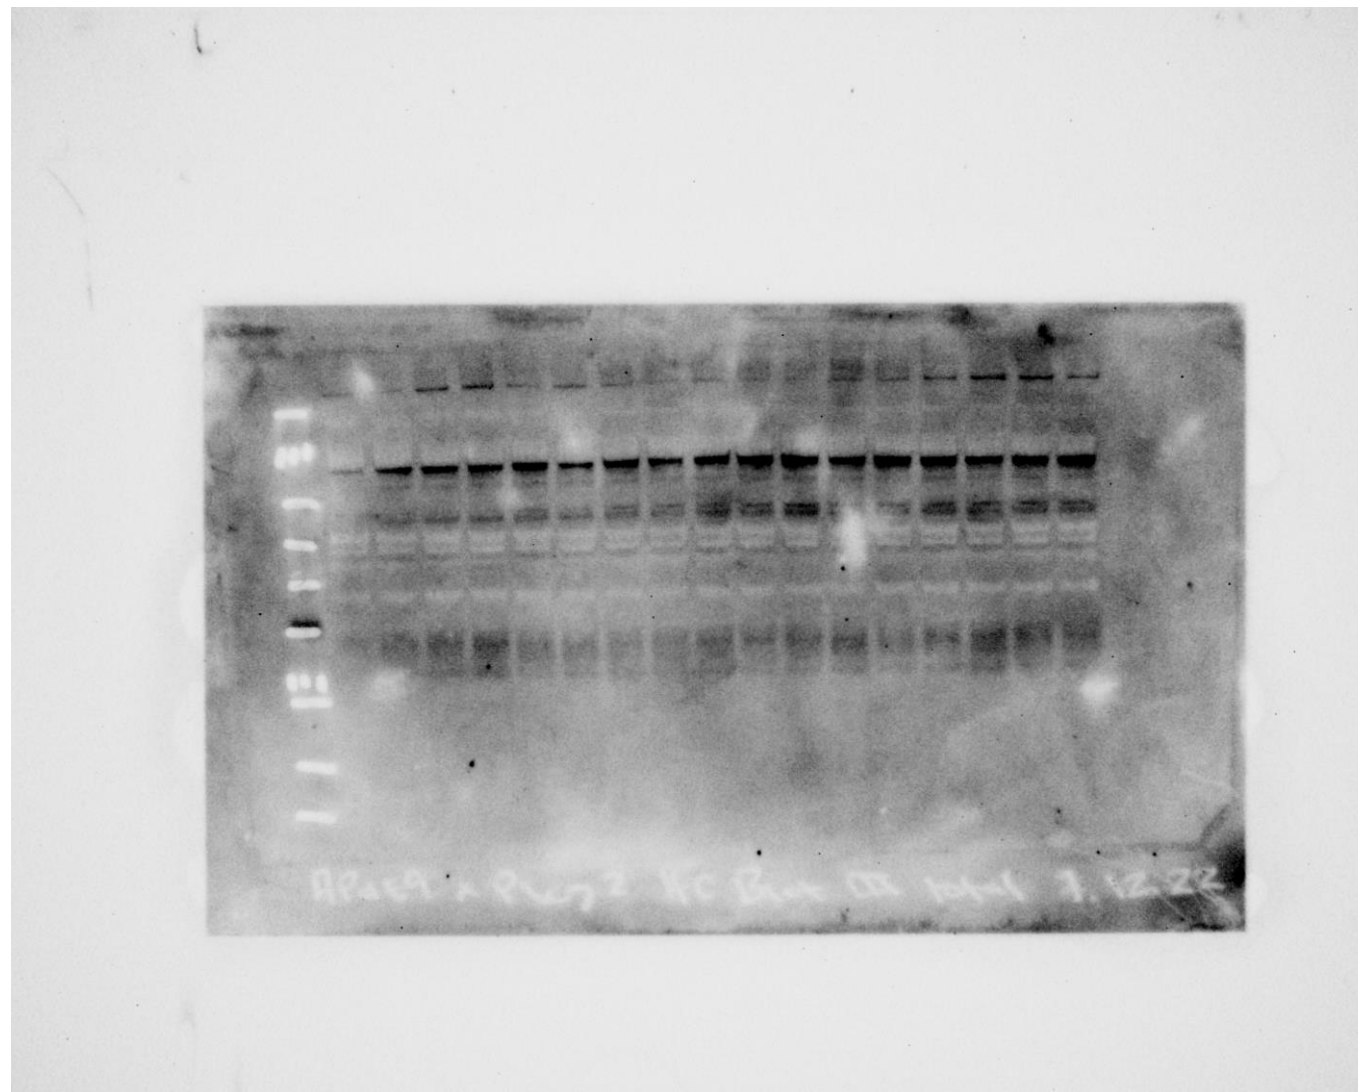

HC Blot III A8717 5s prime

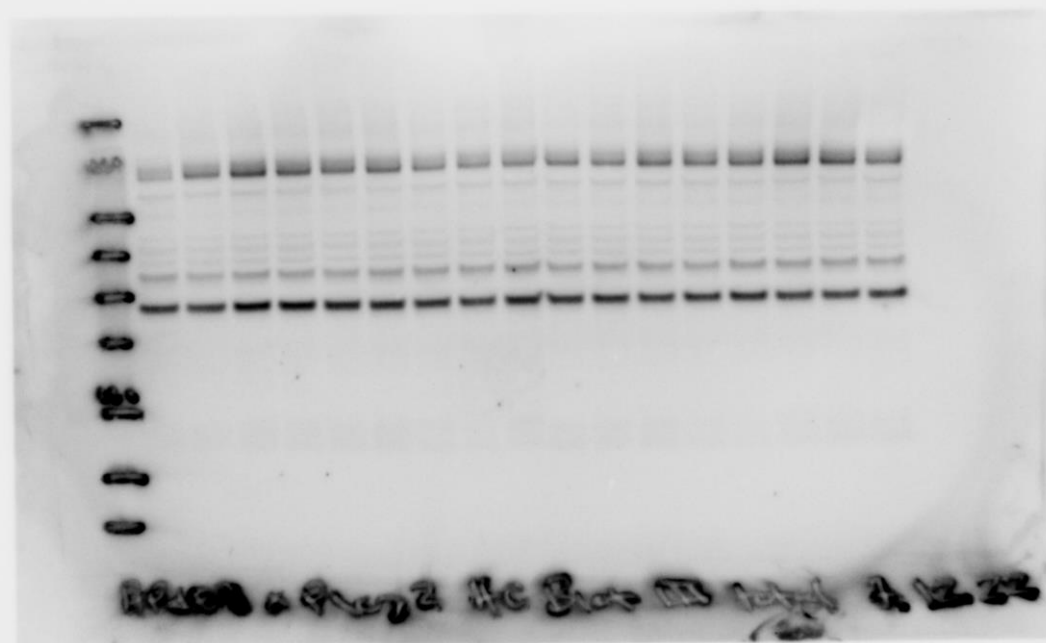

HC blot III A8717 CDF 30 sec select

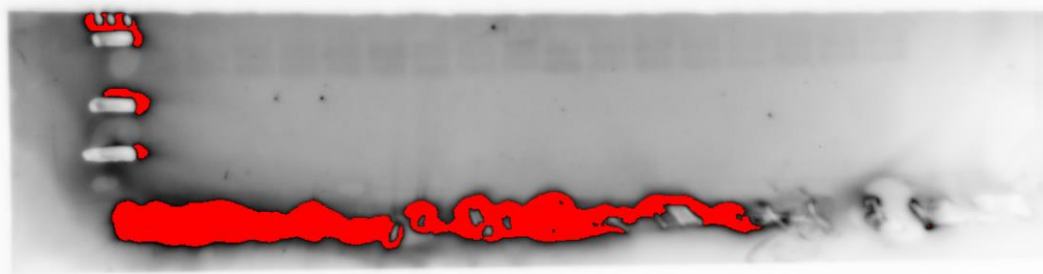

HC blot III A8717 CTF 60s prime

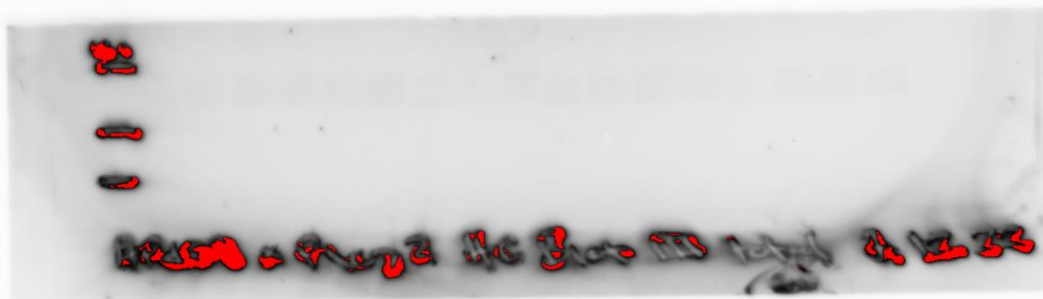

HC Blot III GAPDH ab8245 5 sec marker

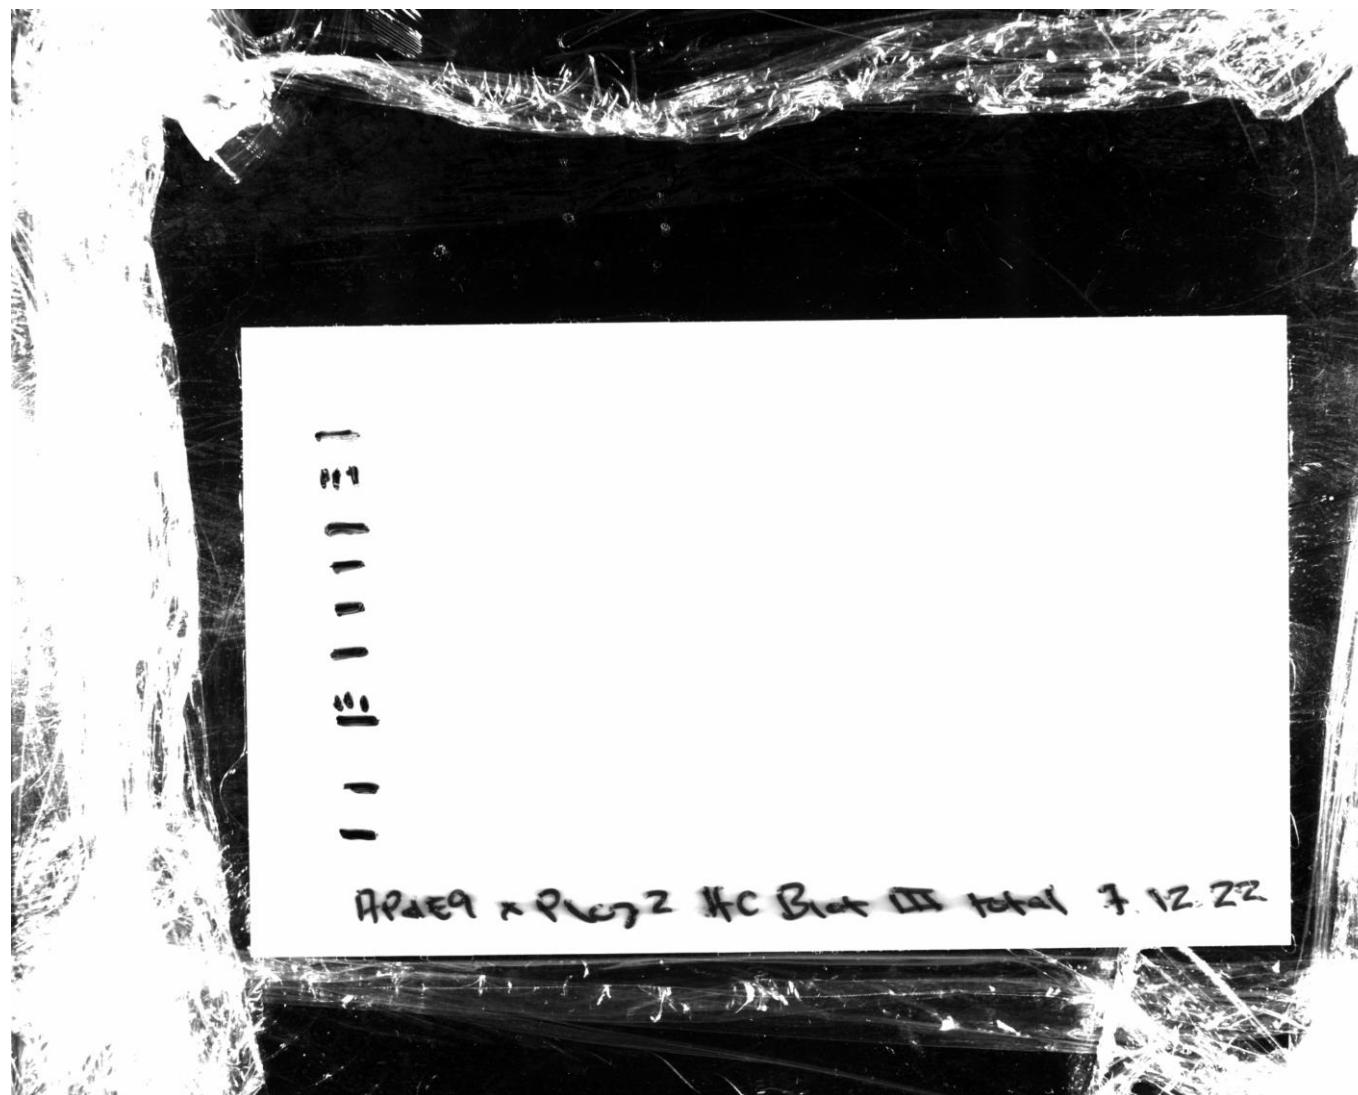

HC Blot III GAPDH ab8245 5 sec

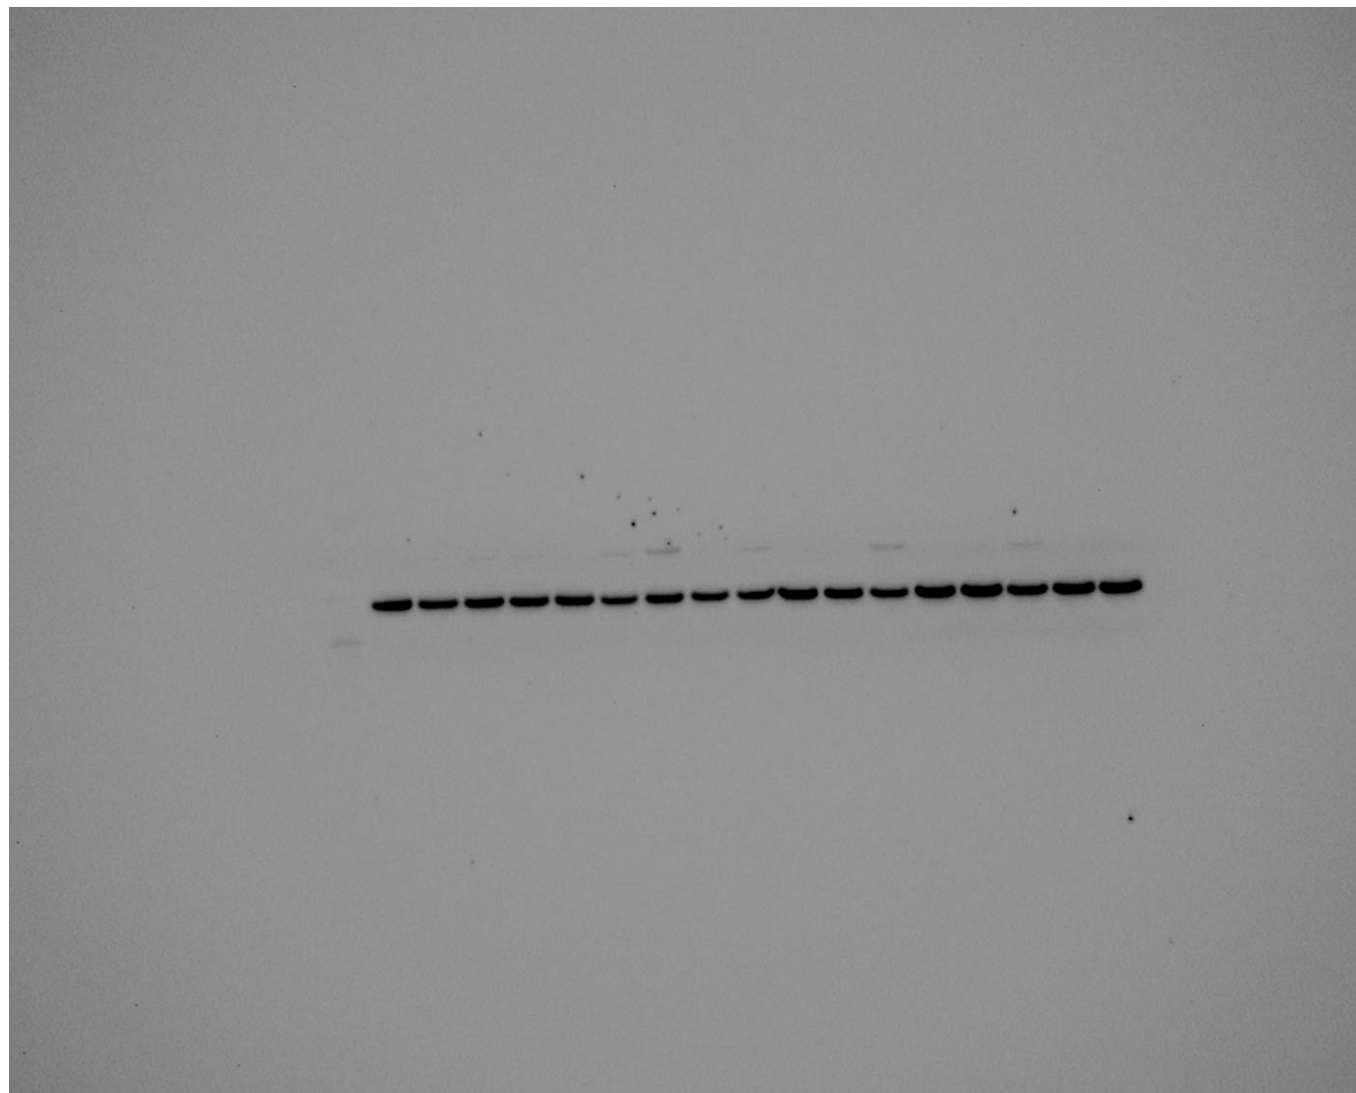

VC blot I sAPPbeta wild type

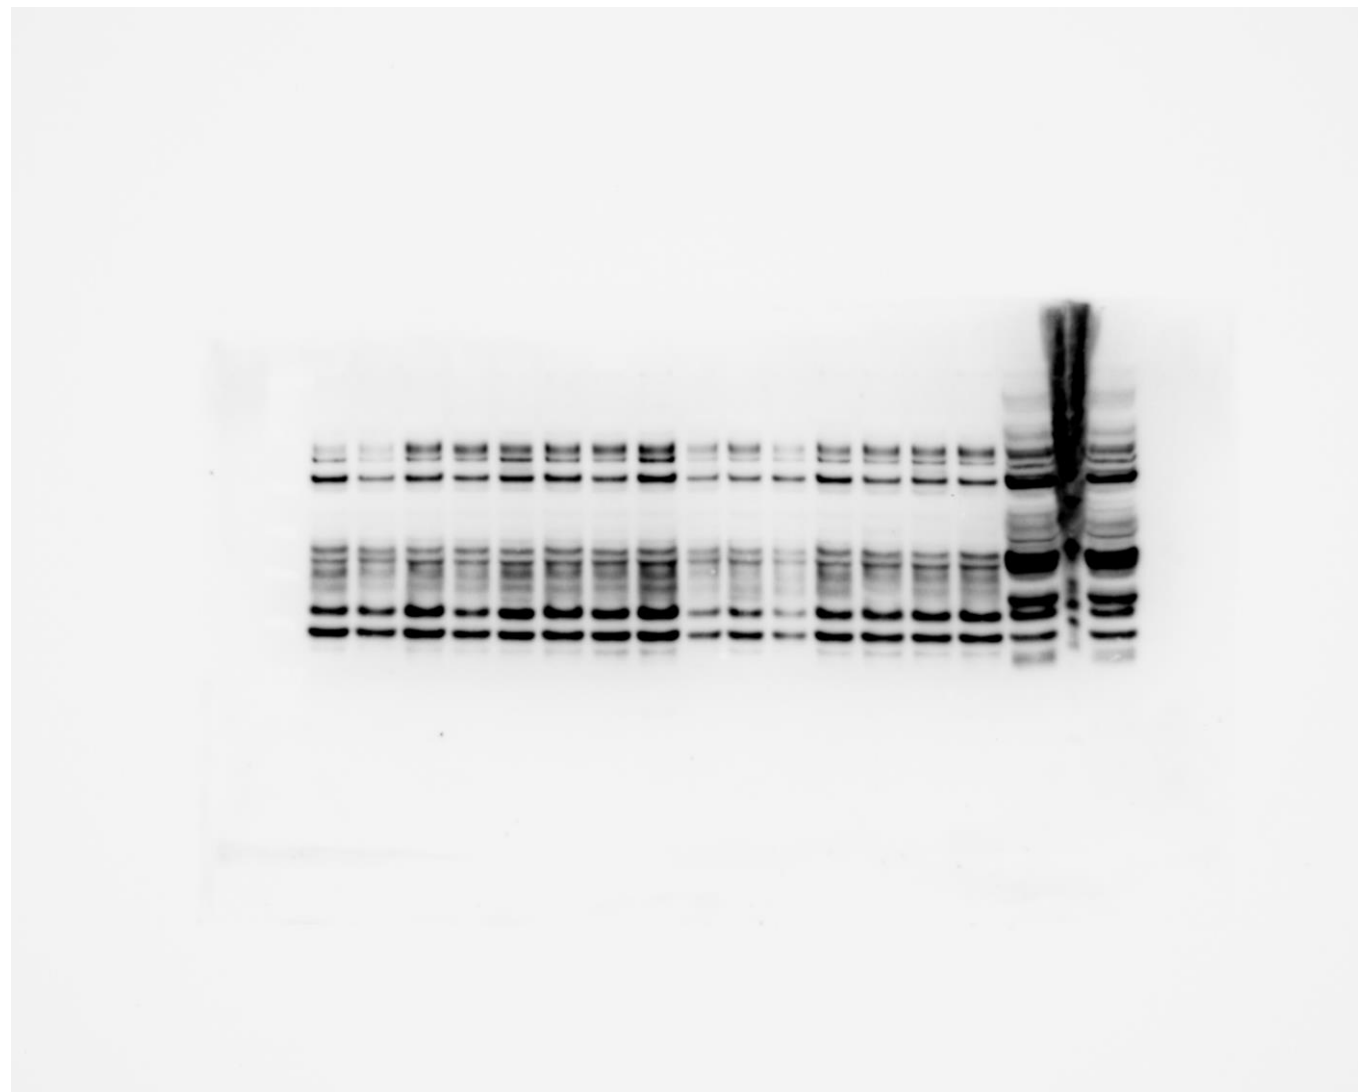

VC Blot II 22C11 30 sec

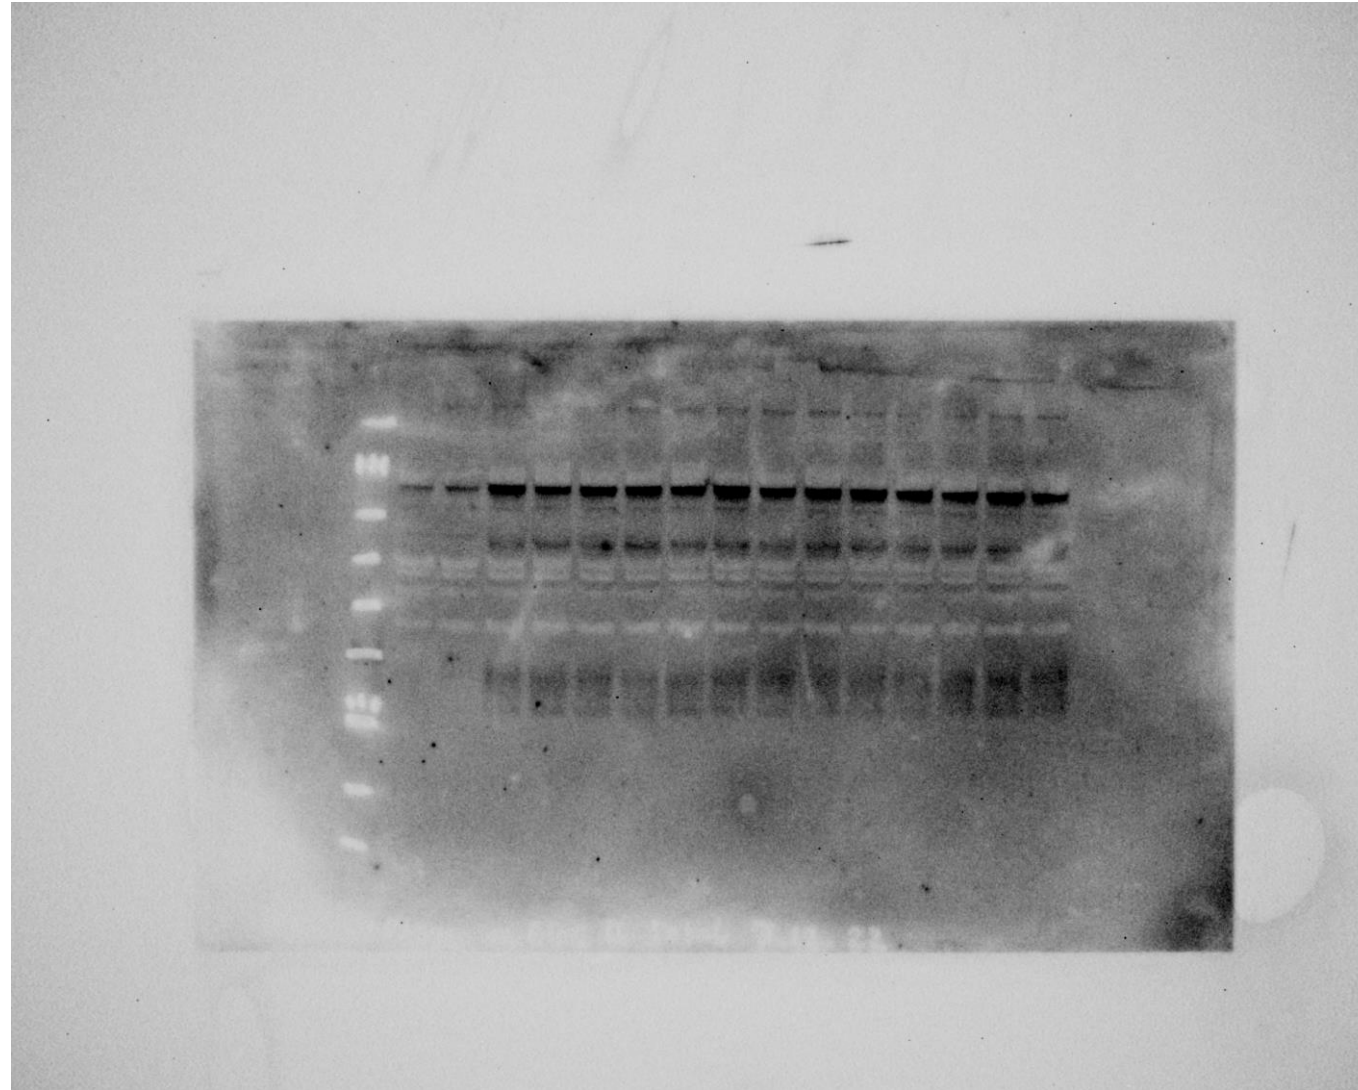

VC Blot II 22C11 45 sec

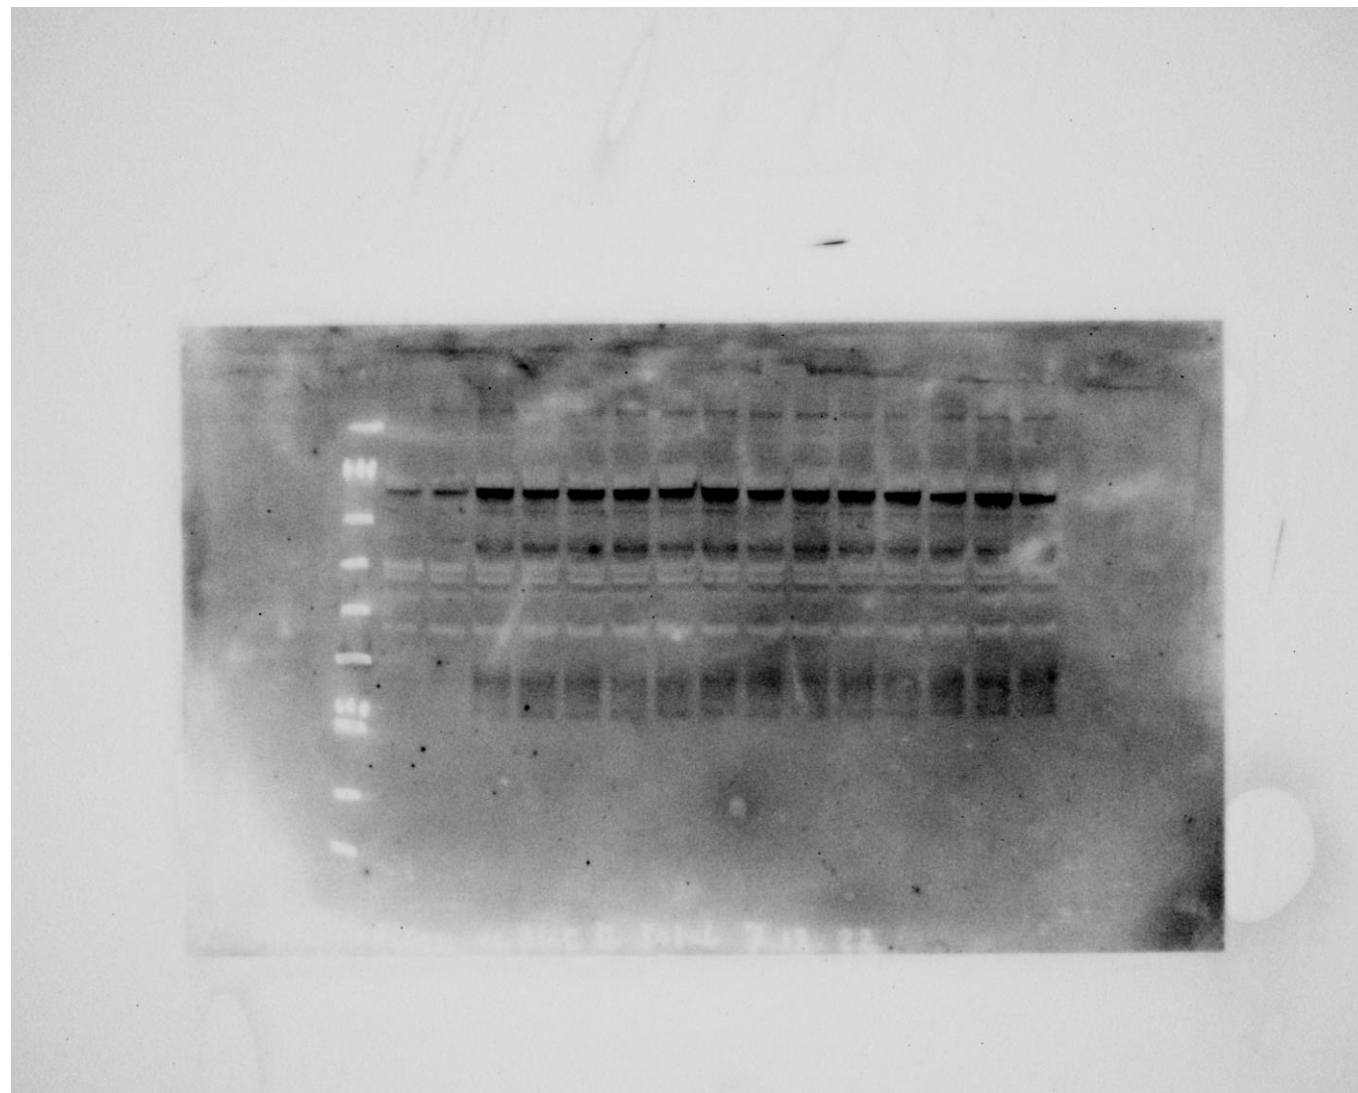

VC blot II A8717 CTF 1 min prime

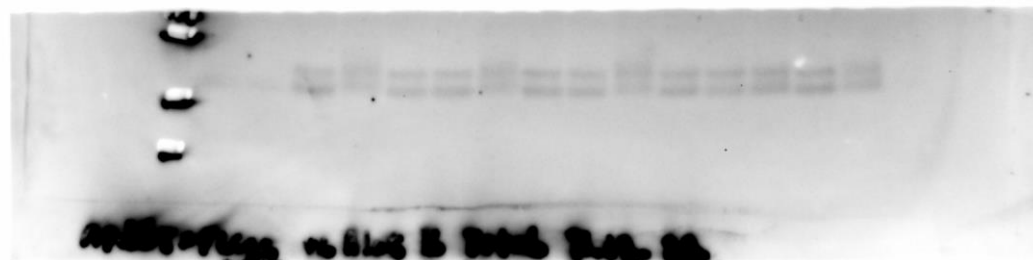

VC blot II A8717 CTF 30 s

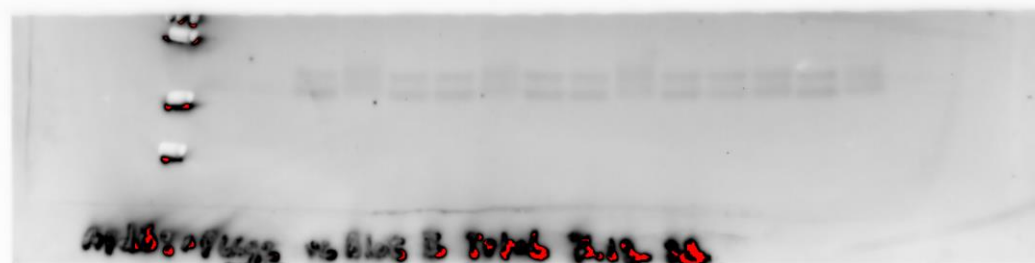

VC blot II A8718 5s prime

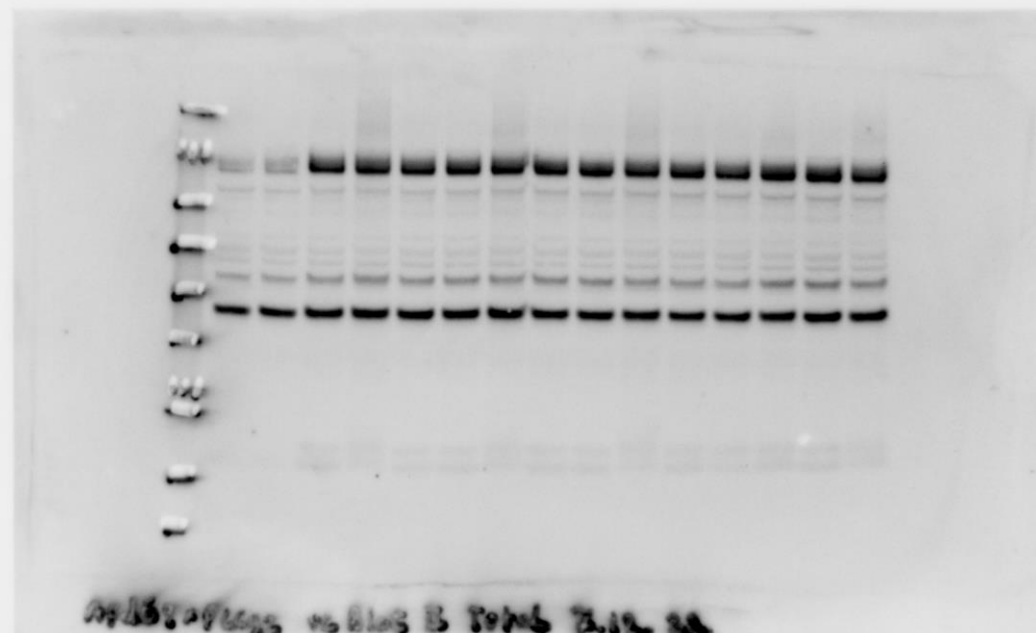

VC Blot II GAPDH ab8245 5 marker

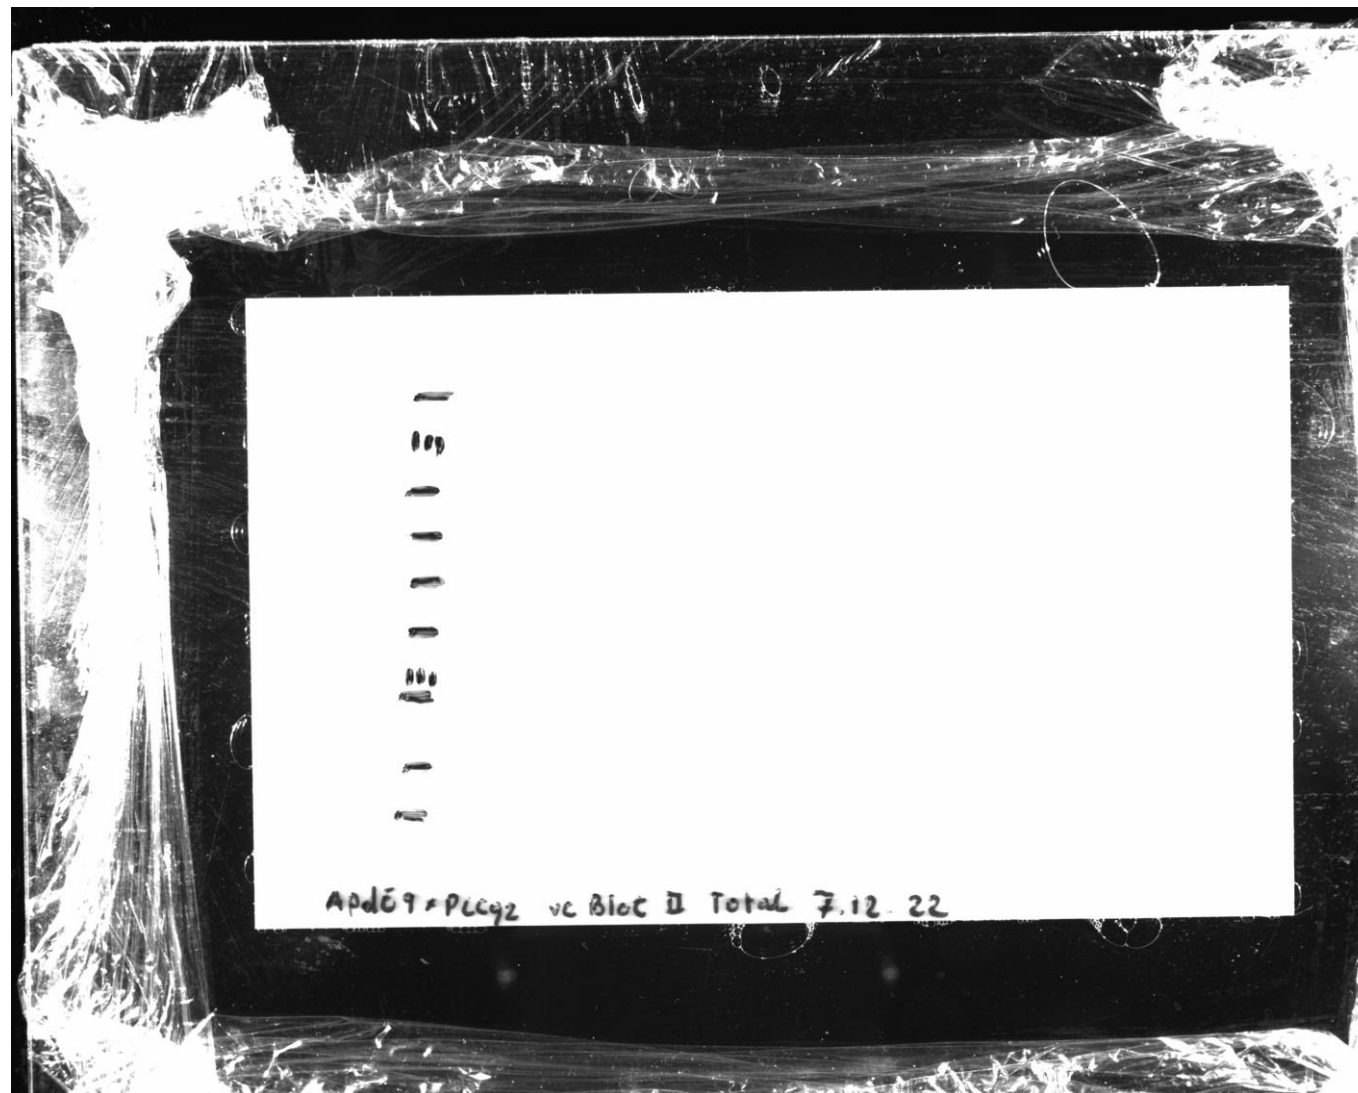

VC Blot II GAPDH ab8245 5 sec

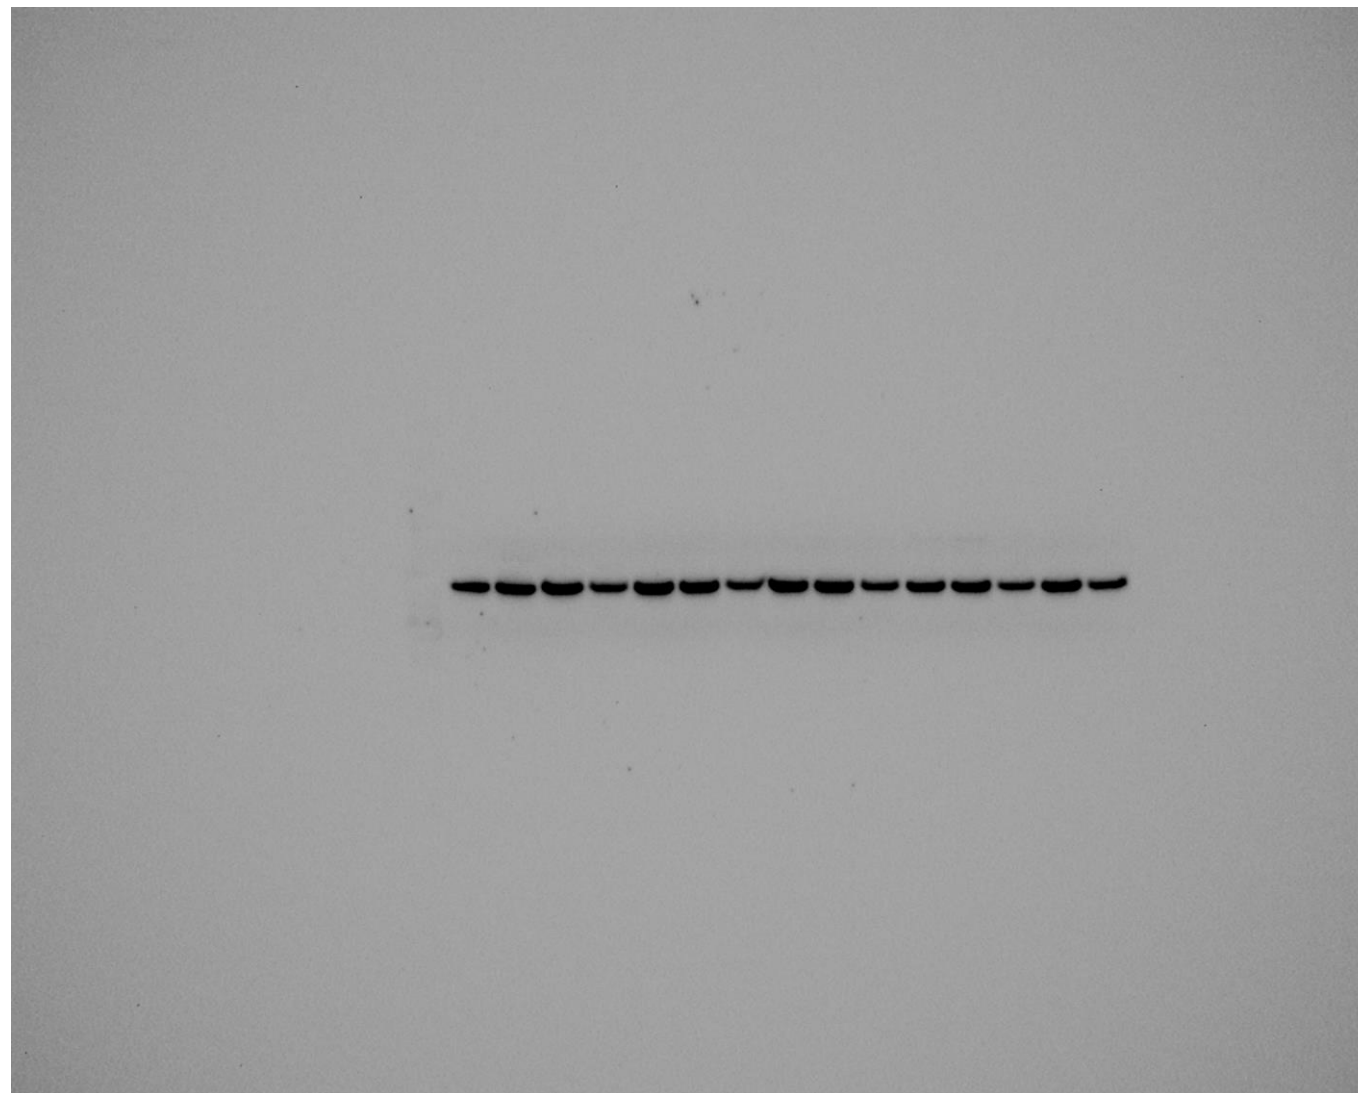

VC Blot V p-Tau (AT8) MN1020

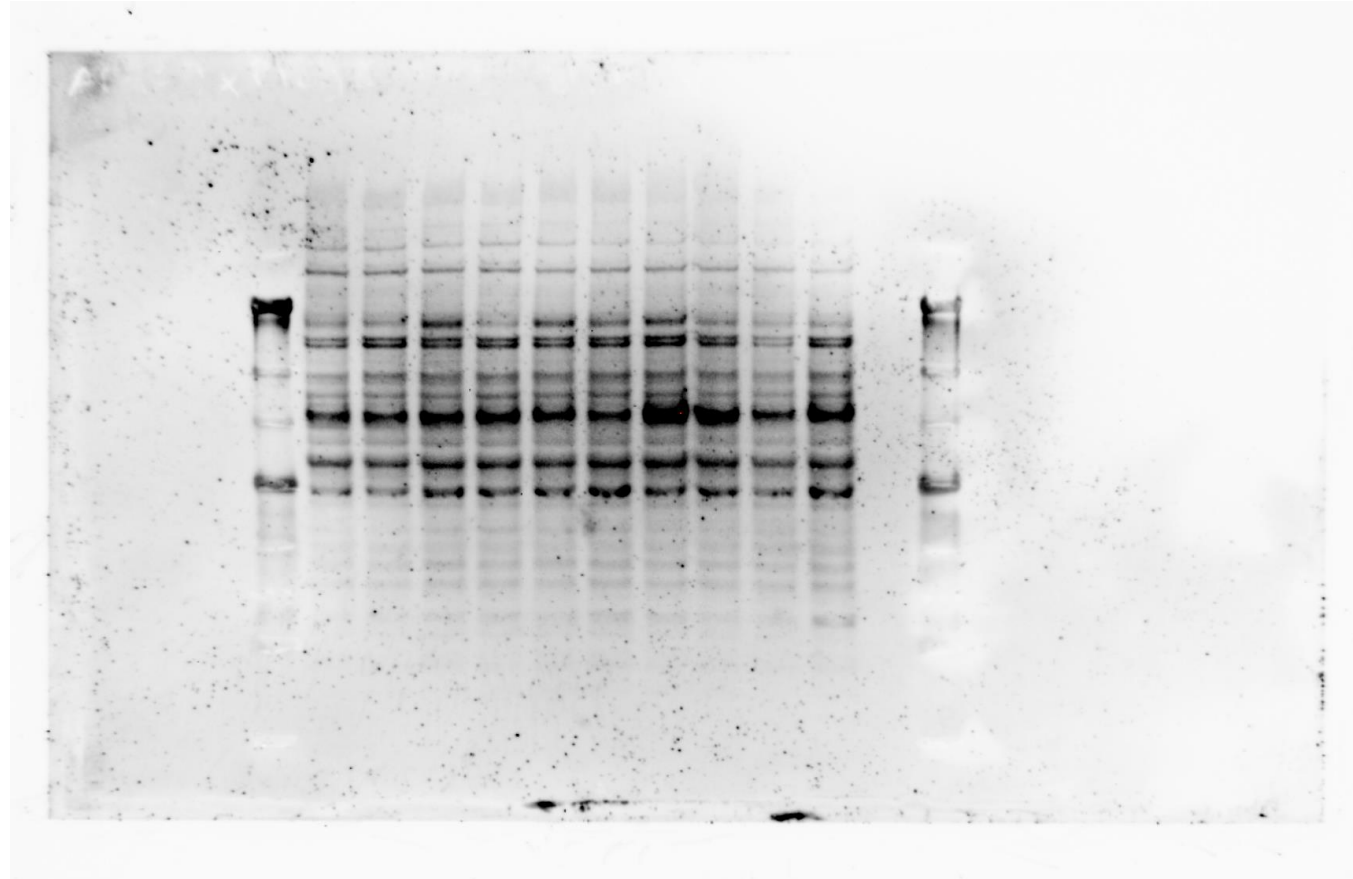

VC Blot V tau RD4 05-804

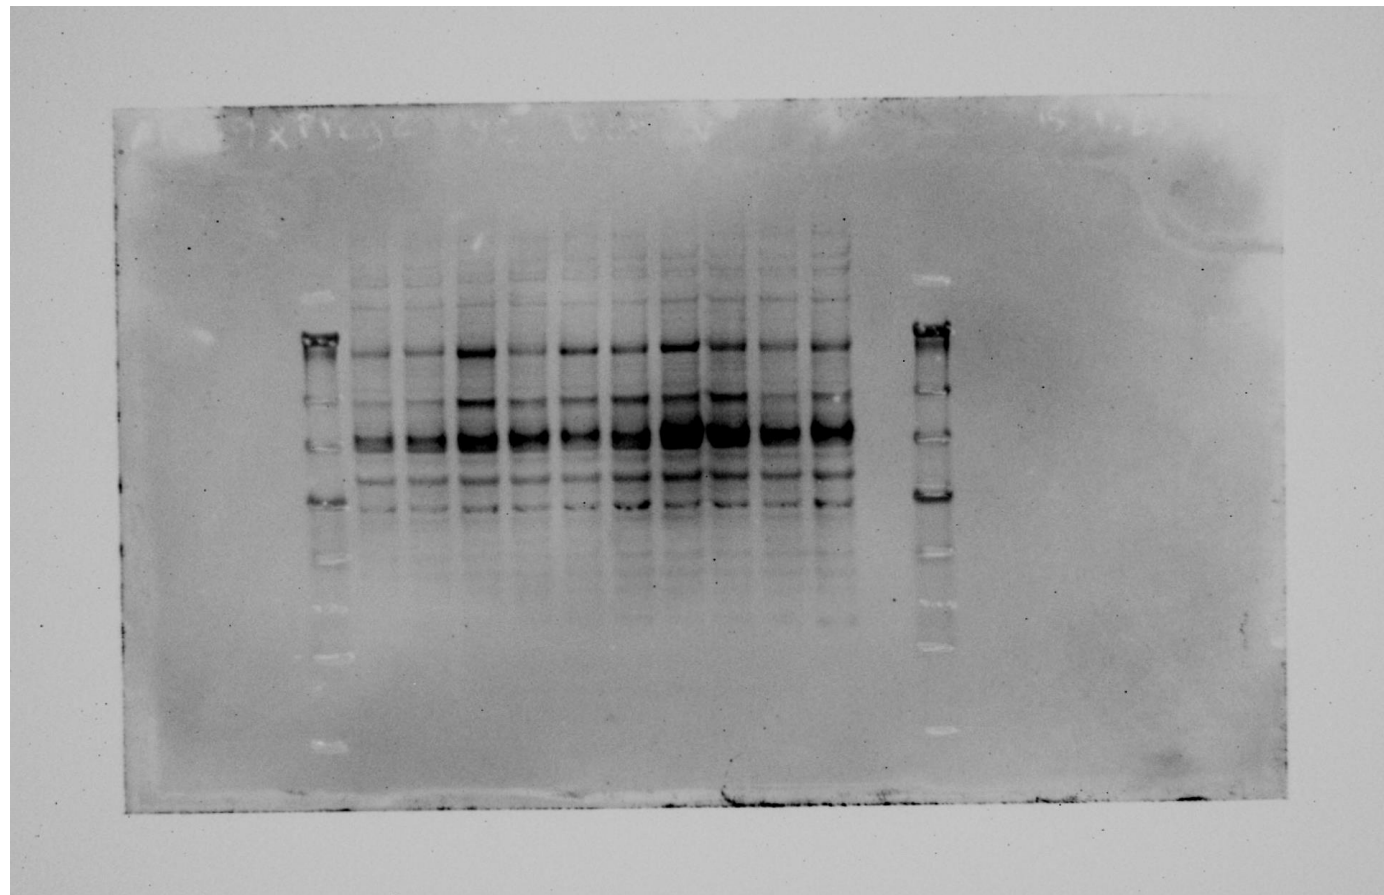

VC Blot V GAPDH ab8245

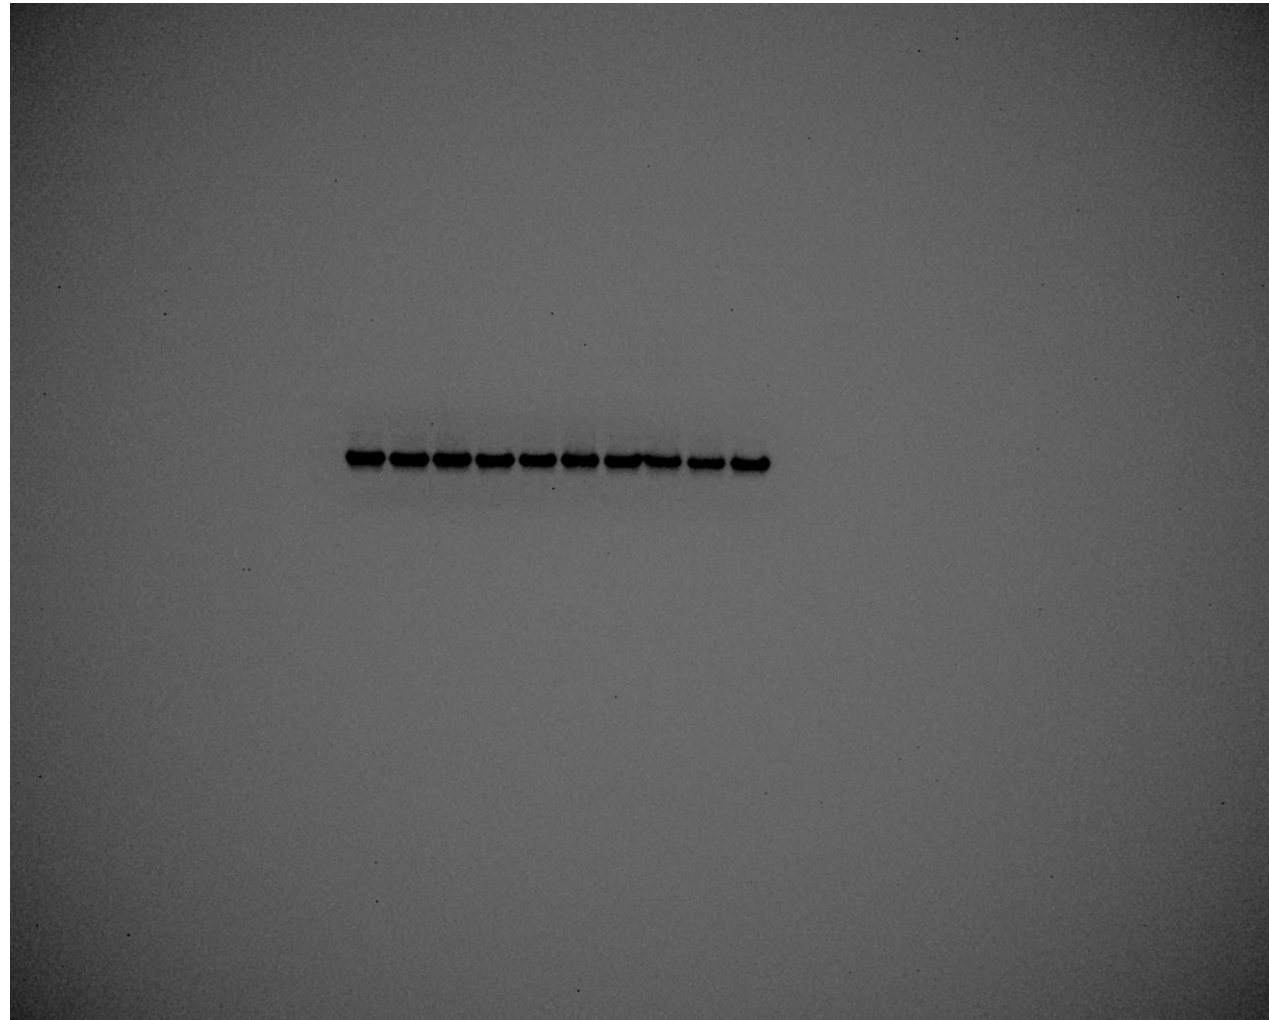

HC Blot VI p-Tau (AT8) MN1020

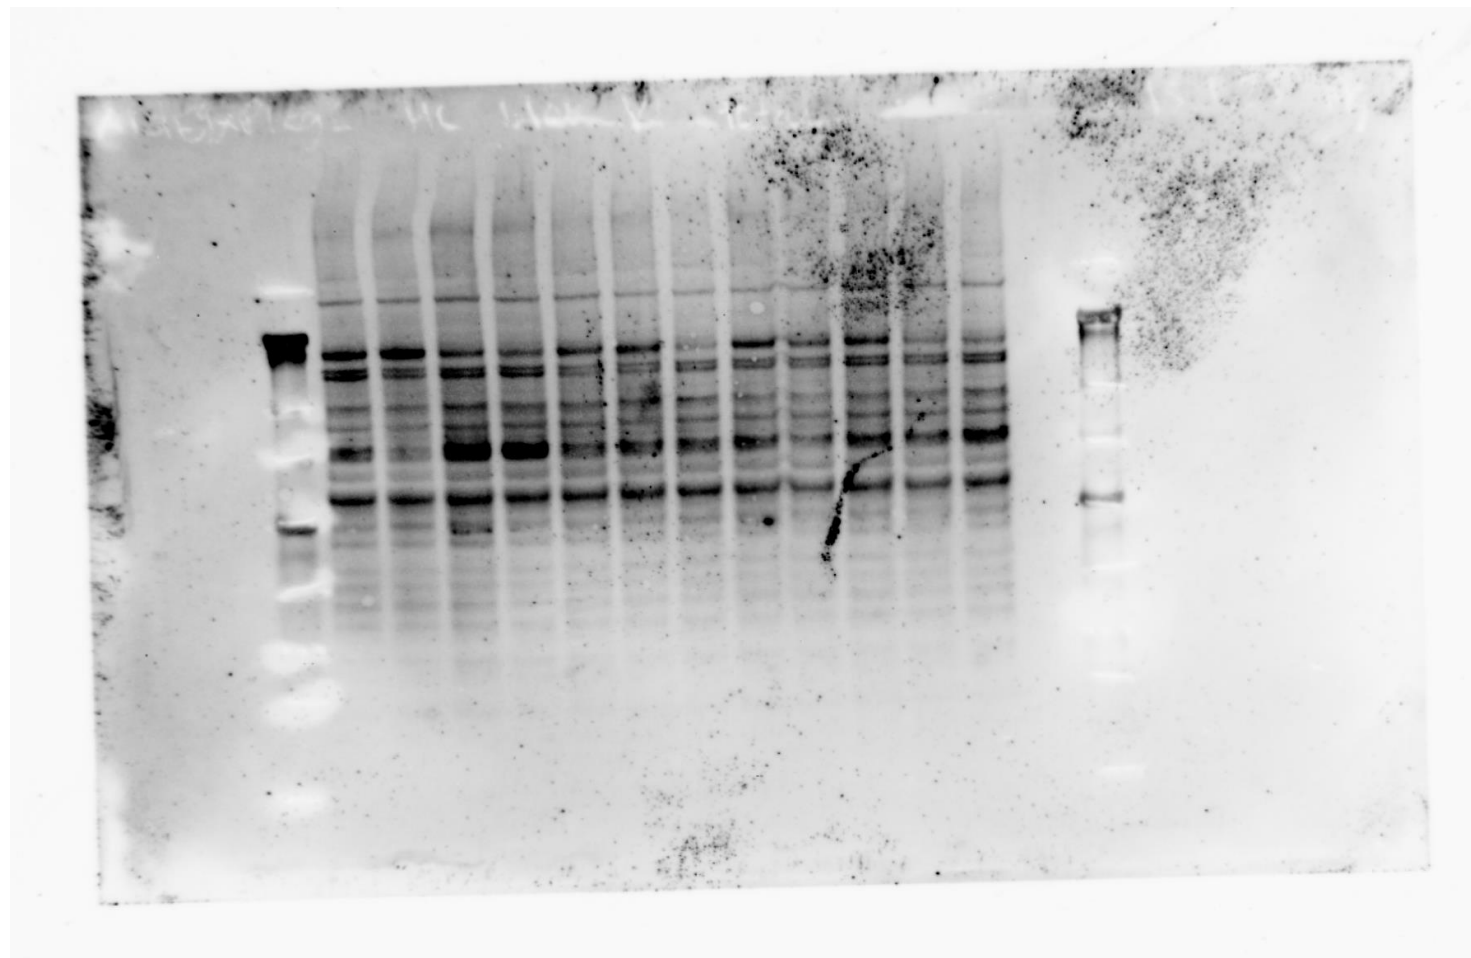

# HC Blot VI Tau RD4 05-804

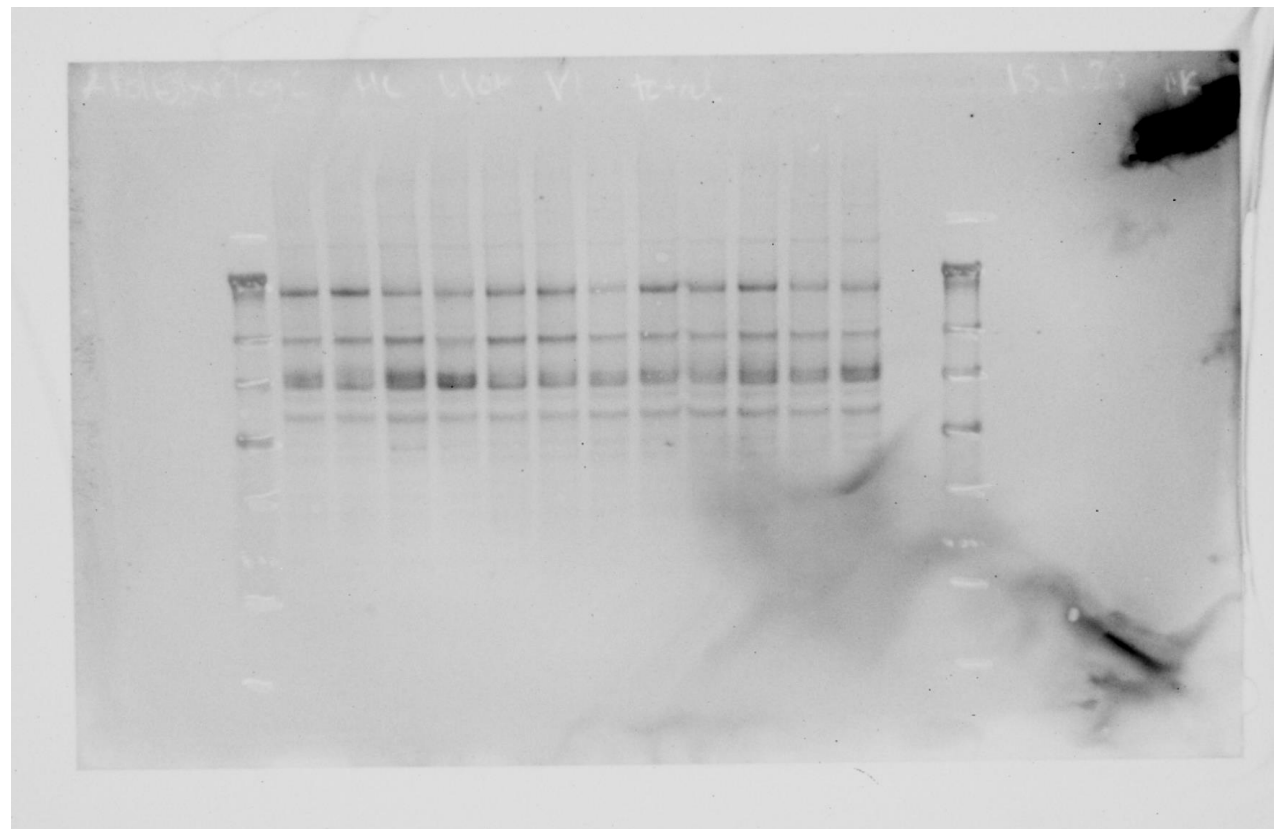

HC Blot VI GAPDH ab8245

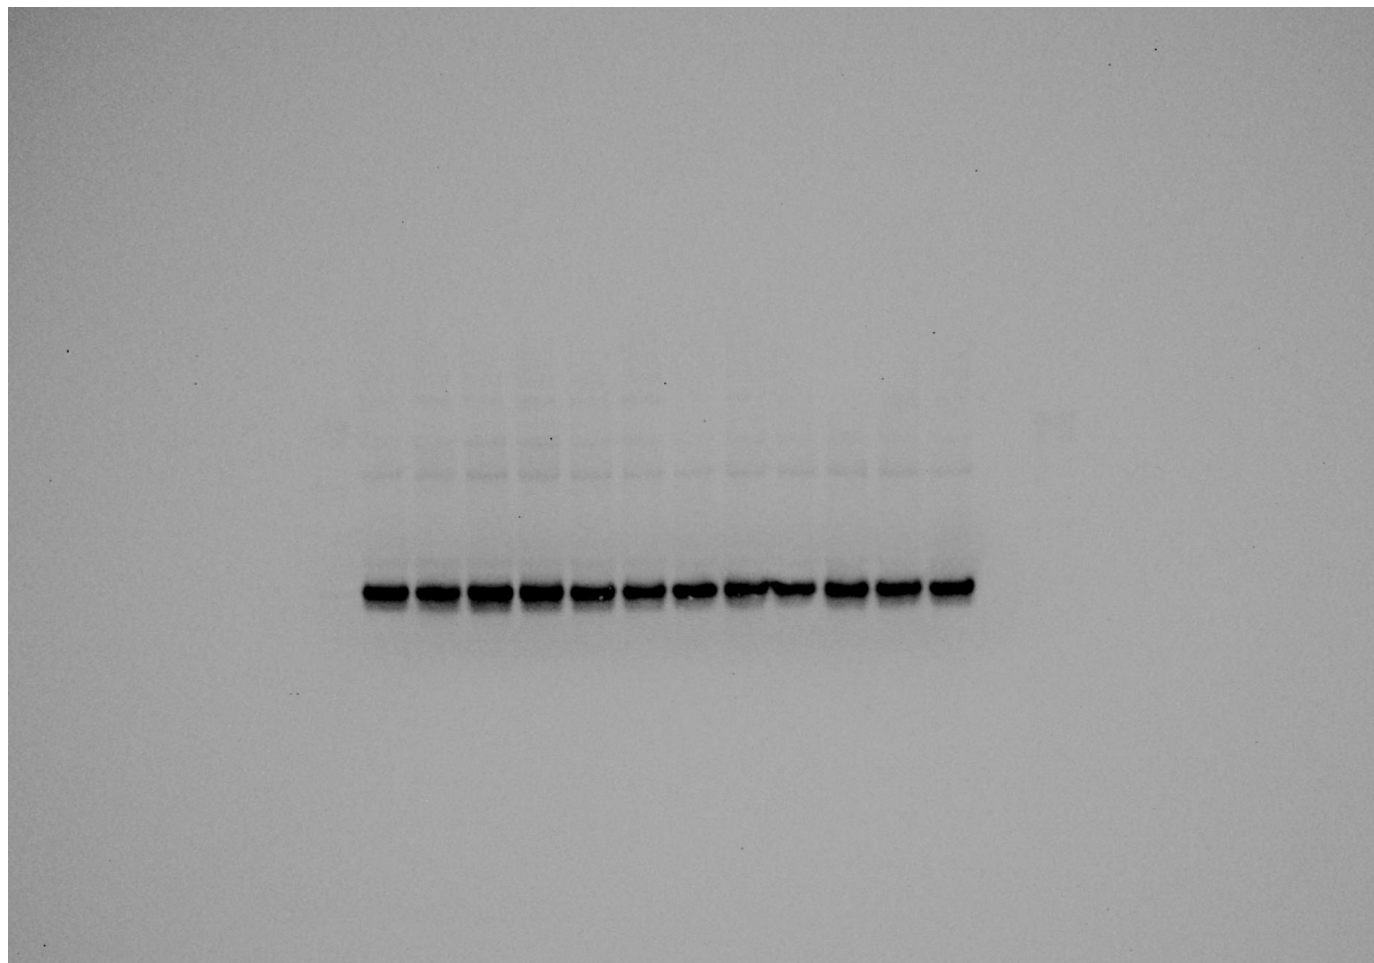

**Supplement:** Supplementary file 1 — Additional file 1

# Supplementary material for: The protective PLCγ2-P522R variant mitigates Alzheimer’s disease-associated pathologies by enhancing beneficial microglial functions
**Source:** J Neuroinflammation. 2025 Mar 5;22:64. doi: 10.1186/s12974-025-03387-6
**Supplement:** Supplementary file 3 — Additional file 3

A)

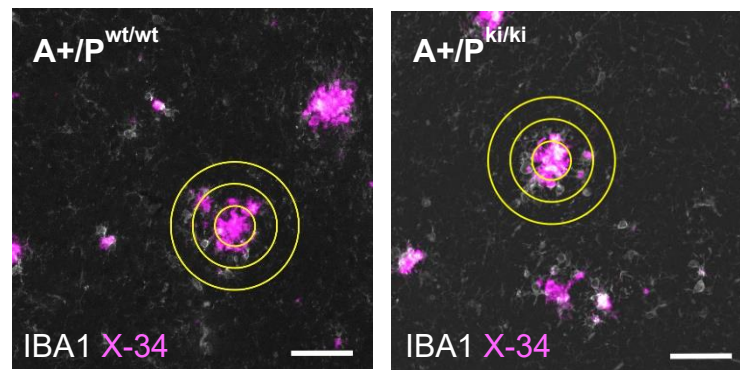

B)

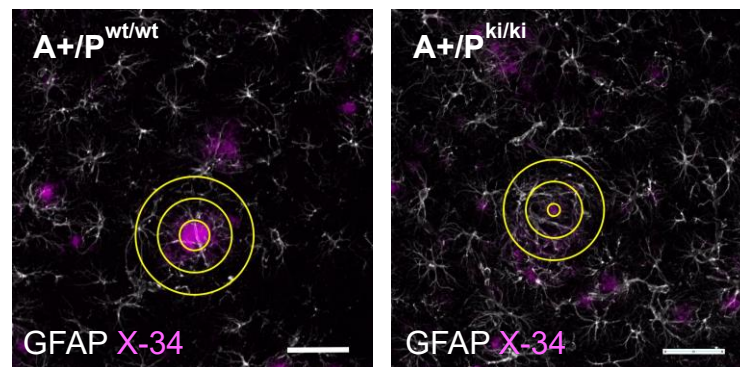

C)

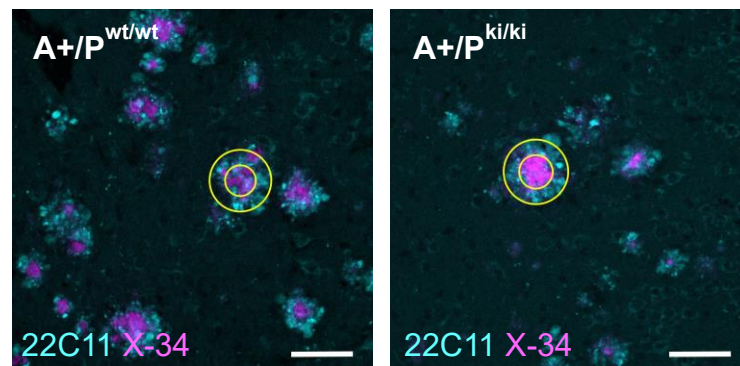

D)

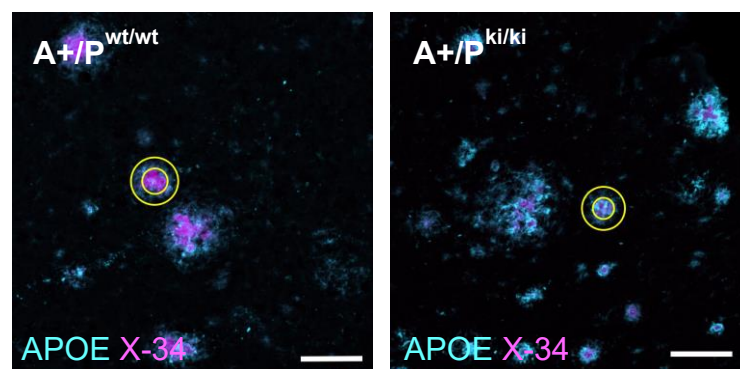

**Supplementary Figure 1. Representative ROIs used for analyzing IBA1, GFAP, 22C11, and APOE within and surrounding  $\beta$ -amyloid plaques.** The inner circle was calculated based on the plaque size and width of the outer circle(s) were kept constant within each analysis. Analysis of IBA1 and GFAP within 0-20 and 20-40  $\mu\text{m}$  (A-B), 22C11 within 0-14  $\mu\text{m}$  (C), and APOE within 0-20  $\mu\text{m}$  (D) from the plaque outline was conducted.

A) Hippocampus, 13-month-old female mice

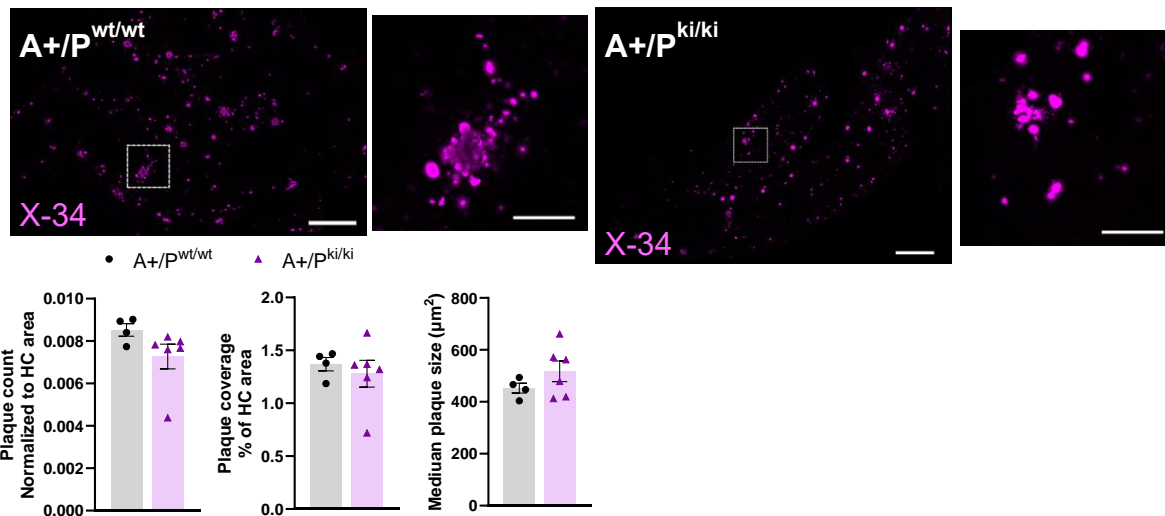

B) Hippocampus, 13-month-old female mice

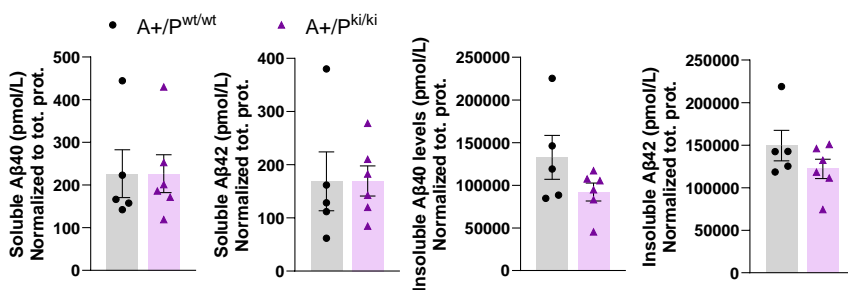

C) Hippocampus, 13-month-old female mice

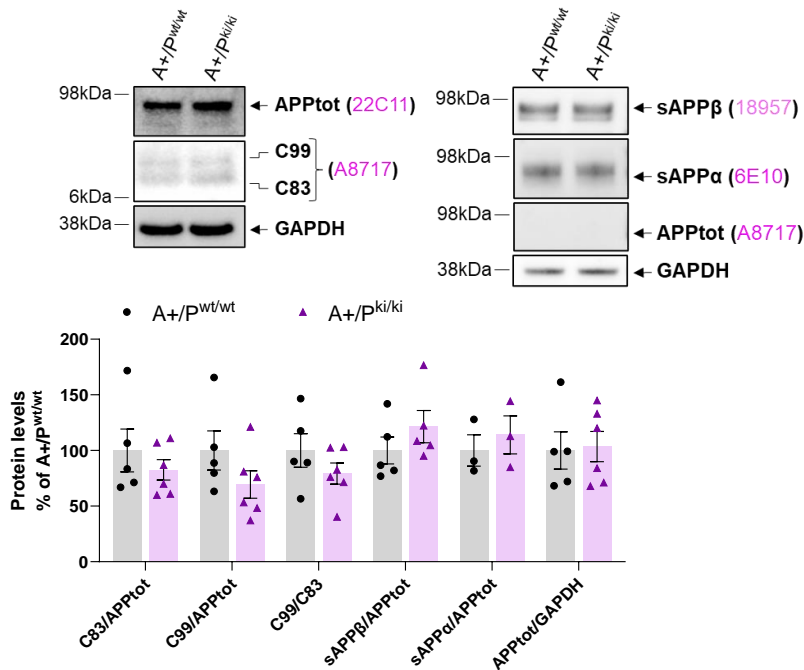

**Supplementary Figure 2. PLCy2-P522R variant does not change  $\beta$ -amyloid load in the hippocampus of female APP/PS1 mice.** A)  $\beta$ -amyloid plaque count, coverage (total plaque area, % of whole analyzed area,  $\mu\text{m}^2$ ), and size ( $\mu\text{m}^2$ ) of the individual plaques in the hippocampus of the APP/PS1xPly2-P522R (A+/P<sup>ki/ki</sup>) and APP/PS1 (A+/P<sup>wt/wt</sup>) mice. n(A+/P<sup>wt/wt</sup>)=4, n(A+/P<sup>ki/ki</sup>)=6. B) Insoluble, but not soluble A $\beta$ 40 and -42 levels are slightly, but not significantly lower in the hippocampus of the A+/P<sup>ki/ki</sup> mice as compared to the A+/P<sup>wt/wt</sup> mice. A $\beta$ 40 and -42 levels are normalized to the total protein concentration in the same sample. n(A+/P<sup>wt/wt</sup>)=5, n(A+/P<sup>ki/ki</sup>)=6. C) Representative Western blots and corresponding quantification show no differences in the levels of full-length APP (APPt<sub>tot</sub>, normalized to GAPDH), APP C-terminal fragments (C99 and C83, normalized to APPt<sub>tot</sub>), or soluble APP $\alpha$  and - $\beta$  (sAPP $\alpha$ , sAPP $\beta$ , normalized to APPt<sub>tot</sub>) species in the hippocampus of the A+/P<sup>ki/ki</sup> and the A+/P<sup>wt/wt</sup> mice. n(A+/P<sup>wt/wt</sup>)=4, n(A+/P<sup>ki/ki</sup>)=4. Scale bars in the representative immunofluorescent images are 657  $\mu\text{m}$  for the whole area and 164  $\mu\text{m}$  for the zoomed view. Unpaired t-test. All data are presented as mean  $\pm$  SEM. Each datapoint represents an individual mouse.

A)

### Hippocampus, 13-month-old female mice

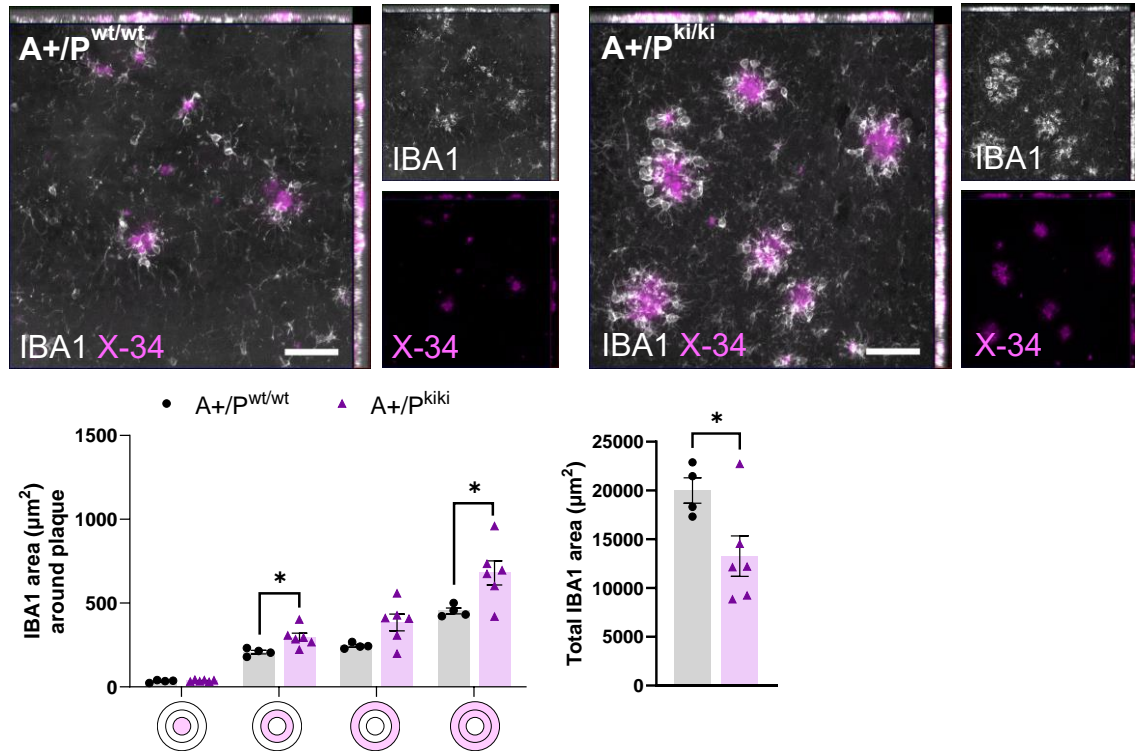

B)

### Hippocampus, 13-month-old female mice

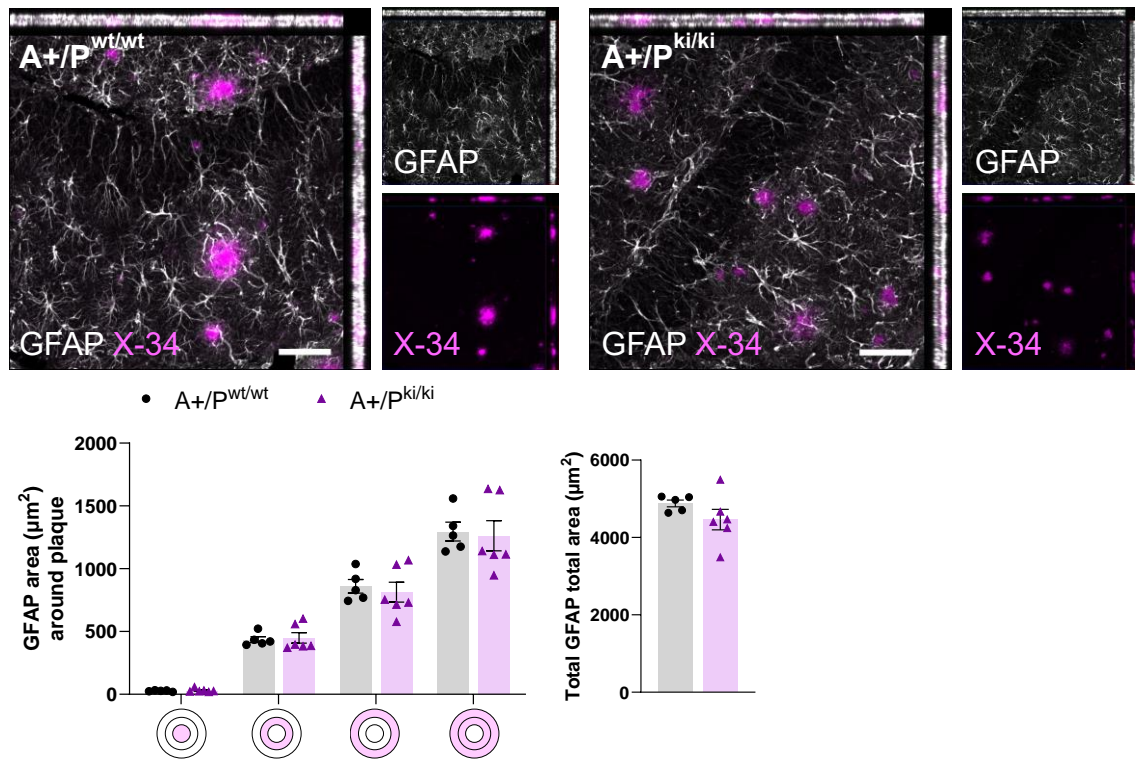

**Supplementary Figure 3. PLCy2-P522R variant increases microglia clustering around  $\beta$ -amyloid plaques in the hippocampus of female APP/PS1 mice.** A) Area ( $\mu\text{m}^2$ ) of IBA1-positive microglia is increased within 0-20  $\mu\text{m}$  (\* $p=0.023$ ) and 0-40  $\mu\text{m}$  (\* $p=0.037$ ) from the plaque outline in the hippocampus of the A+/P<sup>ki/ki</sup> mice as compared to the A+/P<sup>wt/wt</sup> mice. Simultaneously, total IBA1 area is decreased (\* $p=0.043$ ).  $n(\text{A+}/\text{P}^{\text{wt/wt}})=4$ ,  $n(\text{A+}/\text{P}^{\text{ki/ki}})=6$ . B) GFAP-positive astrocyte area ( $\mu\text{m}^2$ ) around plaques (within 0-20 and 20-40  $\mu\text{m}$  from the plaque outline) and total GFAP area remain unaltered between the genotypes.  $n(\text{A+}/\text{P}^{\text{wt/wt}})=5$ ,  $n(\text{A+}/\text{P}^{\text{ki/ki}})=6$ . The scale bar in the representative immunofluorescent images is 50  $\mu\text{m}$ . Unpaired samples t-test. All data are presented as mean  $\pm$  SEM. Each datapoint represents an individual mouse.

### Hippocampus, 13-month-old female mice

A)

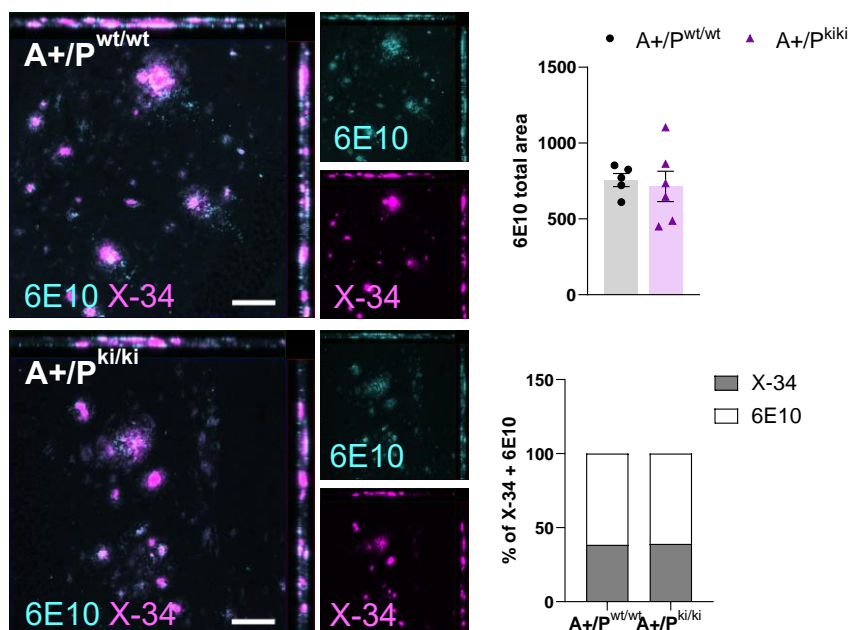

### Hippocampus, 13-month-old female mice

B)

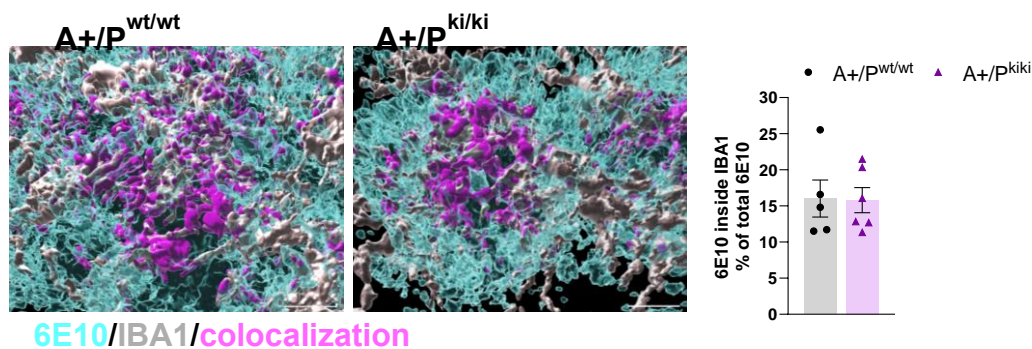

### Hippocampus, 13-month-old female mice

C)

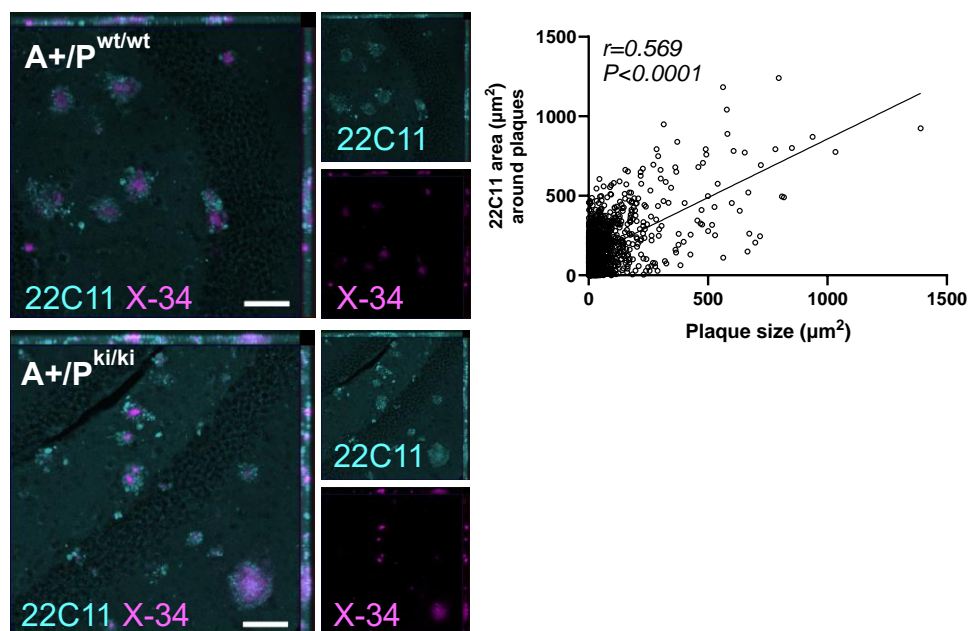

**Supplementary Figure 4. PLC $\gamma$ 2-P522R variant decreases dystrophic neurites around  $\beta$ -amyloid plaques in the hippocampus of female APP/PS1 mice.** A) Total area ( $\mu\text{m}^2$ ) of diffuse A $\beta$  (6E10) and composition  $\beta$ -amyloid plaques, as indicated by percentage of compact amyloid (X-34) of all  $\beta$ -amyloid (X-34+6E10), remain unaltered in the hippocampus of the APP/PS1xPLC $\gamma$ 2-P522R (A+/P<sup>ki/ki</sup>) mice as compared to the APP/PS1 (A+/P<sup>wt/wt</sup>) mice. n(A+/P<sup>wt/wt</sup>)=5, n(A+/P<sup>ki/ki</sup>)=6. B) A 3D-reconstruction of 6E10 and IBA1 (microglia) signal and their co-localization and quantification showing 6E10 within IBA1 as % of all 6E10 in the hippocampus of A+/P<sup>ki/ki</sup> mice as compared to the A+/P<sup>wt/wt</sup> mice. C) Area ( $\mu\text{m}^2$ ) of 22C11-labeled dystrophic neurites around  $\beta$ -amyloid plaques strongly correlates with plaque size ( $r=0.569$ ,  $p<0.0001$ ). 22C11 area is decreased within 0-7  $\mu\text{m}$  (\* $p=0.01$ ) and 0-14  $\mu\text{m}$  (\* $p=0.01$ ) distance from the  $\beta$ -amyloid plaque outline in the hippocampus of the A+/P<sup>ki/ki</sup> mice as compared to the A+/P<sup>wt/wt</sup> mice when normalized to the plaque size. n(A+/P<sup>wt/wt</sup>)=4, n(A+/P<sup>ki/ki</sup>)=6. The scale bar in the representative immunofluorescent images is 50  $\mu\text{m}$ . Unpaired t-test and Pearson correlation. All data are presented as mean  $\pm$  SEM. Each datapoint represents an individual mouse.

A)

Temporo-occipital cortex, 13-month-old female mice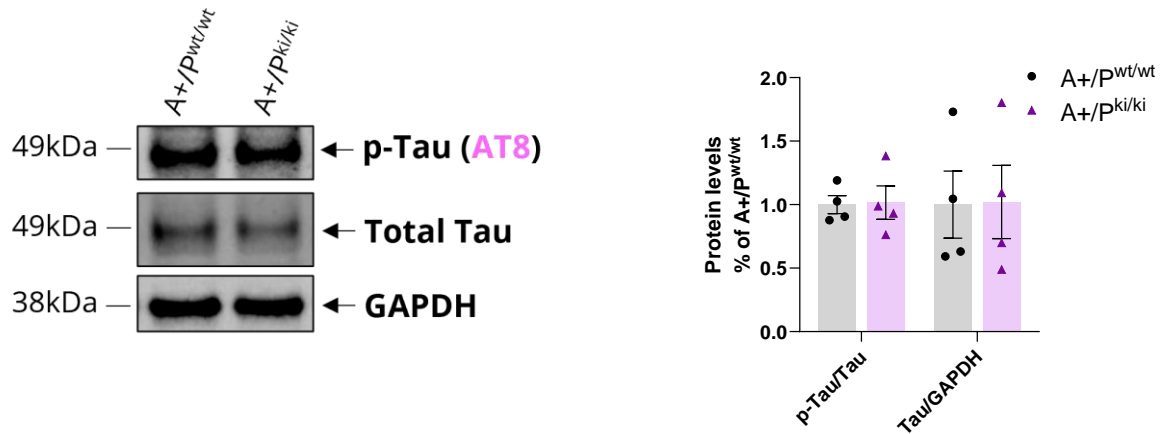

B)

Hippocampus, 13-month-old female mice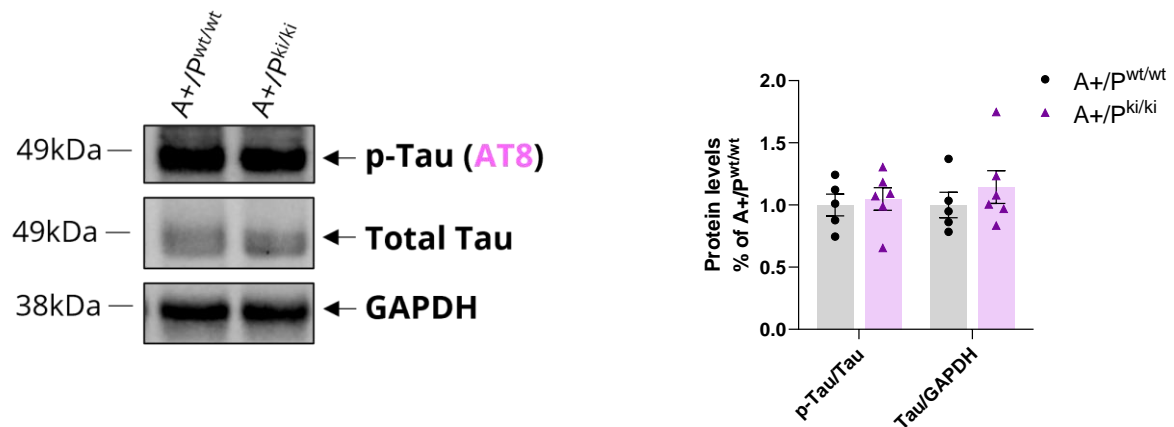**Supplementary Figure 5. PLCγ2-P522R variant does not affect the ratio of p-Tau/total Tau in the temporo-occipital cortex or hippocampus of female APP/PS1 mice.**

Representative Western blots and corresponding quantification did not show statistically significant differences in the ratio of p-Tau/total Tau or total Tau normalized to GAPDH A) in the temporo-occipital cortex of the A+/P<sup>ki/ki</sup> and the A+/P<sup>wt/wt</sup> mice, n(A+/P<sup>wt/wt</sup>)=4, n(A+/P<sup>ki/ki</sup>)=4 and B) in the hippocampus of the A+/P<sup>ki/ki</sup> and the A+/P<sup>wt/wt</sup> mice, n(A+/P<sup>wt/wt</sup>)=5, n(A+/P<sup>ki/ki</sup>)=6. Unpaired t-test. All data are presented as mean ± SEM. Each datapoint represents an individual mouse.

### Hippocampus, 13-month-old female mice

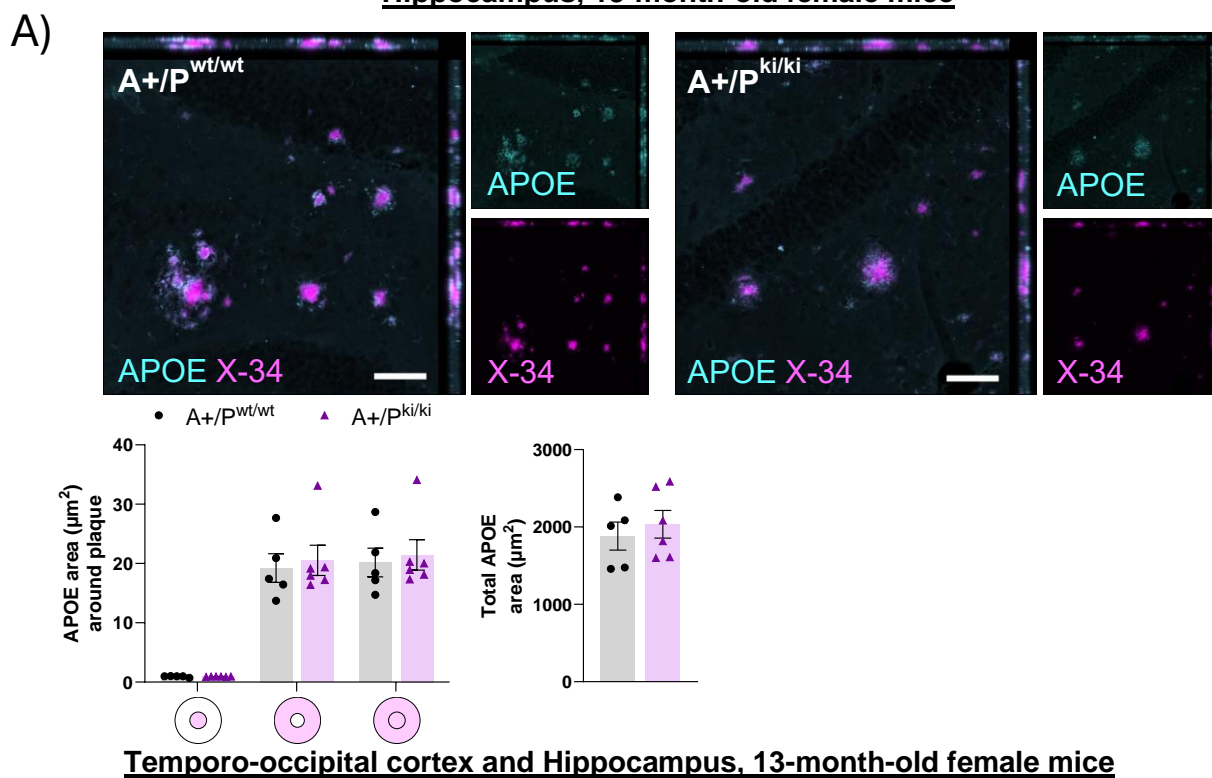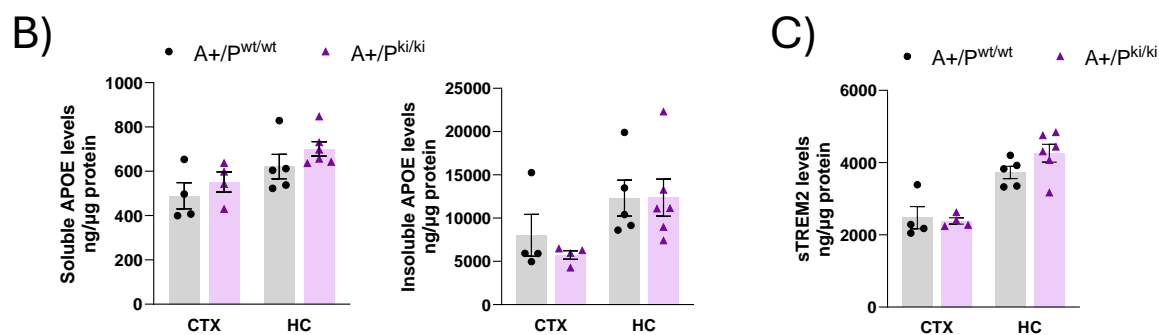

### Temporo-occipital cortex, 13-month-old female mice

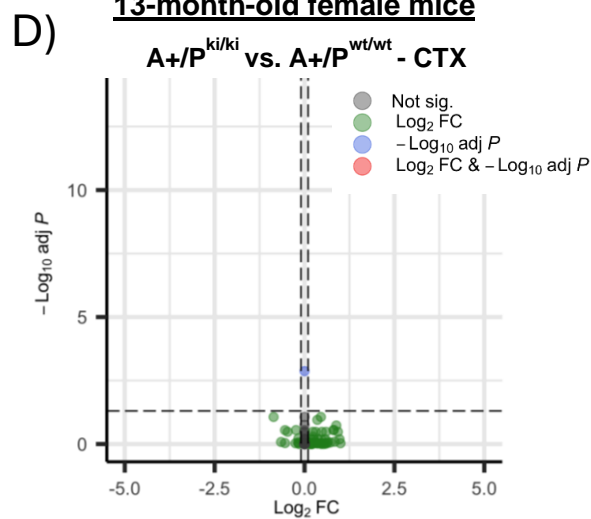

### CD11b+ microglia, 13-month-old female mice

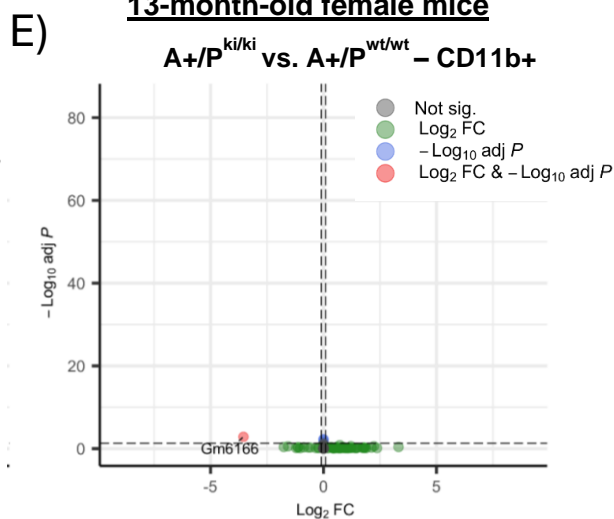

**Supplementary Figure 6. PLCy2-P522R variant does not change plaque-associated APOE in the hippocampus of female APP/PS1 mice.** A) Analysis of total APOE or APOE area ( $\mu\text{m}^2$ ) on top and surrounding (within 0-10 and 10-20  $\mu\text{m}$  from the  $\beta$ -amyloid plaque outline)  $\beta$ -amyloid plaques reveals no differences between the APP/PS1xPLy2-P522R ( $A+/P^{ki/ki}$ ) and APP/PS1 ( $A+/P^{wt/wt}$ ) mice.  $n(A+/P^{wt/wt})=5$ ,  $n(A+/P^{ki/ki})=6$ . The scale bar in the representative immunofluorescent images is 50  $\mu\text{m}$ . Unpaired samples t-test. All data are presented as mean  $\pm$  SEM. Each datapoint represents an individual mouse. B) Volcano blot showing differentially expressed genes (DEGs) in parieto-occipital cortex and C) CD11b+ microglia isolated from  $A+/P^{wt/wt}$  and  $A+/P^{ki/ki}$  mouse brain.

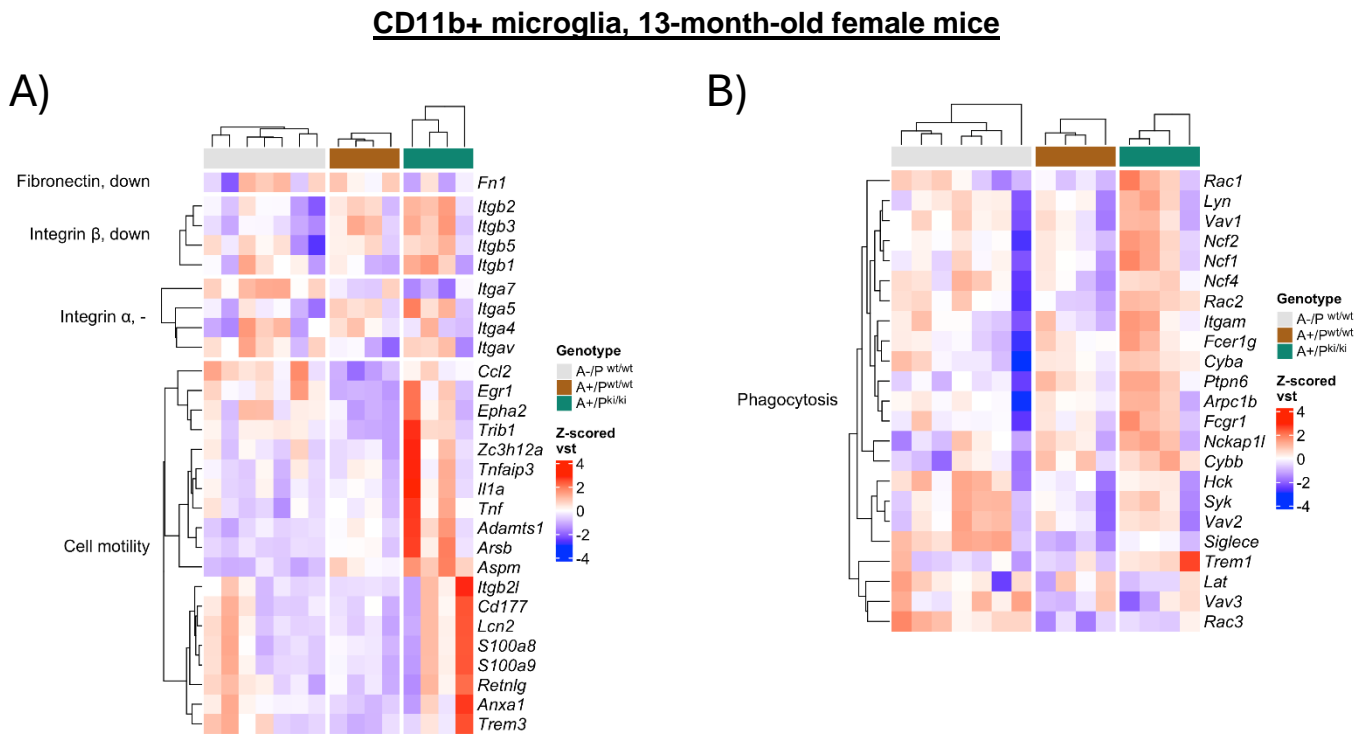

**Supplementary Figure 7. The expression profiles of PLCy2-associated integrins, and cell motility and phagocytosis genes in CD11b+ microglia isolated from female PLCy2-P522R KI and WT mice.** Heatmaps of z-scored vst-normalized gene expression in CD11b+ microglia isolated from the whole brain of 13-month-old wildtype ( $A-/P^{wt/wt}$ ),  $A+/P^{wt/wt}$  and  $A+/P^{ki/ki}$  female mice for A) PLCy2-associated genes (Fibronectin and Integrin classes  $\alpha$  and  $\beta$ ) and GSEA core enrichment genes of the GOBP\_CELL\_MOTILITY gene set (Cell motility) from the comparison of  $A+/P^{wt/wt}$  and  $A+/P^{ki/ki}$  microglia, and B) select genes in the WP\_MICROGLIA\_PATHOGEN\_PHAGOCYTOSIS\_PATHWAY. CD11b+  $A-/P^{wt/wt}$   $n=7$ ,  $A+/P^{wt/wt}$   $n=4$ , and  $A+/P^{ki/ki}$   $n=4$ .

### CD11b+ microglia, 13-month-old male mice

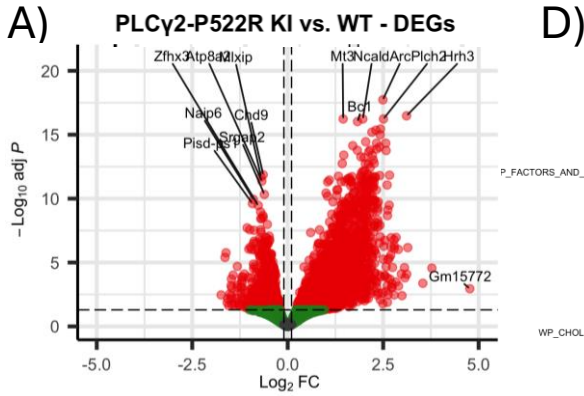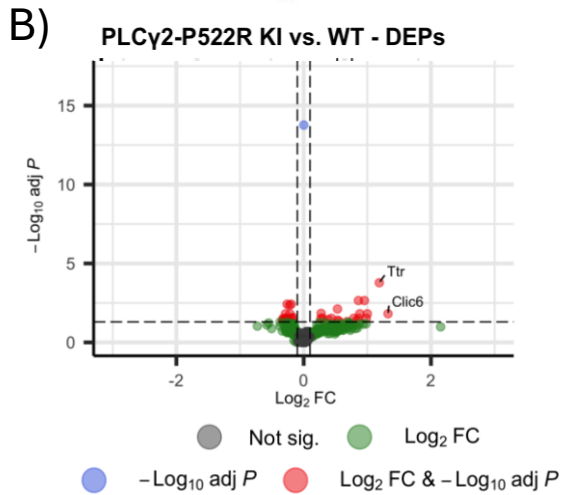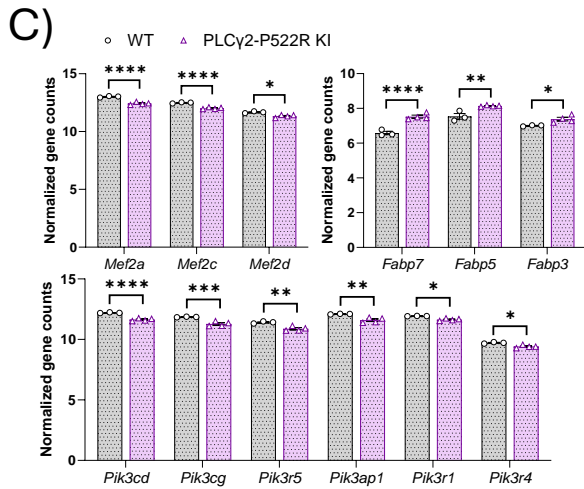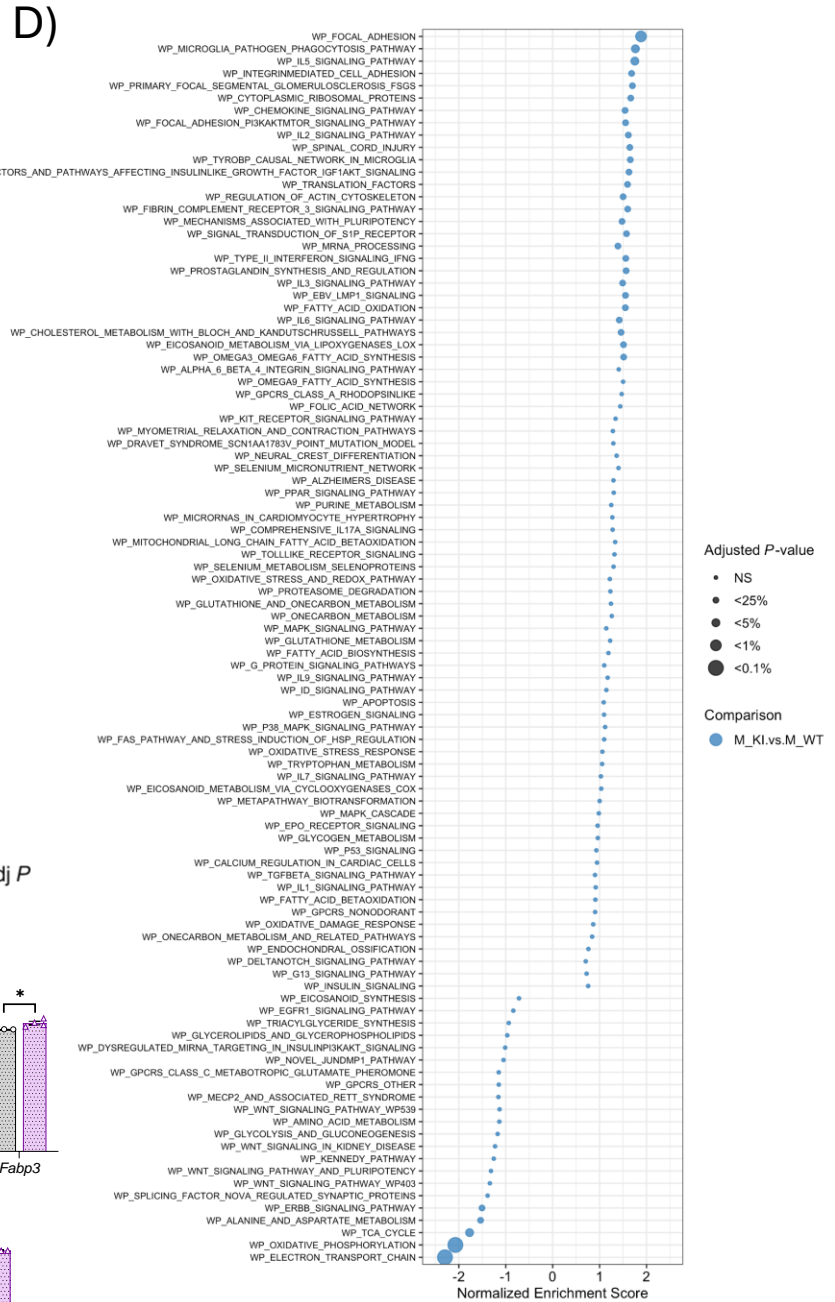

### **CD11b+ microglia, 13-month-old female mice**

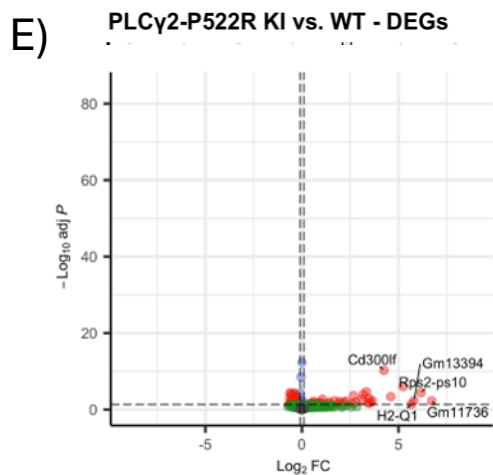

**Supplementary Figure 8. Differentially expressed genes and proteins in CD11b+ microglia of WT and PLCy2-P522R KI male mice.** Volcano plot of A) differentially expressed genes (DEGs) and B) differentially expressed proteins (DEPs, expressed as their encoding gene symbols) in CD11b+ microglia isolated from 13-month-old PLCy2-P522R KI and WT male mice. FDR<0.05. Horizontal dashed line: adjusted p-value 0.05; vertical dashed lines:  $|\log_2FC|=0.1$ . C) PLCy2-P522R downregulates calcium-sensitive transcription family members, *Mef2a* (\*\*\*\*pAdj<0.0001), *Mef2c* (\*\*\*\*pAdj<0.0001), and *Mef2d* (\*pAdj=0.015) as compared to WT microglia. Expression of genes encoding fatty acid binding proteins *Fabp7* (\*\*\*\*pAdj<0.0001), *Fabp5* (pAdj=0.003), and *Fabp3* (\*pAdj=0.049) is increased in PLCy2-P522R KI microglia. Expression of several genes encoding phosphatidylinositol 3-kinase (PI3K) subunits, *Pik3cd* (\*\*\*\*pAdj<0.0001), *Pik3cg* (\*\*\*pAdj=0.0003), *Pik3r5* (\*\*pAdj=0.002), *Pik3ap1* (\*\*pAdj=0.003), *Pik3r1* (\*pAdj=0.012), *Pik3r4* (\*pAdj=0.033), is downregulated in PLCy2-P522R KI as compared to WT microglia. D) A dot plot of normalized enrichment scores for enriched and depleted protein sets in enrichment analyses by GSEA for protein (Wikipathways) expression in PLCy2-P522R KI and WT mice. E) Volcano plot of differentially expressed genes (DEGs) in CD11b+ microglia isolated from 13-month-old female PLCy2-P522R KI and WT mice. RNA n(WT)= male 3 and female 7, n (PLCy2-P522R KI) = male 4 and female 4, protein n(WT)=5, n(PLCy2-P522R KI)=6.

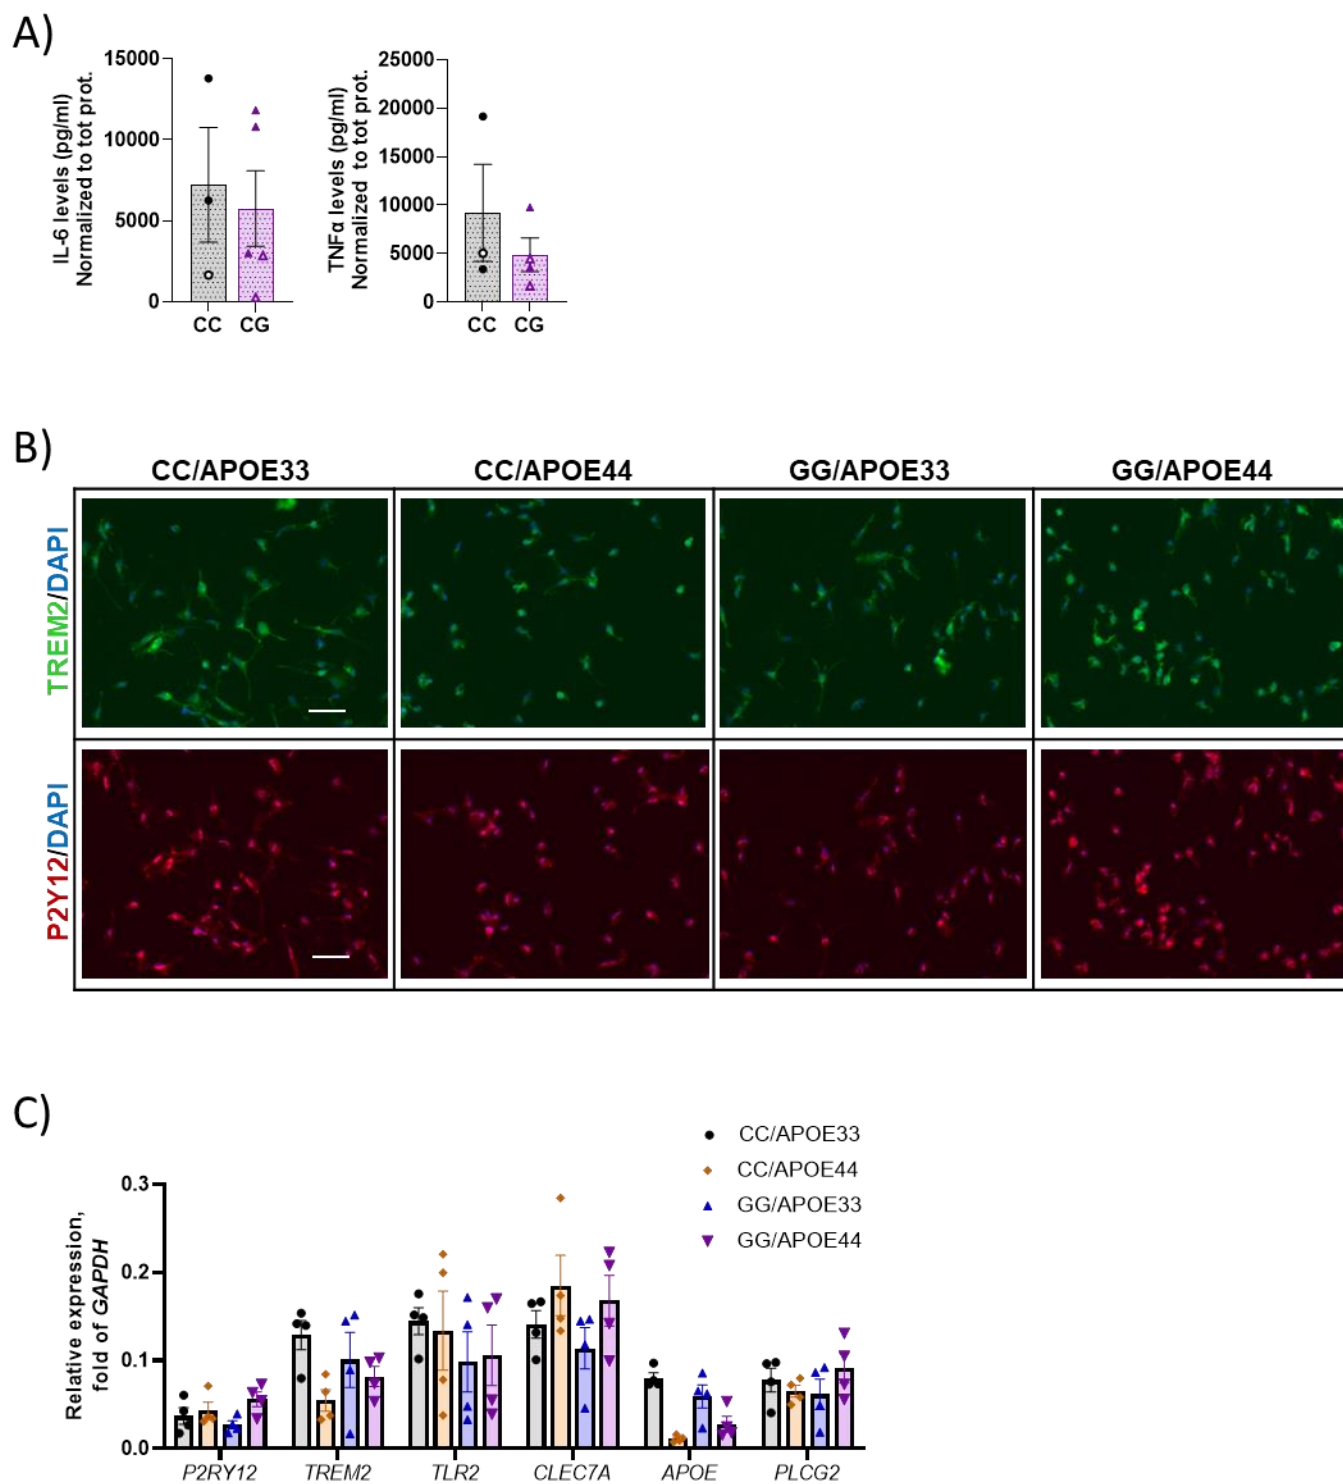

**Supplementary Figure 9. Characterization of human microglia-like cell models.** A) IL-6 and TNF- $\alpha$  levels in the conditioned medium of blood monocyte-derived microglia (MDMi) of the PLCy2-P522R variant carriers (CG) and matched controls (CC) after treatment with

lipopolysaccharide for 24 h. IL-6 and TNF- $\alpha$  levels are normalized to the total protein concentration in the respective lysate. n(CC)=3, n(CG)=4. Each datapoint represents data from one individual. Colored circles indicate data obtained from females and hollow circles data obtained from males. Microglial markers in induced pluripotent stem cell-derived microglia (iMGL) detected by immunocytochemistry (B) and RT-qPCR (C). In (B) scale bars are 50 $\mu$ m. Data are from PLC $\gamma$ 2 control line (CC) and isogenic PLC $\gamma$ 2-P522R homozygous line (GG) with either *APOE33* or *APOE44* background. In (C) there were two batches of cells, two technical replicates each. All data are presented as mean  $\pm$  SEM.

# Supplementary material for: The protective PLCγ2-P522R variant mitigates Alzheimer’s disease-associated pathologies by enhancing beneficial microglial functions
**Source:** J Neuroinflammation. 2025 Mar 5;22:64. doi: 10.1186/s12974-025-03387-6
**Supplement:** Supplementary file 4 — Additional file 4

**SUPPLEMENTARY MATERIALS AND METHODS**

**Western blotting of Tau protein**

Primary antibodies used for Western blotting of phosphorylated Tau (p-Tau), total Tau, and GAPDH were mouse anti-Phospho-Tau 1:1000 (AT8; Ser202, Thr205; #MN1020, Invitrogen), mouse anti-Tau 1:1000 (4-repeat isoform RD4, #05-804, Millipore), and mouse anti-GAPDH 1:10 000 (#ab8245, Abcam), respectively.

**IL-6 and TNF-α measurement in conditioned MDMi medium**

For analyzing inflammatory cytokines in the conditioned medium, medium was collected, centrifuged at 10 000 x g, for 10 min at +4 °C, and supernatant was stored at –80 °C until analysis (below). IL-6 and TNF-α levels in the medium were analyzed with IL6 and TNF alpha Human Uncoated ELISA Kit (#88-7346-22 and #88-7066-22, respectively Thermo Fisher).

**Immunocytochemistry and qPCR-based characterization of microglia markers in iMGL cells**

iMGL cells grown on coverslips coated with Matrigel (1:100) were fixed with 4% formaldehyde for 20 min at RT and stained overnight with rabbit anti-P2Y12 (1:1000, #HPA014518, Merc) and goat anti-TREM2 (1:100 #AF1828, R&D Systems) primary antibodies diluted in PBS containing 1% BSA and 0.05% Tween20 at +4 °C. After 4 x 5min washing in PBS + 0.05% Tween20, the cells were incubated for 1 h with chicken anti-rabbit AlexaFluor 647 (#A21443, ThermoFisher Scientific) and chicken anti-goat AlexaFluor488 (#A21467, ThermoFisher Scientific) secondary antibodies (both diluted 1:500 in PBS containing 1% BSA and 0.05% Tween20) at RT. During the washing step, the cells were further incubated for 5 min with DAPI at 1 μg/ml in PBS to stain the nuclei. The coverslips were mounted on glass slides using Fluoromount-G mounting medium (#0100-01, Southern Biotech), and imaged using Zeiss AxioImager M1 microscope.

iMGL cells for qPCR-based characterization were grown and maturated for 4-5 days on 12-well plates coated with Matrigel (2:100). RNA was isolated by using Qiagen RNeasy Mini Kit (#74106, Qiagen) according to manufacturer’s instructions. cDNA was synthetized using Maxima reverse transcriptase enzyme (#EP0742, Thermo Fisher Scientific) according to manufacturer’s instructions. RT-qPCR was used to analyze the expression levels of microglia genes, *P2RY12, TREM2, TLRM2, CLEC7A, APOE,* and *PLCG2* by using Maxima Probe/ROX qPCR Master Mix (#11813923, Thermo Fisher Scientific) and the Taqman primers listed in **Supplementary table 1** on Bio-Rad CFX96 Real-Time System (Biorad)**.** The relative mRNA expression results were normalized to GAPDH using Q-gene program (DOI: [10.1093/bioinformatics/btg157](https://doi.org/10.1093/bioinformatics/btg157) ).

**Table 1:** Primers used for characterization of microglia markers in iMGL cells.

| **Primers** | **Producer** | **Catalog number** |
| --- | --- | --- |
| P2RY12 | Thermo Fisher Scientific | Hs00375457_m1 |
| TREM2 | Thermo Fisher Scientific | Hs00219132_m1 |
| TLR2 | Thermo Fisher Scientific | Hs00152932_m1 |
| CLEC7A | Thermo Fisher Scientific | Hs00224028_m1 |
| APOE | Thermo Fisher Scientific | Hs00171168_m1 |
| PLCG2 | Thermo Fisher Scientific | Hs00182192_m1 |
| GAPDH | Thermo Fisher Scientific | Hs99999905_m1 |

How the deposited data were processed for this re-analysis (not part of the article)

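RNA-seq count tables of 31 libraries of mice of 13 months of age were analysed. They comprised temporo-occipital cortex of female A-/P wt/wt (n = 1), A+/P wt/wt (n = 4) and A+/P ki/ki mice (n = 4), CD11b+ microglia of female A-/P wt/wt (n = 7), A+/P wt/wt (n = 4) and A+/P ki/ki mice (n = 4), and CD11b+ microglia of male WT (n = 3) and PLCγ2-P522R KI mice (n = 4). CD11b+ microglia of female KI mice without the APP/PS1 transgenes and the proteomic data were not analysed here. Every column of the tables was matched to a sample by tissue, sex, genotype and mouse number. Mouse number 236 is given for a CD11b+ library labelled A-/P wt/wt and for a cortex library labelled A+/P wt/wt, which 1 mouse cannot be, and both labels were used as given. *Cst7* was 24.2 CPM in this CD11b+ library (9.35 to 31 in the other A-/P wt/wt and 534 to 805 in the A+/P wt/wt libraries) and 34.5 CPM in this cortex library (0.31 in the A-/P wt/wt library), so that each had the level of its labelled group.
The authors trimmed the paired-end reads, aligned them with STAR to GRCm38 with Gencode annotation and counted uniquely mapped primary alignments per gene irrespective of strand, and these counts were deposited without further scaling for 55401 genes. The authors also deposited variance-stabilized values on a log2-like scale, made with DESeq2 from genes that passed a count minimum. The counts were used for all tests except limma, which was fitted to the variance-stabilized values.
Genes with at least 10 counts in at least 3 of the fitted libraries were tested. Libraries were scaled by TMM, and groups were compared with the two-sided quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjusted p and a threshold of FDR 0.05 without a limit on the fold change. The SE of a log2FC was calculated from the log2FC and the F statistic. A total of 5 comparisons were made: KI with WT males, A+/P ki/ki with A+/P wt/wt in CD11b+ microglia and in cortex, A+/P wt/wt with A-/P wt/wt in female CD11b+ microglia, and the difference between the male KI effect and that in APP/PS1 females. Each was fitted on its own libraries. The batch tags in the labels are the same within each KI comparison of CD11b+ microglia, and the cortex labels carry none. Gene coordinates are those of a Gencode annotation of GRCm38. Of 111 named genes, 29 have exons that overlap a gene on the other strand and 6 a gene on the same strand, and their counts are uncertain to that extent.
In total, 33 gene lists were written from the genes named in the paper, from gene symbols and from general knowledge. They cover homeostatic microglia, DAM stages 1 and 2, integrin alpha and beta, phagocytosis, motility, the respiratory complexes, mitochondrial DNA and ribosomal proteins. They also cover PI3K genes, MEF2, fatty acid-binding proteins, calcium handling, fatty acid metabolism and cholesterol synthesis. Others are for Toll-like receptors, interferon response, inflammatory response and immediate early genes. Further lists hold markers of neurons, astrocytes, oligodendrocytes, their precursors, endothelial and mural cells, choroid plexus and ependyma, border macrophages, neutrophils and lymphocytes. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and with camera at an estimated correlation as alternatives. A list's score in a library is its mean log2 CPM with a prior count of 2, compared between groups with exact two-sided permutation tests.
On simulated data with 200 changed genes of log2FC 1, edgeR recovered 76% in the male comparison, 22% in CD11b+ microglia of APP/PS1 mice, 99% in cortex and 61% in the comparison of A+/P wt/wt with A-/P wt/wt mice. The list tests and the gradient correction were also tested on simulated data.
The alternatives were the size factors of DESeq2 1.42.0 in place of TMM, no low-count filter, the filterByExpr function of edgeR, DESeq2's Wald test, limma, a fit of all groups of a table, the neuron score as a covariate, a limit of 0.1 on the log2FC, fry, camera at an estimated correlation, and leaving out each library in turn. Ranges of adjusted p over the other scalings, filters and tools include neither the covariate, which recovered 0 of 200 simulated changes, nor the fits with 1 library left out. For single genes of female A+/P wt/wt and A-/P wt/wt mice, leaving out the A-/P wt/wt libraries was added later. The comparisons, the lists, the rule for named genes and these alternatives were fixed before the data were examined. Named were every gene the paper names for these comparisons, *Plcg2*, genes that check sex and transgenes, the 5 largest rises and 5 largest falls among called genes with a mean of at least 5 CPM and no overlap between groups, and the 3 most abundant genes of each cell type list, except some that are not reported here. The paper's own tests and figures for its named genes had been seen when this rule was written. Fits without the 50 most counted genes, with a trend on exon length and GC content removed, and with a gradient among female A-/P wt/wt libraries taken off, also with each of these libraries left out of the slopes, were added later. The MSigDB collections of the paper's enrichment were not available, and the enrichment was not repeated.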

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

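The tests that use the gradient among female A-/P wt/wt libraries, the test without the 50 most counted genes, the test with the trend on exon length and GC content removed, all tests for dilution other than that on 77 enriched genes, the power at a log2FC of 0.5 and the comparisons of cell type scores were chosen only after the result was seen.

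Markers of other brain cells, which the paper does not discuss for these libraries, were higher in the CD11b+ microglia of male KI than of WT mice. The median log2FC was 2.037 for neurons (21 of 22 genes higher, camera, adjusted p 3.63e-24, and fry, adjusted p 0.0249) and 1.238 for astrocytes (18 of 18, 1.49e-16 and 0.0298). It was 1.046 for oligodendrocytes (15 of 16, 4.44e-07 and 0.0298) and 1.258 for their precursors (10 of 10, 9.48e-06 and 0.0298). Endothelial and mural markers (0.781, 14 of 14, 0.00011 and 0.11) and neutrophil markers (0.628, 8 of 9, 0.0451 and 0.145) passed with camera and not with fry. The neutrophil markers list did not pass with camera without WT mouse 101 (adjusted p 0.15), WT mouse 102 (0.138), KI mouse 104 (0.227), KI mouse 136 (0.0587) or KI mouse 84 (0.224). With the correlation estimated from the data, none of the 33 lists passed (lowest adjusted p 0.305). No gene of these 6 lists is in another list or named by the paper, and all 22 neuron, 18 astrocyte and 16 oligodendrocyte genes were also expressed in WT libraries.

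RNA from other brain cells is a candidate explanation for the genes higher in male KI microglia, since 47 of the 56 genes of the neuron, astrocyte and oligodendrocyte lists were called higher. Of 7 abundant genes of these lists, 5 rose. From WT to KI mice, *Olfm1* went from 36.5 to 153 CPM, *Cpe* from 250 to 785, *Slc1a2* from 228 to 654, *Mbp* from 15900 to 33900 and *Mobp* from 4740 to 10500, the last 2 without passing FDR 0.05 (adjusted p 0.0769 and 0.0512). *Basp1* (428 and 393 CPM) and *Trf* (1770 and 1530 CPM) did not rise. The prediction set in advance named a rise of only some abundant transcripts as evidence against this explanation. The WT preparations already held *Basp1* near its level in cortex (596 CPM), at which a small added share would not show. This does not account for *Trf*, since *Mbp* and *Mobp* lay further above cortex (2190 and 625 CPM, and 344 CPM *Trf*) and still rose, so that *Trf* speaks against whole oligodendrocytes as the source. As 1 gene beside 15 of 16 higher oligodendrocyte markers, it does not settle the explanation, which stays open. The prediction also named the neuron score as a covariate, but that fit recovered 0 of 200 changes on simulated data and decides nothing. A lower share of microglia alone would raise the markers of other cells alike. The neuron score rose more than the oligodendrocyte and border macrophage scores (n = 3 and 4, exact two-sided permutation p 0.0286 for each, the smallest possible), although border macrophages can carry CD11b themselves. The difference did not pass 0.05 for astrocytes (0.143), precursors (0.0857), endothelial and mural cells (0.0571) and choroid plexus (0.0857). For neurons minus oligodendrocytes, the mice did not overlap (−1.985 to −1.709 in WT and −1.12 to −0.817 in KI), which speaks against a lower share alone. With the 5 scores other than that of border macrophages taken jointly, the exact permutation p was 0.0571, which does not pass 0.05, so that a lower share stays open. Whether the preparations of KI mice carried over more such RNA for technical reasons or because of the genotype was not tested and stays open.

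The number of genes called in males was weighed against further explanations. With the 7 libraries divided in other ways, 2 of 35 splits, the real one included, called as many genes (0.0571), so chance is not excluded. The other split joined KI mouse 104 to the 3 WT mice (3035 genes). Total counts did not differ (exact two-sided permutation p 0.714 for n = 3 and 4, with overlapping ranges), which argues against library size. Without the 50 most counted genes, 2599 genes were called, 2569 of them among the 2672 called before, which argues against a few genes that take most of the counts, although their share did differ between the genotypes without overlap. With the trend on exon length and GC content removed, 2553 genes were called, 2336 of them among the 2684 called before, which argues against this bias as the whole cause. The lowest KI library lay 46.8 above the highest WT library on the first principal component, which argues against a swap between the genotypes. *Xist* and *Ddx3y* matched the labelled sex, which speaks only to swaps with female mice, as these 7 mice are all male.

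A gradient that is also present among female A-/P wt/wt libraries may account for the male difference. This hypothesis was found and tested on the same data. Across 15985 genes, which are not independent replicates, the male log2FC correlated with the slope on the neuron score over the 7 female A-/P wt/wt libraries (Pearson's r 0.798, Spearman's rho 0.741). Of 5040 permutations of the 7 scores, 57 gave an r as large (one-sided exact permutation p 0.0113). The slope was positive for 98.4% of the genes called higher and negative for 97.6% of those called lower, compared with 45.8% positive slopes among all genes. The slopes over the 8 female APP/PS1 libraries gave an r of 0.83. With the predicted change taken off, 0 genes remained called higher and 0 lower by edgeR (2887 at an unadjusted p under 0.05, smallest adjusted p 0.0673). With slopes over 6 of the 7 libraries, r was 0.669 to 0.823 and 0 genes were called in 5 of 7 fits. Without mouse 223, 2064 genes were called, of which 105 higher and 30 lower genes had been called before, and without mouse 242 there were 284, of which 19 and 17 had been. Most earlier calls were thus lost with each library left out, whereas a count of 0 depends on mice 223 and 242. The correction left 160 of 200 genes called to which a log2FC of 1 had been added, compared with 191 without it. Of 200 genes with an added log2FC of 0.5, however, it left 20 called, compared with 115, and of the 100 of them that were lowered 7, compared with 56. The genes called lower had a median log2FC of −0.507, so that the loss of their calls decides nothing, and for them the gradient and a fall of another origin cannot be told apart because the correction removes most falls of this size. With the scores permuted, 40 corrections left 12 to 8230 genes called, and none left 0. What remained of the list medians was near 0 for the astrocyte (−0.006), PI3K (0.032), Toll-like receptor (−0.009) and MEF2 (−0.087) lists. It was also near 0 for the neuron list (−0.018), but the correction is built on the score of this list, so that this value decides nothing. After the correction, 10 of the 33 lists still passed with camera, so that with this tool the gradient alone predicts them poorly. What remained was −0.294 for complex I (adjusted p 1.65e-07), −0.18 for complex III (0.0372), −0.539 for complex IV (1.65e-07), −0.301 for complex V (2.54e-05), −0.427 for mitochondrial DNA (1.69e-08) and −0.311 for ribosomal proteins (1.94e-12). It was 0.265 for the interferon response (0.00545), −0.383 for oligodendrocyte markers (7.4e-08), 0.954 for endothelial and mural markers (1.91e-11) and −0.506 for immediate early genes (3.78e-07). Of these 10, only the oligodendrocyte markers also passed with fry (adjusted p 0.037). What the gradient reflects among the female mice, RNA of other cells, a state of the microglia or the dissociation, was not tested, and an effect of the genotype that places KI mice further along it stays open.

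Respiratory chain genes moved with the neuron score among the 7 female A-/P wt/wt libraries, where no KI genotype is involved. Over 6 lists, Pearson's r was 0.86 for complex I (exact two-sided permutation p 0.014, adjusted p 0.019, Spearman's rho 0.964, exact p 0.0028), 0.866 for complex III (p 0.013, adjusted p 0.019), 0.946 for complex IV (p 4e-04, adjusted p 0.0012), 0.847 for complex V (p 0.016, adjusted p 0.019), 0.989 for mitochondrial DNA (p 4e-04, adjusted p 0.0012) and 0.629 for complex II (p 0.13, adjusted p 0.13). Spearman's rho was also 0.964 for complexes III and IV and mitochondrial DNA, 0.929 for complex V (exact p 0.0067) and 0.786 for complex II (exact p 0.048). Without the 2 libraries farthest from the median score, r was 0.959 to 0.985 for these lists. These values are consistent with RNA from other brain cells as a source of the rise of the respiratory chain genes in male KI microglia, and a rise within microglia themselves stays open.

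The genes lower in male KI microglia were tested for dilution by RNA from other brain cells. A dilution lowers genes of microglia alike. In the test set in advance, the squared scatter of 77 genes at least 5 log2 units higher in microglia than in cortex was 3 times that given by their standard errors, which went against dilution. These genes include some of neutrophils and choroid plexus. In a version tried afterwards, the 71 of them in no list of other cells still scattered more than their standard errors give, which also went against dilution. Several other versions were tried afterwards, and their results differ. The ratio was 2.17 for the 71 of these genes in no list of other cells, 0.52 for 14 of them in microglial or functional lists, 1.24 for Toll-like receptors and 0.226 for the 12 homeostatic genes (log2FC −0.528 to −0.257). The Toll-like receptor score minus the motility score differed between the genotypes (exact two-sided permutation p 0.029), but motility genes are expressed in other cells too, and minus the homeostatic score it did not (0.83). Beyond the mean fall of the homeostatic genes, 7 genes fell further with a normal distribution and 0 with a t distribution. Dilution and a fall within microglia themselves therefore cannot be told apart, since the result depends on the genes taken, and both stay open.

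The KI effect in males minus that in APP/PS1 females differed by camera for 24 of 33 lists, 9 of which are given here. The difference of the medians was 0.531 for complex I, 0.972 for complex IV, 2.01 for mitochondrial DNA, −0.307 for PI3K genes and −0.816 for MEF2. It was −0.631 for Toll-like receptors, −0.791 for the inflammatory response, 2.86 for neuron markers and 2.028 for astrocyte markers. Of these 9, only the neuron markers passed with fry (adjusted p 0.0447), and none with the estimated correlation (lowest adjusted p 0.43). All of these calls by camera held with each library left out. Of single genes, 0 of 17619 passed in edgeR (4664 at an unadjusted p under 0.05, smallest adjusted p 0.138), the only tool run for this difference, and on simulated data 12% of the changed genes were recovered. Without A+/P ki/ki mouse 335, 6199 genes passed (3474 higher, 2725 lower), and without male KI mouse 104 there were 3, *Chst10*, *H1f2* and *Ecscr*, named after their values were seen. All 50 of 50 splits drawn reach a count of 0, so that they say nothing about chance. Sex, the APP/PS1 transgenes and the batch tag change together between these comparisons and cannot be told apart.

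A total of 11 values lay far from the other mice of their group, out of 247 groups of 4 to 7 mice examined (4.5%), while chance marks about 1 in 20 groups. In male KI mouse 104, *Fasn* was 50.6 CPM (80.2 to 83 in the other 3 mice), *Ndufa2* 75.3 (50.4 to 50.8), *Uqcrh* 129 (90.5 to 96.1), *Cox7a2* 63.9 (49.1 to 50.6) and *Basp1* 525 (333 to 360). In male KI mouse 139, the neutrophil score was 3.72 (4.54 to 4.57). In A+/P ki/ki mouse 335, *Olfm1* was 391 CPM (25.3 to 77.5) and *Csf1r* 3620 (5750 to 6000). In A-/P wt/wt mouse 223, the DAM stage 2 score was 5.73 (6.39 to 6.83) and the homeostatic score 9.64 (10.2 to 10.5), and in A-/P wt/wt mouse 224 *Gpnmb* was 23.1 CPM (3.93 to 10.9). The sex genes of these mice match their labels. Neither a technical nor a biological explanation was tested for single mice.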

How the results depend on the processing

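The tests without the 50 most counted genes, with the trend on exon length and GC content removed and with the female gradient taken off, and the fits without A-/P wt/wt libraries, were chosen only after the result was seen. No paired analysis was possible because the groups compared share no mouse numbers.

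In males, 2685 genes (1824 higher, 861 lower) became 3719 (2417 and 1302) with DESeq2's Wald test, which kept 2678 of them. The count was 2659 with DESeq2's size factors, 2682 with filterByExpr, 2516 with limma, 2685 with a limit of 0.1 on the log2FC and 3200 without a low-count filter (2597 higher and 603 lower, 81.2% higher in place of 67.9%). With the neuron score as a covariate it was 0, with 0 higher and 0 lower (733 at an unadjusted p under 0.05), but this setting recovered 0 of 200 simulated changes and says nothing about stability. With the female gradient taken off it was 0, with 0 higher and 0 lower, and with 1 of the 7 libraries left out of the slopes 0, except 2064 without mouse 223 (1172 higher, 892 lower) and 284 without mouse 242 (69 higher, 215 lower). Leaving out 1 library gave 894 to 5439 genes (783 to 3286 higher, 98 to 2153 lower): 894 without WT mouse 102, 1111 without WT mouse 94, 1236 without WT mouse 101, 1353 without KI mouse 139, 1771 without KI mouse 136, 2559 without KI mouse 84 (584 lower) and 5439 without KI mouse 104. The cause was not tested.

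In CD11b+ microglia of APP/PS1 mice, 0 genes (575 at an unadjusted p under 0.05) became 7 (2 higher, 5 lower) with DESeq2 and 0 to 1 with 1 library left out (*Gm12751*, lower, without A+/P wt/wt mouse 375). The other settings of edgeR and limma gave 0 (536 to 1010 at an unadjusted p under 0.05). Without A+/P ki/ki mouse 335, 0 genes were called and 4594 had an unadjusted p under 0.05. In cortex, 0 genes (514) became 11 (4 higher, 7 lower) with DESeq2, 40 (13 higher, 27 lower) without a low-count filter and 0 to 2 with 1 library left out, all lower (*Gm2427* and *Gm15459* without A+/P wt/wt mouse 236, *Gm7993* and *Greb1* without A+/P wt/wt mouse 257, *Mrpl27-ps* without A+/P ki/ki mouse 203). Between A+/P wt/wt and A-/P wt/wt microglia, 224 genes (175 higher, 49 lower) became 636 (371 and 265) with DESeq2 and 263 with 78 lower in a fit of all groups. With 1 of the 11 libraries left out there were 91 to 497 (77 to 243 higher, 11 to 254 lower). The A+/P wt/wt mice gave 274 (76 lower) without 331, 95 without 367, 97 without 375 and 91 without 380, and the A-/P wt/wt mice 497 (254 lower) without 223, 137 without 224, 135 without 225, 172 without 236, 171 (28 lower) without 242, 134 without 243 and 206 without 245. For the difference between the KI effects, 0 to 6199 genes passed with 1 library left out (0 to 3474 higher, 0 to 2725 lower), with 6199 without A+/P ki/ki mouse 335, *Plcg2* included (adjusted p 0.0153, and 0.211 before), and 3 without male KI mouse 104. The cause was not tested.

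Of 88 values of named genes in males, all kept their direction and their side of the threshold with DESeq2's size factors, filterByExpr and limma. DESeq2 called 17 more. Without a filter, 4 were lost and 10 gained. With 1 library left out, 470 of 616 values stayed on their side, 119 lost and 27 gained a call, and none changed sign while called. With the neuron score as a covariate, which decides nothing as noted above, the direction reversed for *Camk2b* (−0.75), *Pik3r5* (0.076), *Pik3ap1* (0.056), *Lingo1* (−0.065), *Cpe* (−0.21), *Slc1a2* (−0.18) and *Cldn5* (−0.14). The cause was not tested. Of 32 values in CD11b+ microglia of APP/PS1 mice, none was called under any setting.

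Of 25 lists in males, fry kept 17 on their side of the threshold and lost 8, and the estimated correlation lost 21. With 1 library left out, 163 of 175 stayed, and border macrophage markers were gained without WT mouse 102 (−0.228, adjusted p 0.0236) or KI mouse 104 (−0.354, adjusted p 0.035). Of 16 lists in CD11b+ microglia of APP/PS1 mice, fry lost 10. With 1 library left out, homeostatic microglia lost its call without A+/P wt/wt mouse 331 (0.088, adjusted p 0.136), and oligodendrocyte markers without A+/P wt/wt mouse 331 (−0.097, adjusted p 0.177), A+/P ki/ki mouse 394 (−0.074, adjusted p 0.326) or 405 (−0.007, adjusted p 0.514). Brain border macrophage markers gained one without 331 (adjusted p 0.0109), 394 (0.0183) or 405 (0.00243). In cortex, DAM stage 2 reversed without A+/P wt/wt mouse 257 (0.082, range −0.087 to 0.082), and homeostatic microglia passed without A+/P wt/wt mouse 329 (−0.062, adjusted p 0.0262). At the depth and spread of these libraries, edgeR recovered 76% of simulated changes in males, 22% in CD11b+ microglia of APP/PS1 mice and 99% in cortex. How this recovery depends on depth or on the expression level of a gene was not tested.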

Differences from the paper's values

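The tests reported in this part were all chosen before the data were examined.

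The paper gives 1302 genes lower in male KI microglia, and edgeR called 861. Among the alternatives set before the data were examined, DESeq2's Wald test, the tool the paper names, gave 1302 lower genes, 2417 higher and 3719 in total, as in the paper. DESeq2's size factors (840), filterByExpr (862), limma (856), no low-count filter (603), a limit of 0.1 on the log2FC (861), the neuron score as a covariate (0) and each of the 7 fits with 1 library left out (98 to 2153) differed from the paper's value by more than 1.5 times.

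For 12 genes, the adjusted p of the paper and of edgeR differ by more than 1.5 times. The paper gives less than 0.0001 for *Mef2a*, *Mef2c*, *Fabp7* and *Pik3cd*, and edgeR gave 0.00858, 0.0112, 0.0054 and 0.0068. The values are 0.015 in the paper and 0.0477 in edgeR for *Mef2d*, 0.003 and 0.0296 for *Fabp5*, 0.049 and 0.0899 for *Fabp3*, and 0.0003 and 0.0129 for *Pik3cg*. They are 0.002 and 0.0182 for *Pik3r5*, 0.003 and 0.0248 for *Pik3ap1*, 0.012 and 0.0578 for *Pik3r1*, and 0.033 and 0.0615 for *Pik3r4*. With DESeq2's Wald test, the values were 1.05e-06 for *Mef2a*, 4.84e-06 for *Mef2c*, 2.5e-07 for *Fabp7*, 4.54e-07 for *Pik3cd*, 0.0152 for *Mef2d*, 0.00313 for *Fabp5*, 0.0497 for *Fabp3*, 0.000288 for *Pik3cg*, 0.00165 for *Pik3r5*, 0.00298 for *Pik3ap1*, 0.0124 for *Pik3r1* and 0.0334 for *Pik3r4*. Without KI mouse 104, *Pik3ap1* (0.00349) and *Pik3r4* (0.0399) also came within that range, as did *Fabp7* without a low-count filter (2.31e-05). The size factors, filterByExpr, limma, the covariate and the other fits with 1 library left out did not bring any of the 12 within it.

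The paper names further genes as upregulated or downregulated in males that did not pass FDR 0.05 in edgeR, and all of them had the direction the paper gives. DESeq2 called *Itpr1* (0.00977), *Mgll* (0.0271), *Fabp3* (0.0497), *Pik3r1* (0.0124), *Pik3r4* (0.0334), *Ndufa2* (0.0346), *Ndufb6* (0.0466), *Sdha* (0.026), *Cox5a* (0.0231), *Cox7b* (0.0222) and *P2rx4* (0.039). Without a low-count filter, *Itpr1* (0.000249), *Mgll* (0.0147), *Ndufa2* (0.02) and *Ndufb6* (0.046) were called. Without KI mouse 104, *Itpr1*, *Mgll*, *Fabp3*, *Pik3r1*, *Pik3r4*, *Ndufa2*, *Sdha*, *Cox5a*, *Cox7b* and *P2rx4* were called, and without KI mouse 84 *Mgll* and *Cox5a*. *Ndufc2* (0.376 in edgeR) was called under none of the alternatives (0.245 to 0.968, the covariate and each library left out included).

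The paper reports no DEGs between A+/P ki/ki and A+/P wt/wt mice in cortex or CD11b+ microglia. edgeR called 0 in each, and DESeq2's Wald test called 11 and 7. Without a low-count filter, edgeR called 40 in cortex (13 higher, 27 lower) and 0 in CD11b+ microglia, and with 1 library left out up to 2 and 1.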

Other observations

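The tests that use the gradient among female A-/P wt/wt libraries and the fits without single A-/P wt/wt libraries were chosen only after the result was seen.

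Of the remaining lists in male KI compared with WT microglia, homeostatic microglia (median log2FC −0.401, 12 of 12 genes lower, camera, adjusted p 0.000392, and fry, adjusted p 0.099), DAM stage 2 (−0.428, 18 of 19 lower, 0.00149 and 0.143), phagocytosis (−0.299, 29 of 31 lower, 2.73e-05 and 0.0866) and motility (−0.225, 22 of 26 lower, 0.0034 and 0.107) were lower with camera and not with fry. Ribosomal proteins were higher (0.215, 71 of 80, 0.0316 and 0.406) and immediate early genes lower (−0.51, 10 of 12, 0.0397 and 0.274). DAM stage 1 (−0.2, camera, adjusted p 0.715), integrin alpha (−0.27, 0.107), integrin beta (−0.085 with a mean of 0, 0.351), choroid plexus and ependymal (0.495, 0.268), border macrophage (−0.158, 0.127) and lymphocyte markers (0.076, 0.962) did not pass.

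TEC genes, which the annotation marks as awaiting experimental evidence, and sense-intronic genes were lower in male KI microglia. Of 161 TEC genes inside another gene on its strand, 137 were lower (median log2FC −0.657, fry, adjusted p 0.0229), and of 44 sense-intronic genes 41 (−0.672, fry, adjusted p 0.00676). The median was −0.469 for 51 TEC genes inside a gene on the other strand and −0.216 for 117 outside any gene. Less unspliced RNA of microglial genes is a candidate explanation. The difference between TEC genes inside and outside a gene was −0.067 in WT and −0.533 in KI mice (n = 3 and 4, exact two-sided permutation p 0.0571). As this p does not pass 0.05, less unspliced RNA and an equal fall of both kinds of TEC genes cannot be told apart, and the few mice keep it open. The slopes on the neuron score among female A-/P wt/wt libraries went the same way (−0.591 inside on the strand, −0.432 inside on the other strand and −0.137 outside). A biological cause of such a fall was not tested.

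In the CD11b+ microglia of A+/P ki/ki compared with A+/P wt/wt mice, 9 of 9 neutrophil markers were higher (median log2FC 2.476, camera, adjusted p 3.12e-07, and fry, adjusted p 0.629). All 9 passed when adjusted over the list alone and 0 over all genes, and the scores gave an exact two-sided permutation p of 0.257 (n = 4 and 4). *S100a9* averaged 31.7 ± 11.3 CPM in A+/P wt/wt and 175 ± 218 CPM in A+/P ki/ki mice (log2FC 2.47, adjusted p 0.853). Neuron (−0.778, adjusted p 3.62e-07), astrocyte (−0.702, 2.08e-06) and mitochondrial DNA genes (−0.685, 2.08e-06) were lower with camera, the opposite direction to males, and inflammatory response (0.446, 3.12e-07), Toll-like receptor (0.199, 0.00765) and MEF2 genes (0.363, 0.0373) higher. None of these passed with fry (lowest adjusted p 0.629). In cortex, camera called mitochondrial DNA (0.102, adjusted p 0.0159), ribosomal proteins (0.049, 0.000482), fatty acid metabolism (0.036, 0.0215), astrocyte (0.078, 0.0029) and endothelial and mural markers (0.246, 4.78e-07) higher and immediate early genes (−0.212, 0.00375) lower, none of them with fry (adjusted p 0.94).

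Other divisions of the libraries say nothing about chance for the 0 genes called by edgeR between A+/P ki/ki and A+/P wt/wt mice (575 at an unadjusted p under 0.05 in CD11b+ microglia and 514 in cortex, and 7 and 11 genes called by DESeq2), as every split reaches this count (35 of 35 in each). In CD11b+ microglia, 3 other splits called genes, up to 4114 with A+/P ki/ki mouse 335 and A+/P wt/wt mouse 367 exchanged, and in cortex 7 did, up to 78.

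Between A+/P wt/wt and A-/P wt/wt microglia, edgeR called 224 genes, 175 higher and 49 lower. Of 100 splits drawn from 330, 4 called as many, the real one included (0.04), and the other 3 called 1766, 1881 and 3132. Chance is thus excluded at 0.05 only narrowly, and a draw of 100 leaves this share uncertain. The largest rises were those of *Trpm1* (log2FC 6.80), *Gm15772* (5.34), *Baiap2l2* (5.33), *Cst7* (5.02) and *Gpnmb* (4.93), and the largest falls those of *2610035D17Rik* (−1.65), *Ccn1* (−1.47), *Cd209f* (−1.37), *Cd209g* (−1.34) and *Chst7* (−1.26). *Cd209f* was not called without A+/P wt/wt mouse 367 (adjusted p 0.0559), 375 (0.0585) or 380 (0.0653), nor was *Cd209g* (0.0763, 0.0856 and 0.087). The number of genes called was 95 without A+/P wt/wt mouse 367, 97 without 375 and 91 without 380, and it was 497 without A-/P wt/wt mouse 223, 137 without 224, 135 without 225 and 134 without 243. Interferon response genes were higher (median log2FC 0.571, 36 of 37 genes, camera, adjusted p 1.25e-25, and fry, adjusted p 0.0148) and border macrophage markers lower (−0.947, 8 of 8, 9.22e-14 and 0.0144). The APP/PS1 transgenes and the batch tag are the same division of these mice and cannot be told apart.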
